# Graft incompatibility between pepper and tomato elicits an immune response and triggers localized cell death

**DOI:** 10.1093/hr/uhae255

**Published:** 2024-09-11

**Authors:** Hannah Rae Thomas, Alice Gevorgyan, Alexandra Hermanson, Samantha Yanders, Lindsay Erndwein, Matthew Norman-Ariztía, Erin E Sparks, Margaret H Frank

## Abstract

Graft compatibility is the capacity of two plants to form cohesive vascular connections. Tomato and pepper are incompatible graft partners; however, the underlying cause of graft rejection between these two species remains unknown. We diagnosed graft incompatibility between tomato and diverse pepper varieties based on weakened biophysical stability, decreased growth, and persistent cell death using viability stains. Transcriptomic analysis of the junction was performed using RNA sequencing, and molecular signatures for incompatible graft response were characterized based on meta-transcriptomic comparisons with other biotic processes. We show that tomato is broadly incompatible with diverse pepper cultivars. These incompatible graft partners activate prolonged transcriptional changes that are highly enriched for defense processes. Amongst these processes was broad nucleotide-binding and leucine-rich repeat receptors (NLR) upregulation and genetic signatures indicative of an immune response. Using transcriptomic datasets for a variety of biotic stress treatments, we identified a significant overlap in the genetic profile of incompatible grafting and plant parasitism. In addition, we found over 1000 genes that are uniquely upregulated in incompatible grafts. Based on NLR overactivity, DNA damage, and prolonged cell death, we hypothesize that tomato and pepper graft incompatibility is characterized by an immune response that triggers cell death which interferes with junction formation.

## Introduction

Grafting is an ancient agricultural practice that is used to propagate plants and combine desirable traits between independent root and shoot systems [1–4]. The apical portion of a graft is known as the scion and the root system is known as the rootstock (Scion:Rootstock). Graft compatibility is defined by the ability of two individuals to form continuous vascular connections across the graft site [1, 5]. The inability to graft is categorized into two types of incompatibility: immediate incompatibility and delayed incompatibility [6, 7]. Delayed incompatibility can present months or years after grafting, with symptoms such as swollen, over-proliferated scions, cell death in the junction, and structural instability of the stem [8–10]. Graft compatibility is a significant issue for growers who rely on combining distinct species and varieties, through grafting, to alter plant architecture and increase disease resistance [11, 12]. Despite a long history of grafting, humans still struggle to understand the mechanisms underlying graft incompatibility. Currently, there are only a few examples where the causes of incompatibility have been identified [13–15]. Although there is likely a variety of species-specific cellular mechanisms that determine compatible versus incompatible graft pairings, the presence of persistent cell death in the junction is a common symptom that is observed across diverse plant families [9, 10].

Cell death can be classified into two main categories: necrosis and programmed cell death (PCD; [16]). Necrosis is defined as uncontrolled death and is often caused by stressors such as extreme heat, radiation, or a loss of membrane potential that is so intense that genetic processes are unable to act [16, 17]. In contrast, PCD is the controlled and organized process of cellular destruction [18].

All eukaryotes have evolved an innate immune system that is capable of detecting conserved foreign molecules during infection [19]. In plants, various elicitors such as pathogen associated molecular patterns (PAMPs) and damage-associated molecular patterns (DAMPs) are perceived by membrane bound pattern recognition receptors (PRRs) facing the apoplast [20–22]. These molecules trigger downstream pattern-triggered immunity (PTI) and signal basal defense processes such as reactive oxygen species (ROS) production [23]. Alternatively, some pathogens release effector proteins, which are expressed into the symplast to modify host responses and promote infection [24]. These effectors are locked in an arms race with intracellular nucleotide-binding and leucine-rich repeat receptors (NLRs), which perceive effectors or proteins modified by effectors and elicit effector-triggered immunity (ETI) and PCD [25]. Currently, no such molecules, apoplastic or symplastic, have been identified as the underlying cause of graft incompatibility, where an unknown signal from one graft partner is perceived by a protein of the other, thus leading to incompatibility.

Our previous work identified tomato and pepper as an herbaceous model for delayed incompatibility [26, 27]. Despite several studies investigating pepper graft compatibility, much remains unknown about the underlying mechanism [28–31]. To explore this, we grafted tomato to *Capsicum annuum* varieties, Cayenne, Doux des Landes, California Wonder, and *Capsicum chinense* variety Habanero. We found that tomato-*Capsicum* heterografts are all incompatible and exhibit failed xylem reconnections, weakened stem stability, and reduced growth. Using the tomato–pepper combination with the highest graft survival rate, tomato to California Wonder, we analyzed the presence of nonviable tissue (NVT) in the junction at 7, 14, and 21 days after grafting (DAG) and investigated the cause using viability staining and transcriptomics. In contrast to self-grafted controls which recover from cell death in the junction, we found that incompatible grafts exhibit persistent death. Additionally, we utilized RNA-sequencing to show that incompatible grafts have a prolonged defense response following grafting, including significant upregulation of many NLRs and important genetic components involved in defense response. Furthermore, we identified a set of potential incompatibility marker genes that are upregulated in incompatible junctions of both tomato and pepper stems. To characterize the molecular response of incompatible grafting in relation to other biotic stress responses, we conducted a transcriptomic meta-analysis comparing the effect of grafting with pathogen infection, herbivory, and plant parasitism. We found a significant overlap in expression patterns between grafting and plant parasitism, indicating similar mechanisms underpin interspecies plant-to-plant interactions. Lastly, we identified a suite of over 1000 genes that are uniquely upregulated in incompatible grafts but not other biological stressors; among these genes, we identified genetic processes involved in immune responses and DNA damage. Together, this work supports a model in which tomato and pepper grafts trigger an immune response including upregulated NLR expression, defensive compound production, and upregulation of genes associated with PCD, and DNA damage. This would be the first identified instance of an immunity based incompatibility in a cross-species grafted crop.

## Results

### Incompatible tomato and pepper heterografts are characterized by low survival, reduced growth, failed vascular connectivity, and physical instability

To investigate grafting between *Solanum lycopersicum* (tomato) and *Capsicum* (pepper) species, we performed a graft compatibility assay between self- and reciprocal grafts of *S. lycopersicum* var. M82 and *C. annuum* varieties Cayenne, Doux des Landes (DDL), California Wonder (CW), and *C. chinense* var. Habanero 30 days after grafting (DAG) (Figs S1 and S2; Table S1). Compared with self-grafted controls, heterografted tomato/pepper combinations exhibited significantly lower survival and higher break rates based on bend testing (Fig. S1a). Despite a low survival rate, self-grafted DDL plants that persisted formed strong graft junctions and were able to withstand the bend test [26, 27, 32]. Previous work reported DDL as a compatible graft partner with tomato, yet when we challenged the integrity of the graft using the bend test, the plants broke at the junction 92% of the time, indicating a high level of incompatibility that was previously undetected [28]. We also analyzed growth of the grafted shoot and root systems to test for developmental restrictions. Compatible shoot and root systems were 92.7% and 38.2% larger than incompatible plants (Fig. S2a–b, Table S2). Additionally, the stem diameter of the scion was significantly restricted in their lateral development in incompatible grafts compared to self-grafted controls (Kruskal–Wallis Fig. S2c and d).

To examine the vascular connectivity of the grafts, we analyzed the anatomical organization of junctions from every tomato/pepper combination 30 DAG (Fig. 1). Consistent with our previous findings [26], all self-grafted combinations formed continuous xylem bridges across the graft junction (Fig. 1b, d, j, p, v, aa), demonstrating compatibility [27, 33, 34]. Tomato grafted to any of the pepper varieties formed nonvascular parenchymatous connections across the graft but failed to form xylem bridges (Fig. 1f, h, l, n, r, t, x, z, ab). We noticed that overproliferated scion callus (Fig. 1l, t, x), as well as adventitious root growth (Fig. 1f, n, t) were common features in these incompatible combinations.

**Figure 1:**

Heterografted pepper fails to form vascular connections and shows a significant decrease in size 30 DAG. (a, c, e, g, i, k, m, o, q, s, u, w, y) Representative photographs and (b, d, f, h, j, l, n, p, r, t, v, x, z) confocal micrographs for self-grafted tomato (a, b), self-grafted habanero (c, d), tomato:Habanero (e, f), Habanero:tomato (g, h), self-grafted Doux des Landes (DDL) (i, j), tomato:DDL (k, l), DDL:tomato (m, n). self-grafted Cayenne (o, p), tomato:Cayenne (q, r), Cayenne:tomato (s, t), self-grafted California Wonder (CW) (u, v), tomato:CW (w, x), CW:tomato (y, z). Graft junctions were stained with propidium iodide and imaged on a confocal microscope. Pink arrows indicate a successful graft junction with a healed xylem (b, d, j, p, v, aa). White arrows indicate a failed vascular reconnection (f, h, l, n, r, t, x, z, ab) and white asterisk highlight adventitious roots (f, n, t). All plant image scale bars are 5 cm, and all micrograph scale bars are 1000 μm. (aa) A zoomed up view of self-grafted tomato to demonstrate successful xylem connections. (ab) A zoomed view of heterograft tomato:cayenne junction to demonstrate failed xylem connections. Blue arrowheads denote xylem in the graft junction of aa and ab.

Because CW exhibited high survival rates when heterografted with tomato, we selected this genotype for further analysis. Incompatible grafts are commonly discovered when the junction breaks, due to failed vascular connectivity or cell death in the junction [8–10]. With a better understanding of the vascular anatomy of compatible and incompatible plants, we sought to determine if we could quantify the instability observed in the manual bend test using a quantitative three-point bend test. Congruent with reduced biophysical stability observed with the three-point bend test, we found that there was a significant reduction in the structural stiffness of the heterografted junctions compared to self- and ungrafted stems (Fig. S3, Table S3).

### Incompatible graft junctions accumulate significantly more NVT than compatible grafts

Cell death is a common symptom associated with incompatible grafts [32]. To examine the extent to which tomato/pepper (CW variety) heterografts exhibit elevated levels of cell death, we collected tissue from ungrafted tomato and pepper, self-graft tomato and pepper, and reciprocally heterografted tomato and pepper at 7, 14, and 21 DAG (Fig. S4). To quantify cell death in the junction, we used trypan blue staining to detect regions of cell death (Fig. 2, Table S4). We measured a 2.5 mm region of the hand sectioned junctions, including any callus present at the interface. When we considered just this sample area, the area of all graft junctions increased at a similar rate, independent of the stem diameter adjacent to the junction (Fig. S5a). When trypan blue stain is applied to thick tissue sections like this, regions where cell death are present in numerous tissue layers are visualized as blue-black under a light microscope. To quantify the percent of NVT versus viable tissue, we made a macro in ImageJ to extract tissue that was deeply stained with trypan blue (Fig. 2ak, Fig. S6) and divided this area by the entire area of the junction (Fig. S5b). We first analyzed ungrafted tomato (Fig. 2a, g, m) and pepper (Fig. 2b, h, n) stems that were the same age as the grafts we harvested at 7, 14, and 21 DAG. At most, the ungrafted stems from tomato and pepper contained 0.341% and 0.147% NVT respectively. Self-grafted tomato graft junctions consisted of 13.0% NVT at 7 DAG, which decreased to 3.51% by 21 DAG (Fig. 2u, aa, ag; Wilcoxon Paired Test p = 0.0589). Similarly, self-grafted pepper junctions contained 24.8% NVT at 7 DAG but steadily decreased to only 2.92% by 21 DAG (Fig. 2v, ab, ah; p = 2.78E-02). Unlike the self-grafts, which exhibited decreasing NVT over time, tomato:pepper and pepper:tomato incompatible grafts maintained a consistent percent of NVT over the 3-week sample period (Fig. 2s-aj). Tomato:pepper junctions contained 20.9%, 20.2%, and 20.8% NVT at 7, 14, and 21 DAG, respectively (Fig. 2w, ac, ai), and reciprocal pepper:tomato junctions exhibited similar levels of NVT: 21.9%, 17.9%, and 17.1% NVT at 7, 14, and 21 DAG, respectively (Fig. 2x, ad, aj). Overall, tomato and pepper exhibited prolonged cell death up to 3 weeks post-grafting relative to self-grafted controls.

**Figure 2:**

Incompatible grafts contain persistent NVT over time. (a–r) Representative images of 2.5 mm long graft junctions at 7, 14, and 21 DAG stained with Trypan Blue. A representative ungrafted tomato stem and the percent of NVT are shown at 7 DAG (a, s), 14 DAG (g, y), and 21 DAG (m, ae). A representative ungrafted pepper stem and the percent of NVT at 7 DAG (b, t), 14 DAG (h, z), and 21 DAG (n, af). A representative self-graft tomato junction and the percent of NVT at 7 DAG (c, u), 14 DAG (i, aa), and 21 DAG (o, ag). A representative self-grafted pepper junction and the percent of NVT at 7 DAG (d, v), 14 DAG (j, ab), and 21 DAG (p, ah). A representative tomato:pepper junction and the percent of NVT at 7 DAG (e, w), 14 DAG (k, ac), and 21 DAG (q, aI). A representative pepper:tomato junction and the percent of NVT at 7 DAG (f, x), 14 DAG (l, ad), and 21 DAG (r, aj). Yellow arrows point to examples of tissue death; dashed lines signify the graft site; all junctions are 2.5 mm tall. All images set to same scale, with the scale bar equal to 1 cm (a–r). (s–aj) The percent of cell death and (ak) the area of cell death in the junction of all graft combinations at 7, 14, and 21 DAG. From left to right, dark orange depicts ungrafted tomato, light orange depicts ungrafted pepper, green depicts self-grafted tomato, teal depicts self-grafted pepper, purple depicts tomato:pepper, and pink depicts pepper:tomato. Compact letter display based on adjusted p-value of Tukey’s HSD test. Biological replicates are depicted as jitter (ak) as well as described in detail in Table S4.

Previous work has attributed the incompatible symptom of NVT to the accumulation of trapped cellular debris that creates a necrotic layer in the graft [35]. However, the active accumulation of NVT through PCD provides an alternative explanation. To test whether NVT accumulation in incompatible grafts was due to PCD, we first attempted terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assays, which labels double stranded DNA breaks, on graft junctions (Fig. S7-S9). Unfortunately, the high amount of developmental cell death due to vasculogenesis confounded our ability to quantify differences in PCD between compatible and incompatible grafts.

Next, to understand the cause of the NVT present in the incompatible grafts, we performed a preliminary assay to see if DAMPs, which activate DAMP-triggered immunity (DTI) upon cellular rupture during infection and herbivory, also play a role in determining incompatible species combinations [36–38]. To see if a component of one of the cell walls could act as an antagonist to inter-species grafting, we designed an *in vitro* assay to test for DAMP-induced changes in growth similar to work conducted in quince [14]. Tomato and pepper explants were allowed to grow on media containing either tomato or pepper wound exudates for 7 days. If wounding caused the secretion of an inhibitory chemical during callus formation, the hypocotyls growing on cross-species exudates would have altered growth. Despite a significant difference in overall growth rates between tomato and pepper explants, the presence of any cross-species DAMPs had no effect (Fig. S10, Table S5). Our results indicate that crude cross-species secreted exudates do not affect growth in this type of assay; however, this does not rule out the role of DAMPs in triggering graft incompatibility during other stages of junction formation.

### Tomato and pepper heterografts express prolonged transcriptional defense profiles

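Junction tissue of tomato and pepper was sequenced from the polyadenylated ends of the transcripts (3' Seq). Ungrafted stems, self-grafted scions, self-grafted stocks, heterografted scions and heterografted stocks were sampled at 7, 14 and 21 DAG, with 3 to 5 libraries per group, 61 tomato and 64 pepper libraries in all. In the heterografts, tomato scions grew on pepper stocks and pepper scions on tomato stocks, so each species had its own scion and stock libraries. The authors trimmed the reads with Trimmomatic and Prinseq, aligned them with STAR to the ITAG4 tomato and CM334 pepper models, and counted them with StringTie. They removed outlying libraries with low read counts. The deposited values are raw counts without normalization, for 34688 tomato and 30242 pepper genes. The median total was 1824947 counts per tomato library and 398868.5 per pepper library. In tomato at 7 DAG, total counts ran from 1100645 to 1771240 (median 1357894.5, n = 4) in ungrafted stems, from 952084 to 2167592 (median 1793295, n = 4) in self-grafted scions and from 1614155 to 2529190 (median 1999379, n = 3) in self-grafted stocks. The tomato heterografted scions at 7 DAG held 1580499 to 2716097 (median 2009459, n = 5) counts and the heterografted stocks 1372534 to 2358149 (median 1845620.5, n = 4). In tomato at 14 DAG, total counts ran from 1389700 to 2506444 (median 2060822, n = 5) in ungrafted stems, from 1724068 to 2505040 (median 1941862, n = 4) in self-grafted scions and from 1590724 to 2697656 (median 2066670, n = 5) in self-grafted stocks. The tomato heterografted scions at 14 DAG held 2468359 to 3136541 (median 2864333.5, n = 4) counts and the heterografted stocks 900 to 1509 (median 912, n = 3). In tomato at 21 DAG, total counts ran from 1412108 to 2232064 (median 1790280, n = 4) in ungrafted stems, from 1558208 to 1981882 (median 1727789.5, n = 4) in self-grafted scions and from 1567127 to 1979920 (median 1711933, n = 5) in self-grafted stocks. The tomato heterografted scions at 21 DAG held 1276901 to 2266866 (median 1976720.5, n = 4) counts and the heterografted stocks 32731 to 267066 (median 226553, n = 3). In pepper at 7 DAG, total counts ran from 55202 to 371873 (median 60148, n = 3) in ungrafted stems, from 321381 to 477754 (median 397821, n = 5) in self-grafted scions and from 267180 to 478943 (median 327739, n = 3) in self-grafted stocks. The pepper heterografted scions at 7 DAG held 281091 to 528655 (median 428863, n = 4) counts and the heterografted stocks 226519 to 288098 (median 284056, n = 3). In pepper at 14 DAG, total counts ran from 236743 to 385896 (median 322475, n = 5) in ungrafted stems, from 370107 to 617920 (median 416524, n = 5) in self-grafted scions and from 18243 to 516093 (median 454835.5, n = 4) in self-grafted stocks. The pepper heterografted scions at 14 DAG held 311797 to 529225 (median 414612, n = 4) counts and the heterografted stocks 396153 to 527111 (median 479029, n = 4). In pepper at 21 DAG, total counts ran from 183552 to 399916 (median 315585, n = 4) in ungrafted stems, from 359784 to 532375 (median 480485, n = 5) in self-grafted scions and from 374220 to 550525 (median 480964, n = 5) in self-grafted stocks. The pepper heterografted scions at 21 DAG held 294761 to 547061 (median 364627, n = 5) counts and the heterografted stocks 382654 to 493202 (median 417972, n = 5). The 3 tomato heterografted stock libraries of 14 DAG had counts on 295, 321 and 467 genes, against a median of 16094 genes in the self-grafted stocks of that time point. From these counts, each grafted group was compared with the ungrafted stems of its species and time point by edgeR's quasi-likelihood test on counts scaled by TMM, with all 5 groups of a time point in one fit. The test covered 12176 tomato and 4506 pepper genes, which had at least 10 counts on average and 0 counts in less than 75% of the libraries of the species. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change above 1.5 in either direction.

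**Figure D1:**
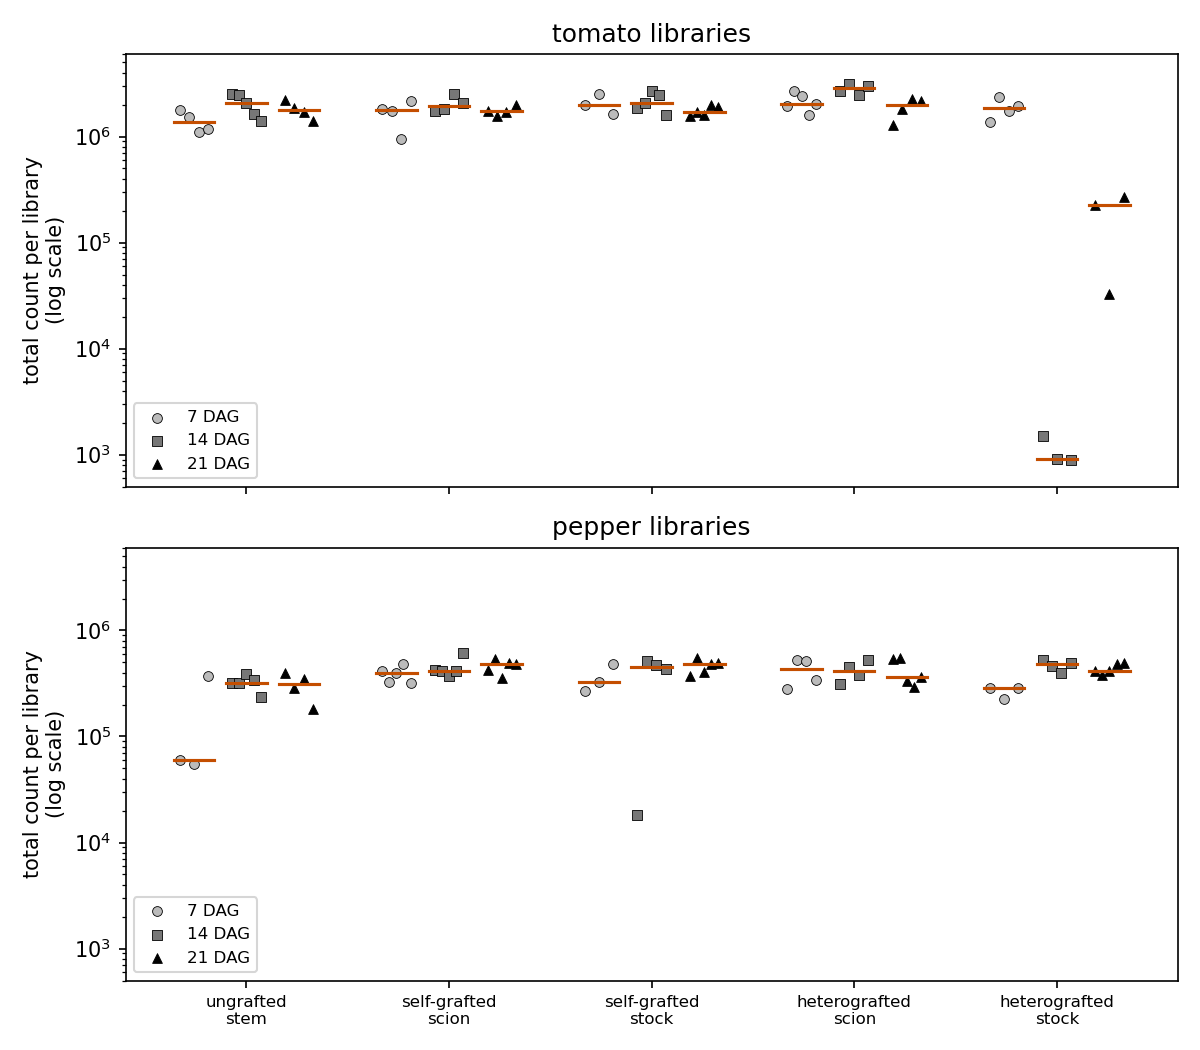
Total counts per library (log scale) for the 5 groups of tomato and pepper at 7, 14 and 21 DAG. Each point is a library and each bar is the median of a group. The tomato heterografted stocks lie at 900 to 1509 counts at 14 DAG and at 32731 to 267066 counts at 21 DAG.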

To further investigate the underlying cause of NVT in incompatible grafts, we collected and performed RNA-sequencing on ungrafted, self-grafted, and heterografted tissue at 7, 14, and 21 DAG on tomato and CW pepper (Tables S6 and S7). 

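Summed over scion and stock and over both species, 3752 differential calls were made in heterografts and 449 in self-grafts at 7 DAG. The sums were 3728 and 686 at 14 DAG and 9618 and 164 at 21 DAG. A gene called in both scion and stock entered each sum once per tissue. Heterografts therefore had 8.36, 5.43 and 58.6 times as many calls as self-grafts at 7, 14 and 21 DAG. At 7 and 21 DAG the ratio moved most when every group was reduced to its 3 lowest-numbered replicates, to 31.8 and 491, and at 14 DAG when only upregulated genes entered the sums, to 2.22. With DESeq2 in place of edgeR it was 4.04, 4.28 and 16. At 21 DAG, 7340 of the heterograft calls came from the tomato heterografted stock. With the tomato stocks left out of both sums, a choice made after the values were seen, the ratio was 4.54, 4.17 and 14.9.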

When compared to ungrafted stems, self-grafted junctions expressed 4.5x, 5x, and 15x less differentially expressed genes compared to heterografts at 7, 14, and 21 DAG, respectively. (Fig. 3, Tables S8 and S9). 

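In tomato self-grafts, 203 genes were upregulated and 32 downregulated in the scion at 7 DAG, and 138 and 7 in the stock. At 14 DAG the numbers were 300 and 105 in the scion and 157 and 37 in the stock. At 21 DAG they were 17 and 2 in the scion and 8 and 3 in the stock. In the fits that each left out one library, the scion at 21 DAG had 8 to 47 differentially expressed genes and the scion at 7 DAG 127 to 304, and the stock had 7 to 97 and 38 to 248. In pepper self-grafts, 46 genes were upregulated and 3 downregulated in the scion at 7 DAG, 24 and 34 at 14 DAG, and 32 and 27 at 21 DAG. The pepper self-grafted stock had 18 and 2 at 7 DAG, 9 and 20 at 14 DAG, and 41 and 34 at 21 DAG. With one library left out, pepper at 7 DAG had 20 to 390 differentially expressed genes in the scion and 16 to 271 in the stock, and at 21 DAG 31 to 168 and 43 to 274. The time points were fitted apart, so a change of these numbers over time was not itself tested.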

The reduced number of differentially expressed genes in self-grafts correlates with the healing timeline, where compatible tomato and pepper self-grafts heal within the first week [27].

**Figure 3:**

Incompatible heterografts have prolonged differential gene regulation compared to self-grafts. Differentially expressed genes (|1.5| , adjusted *p*-value<0.05) of each grafted tissue (compared to ungrafted) at each time point for tomato and pepper. Upregulated genes are shown in light colors and downregulated genes are shown in dark colors. Self-grafted scions are dark purple, self-grated stocks are light purple, heterografted scions are orange, and heterograft stocks are yellow. Each combination has 3–5 bio-replicates.

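In the tomato heterografted scion, 619 genes were upregulated and 375 downregulated at 7 DAG, 627 and 554 at 14 DAG, and 472 and 434 at 21 DAG. The tomato heterografted stock had 1152 upregulated and 1219 downregulated genes at 7 DAG, and 651 and 6689 at 21 DAG. In the pepper heterografted scion, 141 genes were upregulated and 69 downregulated at 7 DAG, 189 and 144 at 14 DAG, and 498 and 372 at 21 DAG. The pepper heterografted stock had 269 upregulated and 269 downregulated genes at 14 DAG, and 318 and 184 at 21 DAG. With the counts scaled by DESeq2's size factors in place of TMM, 78.7% of the calls in the tomato heterografted scion at 14 DAG were upregulated, against 53.1%. The paper states that the reduced number in self-grafts correlates with the healing timeline.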

To identify genes uniquely up- and down-regulated in the incompatible grafts, we used likelihood ratio testing (Table S10 and S11). 

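Ungrafted stems, self-grafts and heterografts of the same position were compared at each time point by edgeR's quasi-likelihood F test over the 3 groups, in place of the likelihood ratio test. A gene past an adjusted p-value of 0.05 was called specific to the heterograft when its fitted mean in the heterograft lay above, or below, both other groups and was farther from the nearer of them than they were from each other. This rule stands in place of the clustering with DEGreport. The test was passed by 1893, 3706 and 2935 genes in tomato scions at 7, 14 and 21 DAG, and by 3423, 2981 and 6383 genes in tomato stocks. In pepper it was passed by 215, 832 and 1055 genes in scions, and by 3, 370 and 524 genes in stocks.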

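In tomato scions, 715 genes were upregulated only in the heterograft at 14 DAG and 1042 at 21 DAG. Specific downregulation was found for 1124 and 1246 genes. In tomato stocks at 21 DAG, 577 genes were specifically upregulated and 5667 downregulated. Pepper scions had 16, 226 and 282 specifically upregulated genes at 7, 14 and 21 DAG, and 51, 263 and 397 downregulated genes. Pepper stocks had 170 and 166 upregulated genes at 14 and 21 DAG, and 137 and 151 downregulated genes. Over the alternatives run, the number of upregulated genes ran from 4 to 585 in the pepper stock at 14 DAG and from 1 to 95 in the pepper scion at 7 DAG. In tomato at 21 DAG it ran from 498 to 1558 in the scion and from 257 to 930 in the stock. With 1 library left out, these tomato numbers ran from 646 to 1345 and from 422 to 928.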

Distinct genes were upregulated in the scion and stock, with only a fraction in common at any time point, suggesting that the genetic response in incompatible grafts is spatially and temporally regulated (Fig. S11a-f). 

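In tomato at 7 DAG, 439 genes were specifically upregulated in the heterografted scion and 909 in the heterografted stock. Specific downregulation was found for 597 and 1472 genes. With an unadjusted p-value in the 3-group test, 807 and 1252 genes were upregulated. In the fits that each left out one library, the scion had 314 to 473 upregulated genes and the stock 758 to 950.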

For example, at 7 DAG, 1530 and 2380 genes were uniquely upregulated in the scion and stock of incompatible tomato grafts (Fig. S11). 

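The lists of specifically upregulated genes of the tomato scion and stock at 7 DAG had 87 genes in common. With DESeq2 on all genes with 0 counts in at most 75% of the libraries, a setting chosen after the data were seen, the lists held 788 and 1414 genes and shared 150.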

Of these 3910 genes, only 576 were shared between scion and stock. The percent of genes upregulated in the scion that were also upregulated in stock for tomato was only 38%, 2%, and 11% of the total scion DEGs at 7, 14, and 21 DAG, respectively. Similarly, genes upregulated in the pepper scion that were also upregulated in the stock made up only 6%, 29%, and 17% of the total scion genes at 7, 14, and 21 DAG. 

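Of the specifically upregulated genes of the tomato scion, 19.8% were also in the list of the stock at 7 DAG (95% Wilson interval 16.4 to 23.8%). At 14 DAG, 1 gene was shared, or 0.14% (0.0247 to 0.788%). The stock list then held 5 genes, from libraries of 900, 912 and 1509 counts, so this share is limited by the depth of the stock. At 21 DAG, 144 genes were shared, or 13.8% (11.9 to 16%). The intervals treat genes as independent and cover counting error only.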

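In pepper, 0 of the 16 genes of the scion were also in the list of the stock at 7 DAG (95% Wilson interval 0 to 19.4%). The list of the stock was empty at that time point, and held 93 genes with an unadjusted p-value. At 14 DAG, 51 genes were shared, or 22.6% of the scion list (17.6 to 28.4%). At 21 DAG, 39 genes were shared, or 13.8% (10.3 to 18.3%). With 1 library left out, the share ran from 15 to 26.8% at 14 DAG and from 7.09 to 17.4% at 21 DAG. Over the alternatives run, it ran from 0.82 to 32.1% and from 2.92 to 19.5%.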

Additionally, scion tissue shared more genes across time than stocks, further supporting that the position in relation to the graft junction, holds a significant role in the genetic process (Fig. S11g–j).

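In tomato scions, 423 of 1668 specifically upregulated genes were found at more than 1 time point, or 25.4% (95% Wilson interval 23.3 to 27.5%). In tomato stocks, 54 of 1437 were, or 3.76% (2.89 to 4.87%). In pepper scions, 86 of 431 genes were found at more than 1 time point, or 20% (16.5 to 24%). In pepper stocks, 86 of 250 were, or 34.4% (28.8 to 40.5%). All 3 time points shared 105 genes in tomato scions, 0 in tomato stocks, 7 in pepper scions and 0 in pepper stocks. The tomato stock at 14 DAG and the pepper stock at 7 DAG contributed lists of 5 and 0 genes. With the replicate number as a block, the order in pepper reversed, to 17.1% in scions and 5.13% in stocks. No other alternative reversed it.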

Using significantly upregulated genes from either tomato:pepper or pepper:tomato incompatible graft combinations, we performed GO term enrichment (Fig. 4a,b, S12–S13, Tables S12 and S13). Downregulated genes showed few conserved trends across time points and species (Fig. S13), but we found that processes associated with defense and stress displayed the highest enrichment in upregulated genes from heterografted tomato stocks 14 DAG and pepper stocks 7 DAG (Fig. 4a, b). 

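The GO terms were not analysed here, since no table used here pairs the genes with terms. For the tomato stock at 14 DAG, a 3-group likelihood ratio test in DESeq2 on the larger set of genes, chosen after the data were seen, gave 660 specifically upregulated genes. Of these, 433 had 0 counts in every heterografted stock library. For the pepper stock at 7 DAG, the same test gave 57 genes. The ungrafted pepper stems of 7 DAG, which enter that comparison, held 55202, 60148 and 371873 counts.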

To further explore how defense processes might be involved in the incompatible response, we targeted NLRs and downstream molecular signaling involved in defense for deeper analysis. Using a collection of 320 previously annotated tomato NLRs [39], we identified 97 defense-related receptors that were significantly upregulated in incompatible grafts (Fig. 4c, Table S14). 

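In the tomato stocks of the pepper:tomato grafts at 14 DAG, edgeR called 4 genes upregulated and 1672 downregulated against ungrafted stems. DESeq2's Wald test on all genes with 0 counts in at most 75% of the libraries called 1454 upregulated and 502 downregulated. This setting was chosen after the data were seen, since it covers the 17209 genes that Table S8 lists. Among the 1698 of those genes used here, the 157 that it called upregulated in this stock were the same as the paper's. Of the 1454 genes, 1340 had 0 counts in the 3 libraries together. Another 79 had 1 count, 19 had 2, 11 had 3, 3 had 4, and 2 had 5 or more. The size factors of these libraries were 0.00681 to 0.0097 and were computed on 71 genes. With the smallest fitted mean that DESeq2 allows lowered from 0.5 to 1e-06, 28 genes were upregulated, 0 of them without counts. Which of these genes are NLRs was not determined here, since no table used here marks them.

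**Figure D2:**
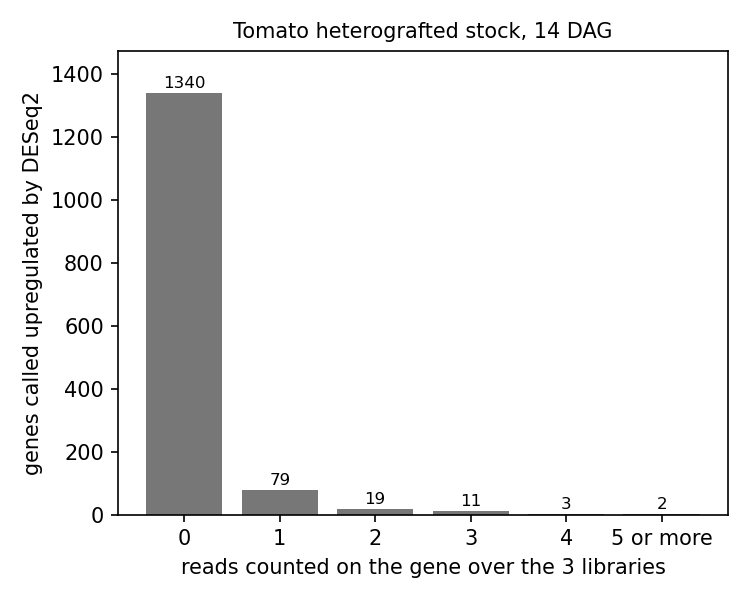
Number of genes that DESeq2 called upregulated in the tomato heterografted stock at 14 DAG, by the counts on the gene summed over the 3 libraries. Of 1454 genes, 1340 stand at 0.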

Of these 97 NLRs, 82 were upregulated in the pepper:tomato 14 DAG sample, indicating this is a critical time point for activating defense-related molecular responses during incompatibility. Similarly, 145 of the 356 annotated pepper NLRs were upregulated during incompatible grafting (Fig. 4d), with a pronounced molecular signature of 101 NLRs upregulated in tomato:pepper grafts 7 DAG [40]. 

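In the pepper stocks of the tomato:pepper grafts at 7 DAG, 112 of the genes tested were upregulated and 65 downregulated against ungrafted stems. The comparison rests on 3 libraries in each group. In the fits that each left out one library, the number of differentially expressed genes ran from 111 to 404. With only the groups compared in the fit, 0 genes were called. With DESeq2 on the larger set of genes, chosen after the data were seen, 326 genes were upregulated. NLRs were not told apart from other genes here.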

Notably, stock tissue from both tomato and pepper incompatible grafts exhibit highly upregulated NLR expression within the first 2 weeks post-grafting (Fig. 4a-b). In the absence of an effector protein or pathogen, overexpression of NLRs can trigger autoimmunity that leads to hypersensitive response (HR; [41]). To test whether cell death in incompatible grafts could result from HR or other defense processes, we analyzed the expression of tomato and pepper orthologs EDS1, SAG101, and PAD4, which are known regulators in Arabidopsis (Fig. 4e, Table S14; [42–44]). Again, we identified incompatible graft-specific upregulation, especially at 14 DAG, for these regulators (Fig. 4e).

**Figure 4:**

Incompatible graft-specific upregulated genes are involved in defense response. (a, b) Uniquely upregulated incompatible graft genes were determined by performing likelihood ratio testing (p < 0.05) on ungrafted, self-graft scion, and incompatible graft scion as well as ungrafted, self-grafted stock, and incompatible stock tissue. The genes upregulated in only the incompatible graft tissue were used to perform GO enrichment. GO terms enriched in incompatible grafted tomato tissue at 7, 14, and 21 DAG (a). GO terms enriched in incompatible grafted pepper tissue at 7, 14, and 21 DAG (b). (c, d) Log-fold change of NLRs in grafted tissue compared to ungrafted tissue of tomato (c) and pepper (d). (e) The log-fold change of genes involved in hypersensitive response in grafted vs. ungrafted tissue. The log-fold change was scaled by row. The tissue is denoted by the colored columns, from left to right, where self-grafted scions are dark purple, self-grafted stocks are light purple, incompatible grafted scions are orange, and incompatible grafted stocks are yellow. The days after grafting were denoted by colored columns, from left to right, where 7 DAG are white, 14 DAG are grey, and 21 DAG are black. Astrix denotes adjusted *P*-value<0.05 and log-fold change greater than |1.5|.

 Next, to explore the role of hormonal regulation in graft compatibility, we identified the closest tomato and pepper putative homologs for annotated Arabidopsis genes involved in salicylic acid (SA), jasmonic acid (JA), and ethylene biosynthesis and response (Fig. S14a–c, Table S14) All three of these hormones are known to play a role in defense processes, with SA serving a critical function in NLR-induced HR and immunity [45–47]. In addition, JA and ethylene are associated with graft junction formation [27, 48]. At 7 DAG, SA, JA, and ethylene biosynthesis were upregulated in all grafted samples relative to ungrafted controls, indicating that hormonal signaling is prominent early in healing. 

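Of the genes in Fig. S14a to c, 3 SA, 7 JA and 2 ethylene genes of tomato and 1 SA, 2 JA and 1 ethylene gene of pepper passed the filter on low counts. At 7 DAG, SlPR1 (Solyc01g106620) was upregulated in all grafted tomato tissues. Its TMM-scaled CPM were 5.62 ± 2.25 (SD, n = 4) in ungrafted stems, 191.9 ± 210 (n = 4) in self-grafted scions and 486.1 ± 488 (n = 3) in self-grafted stocks. They were 173.6 ± 63.6 (n = 5) in heterografted scions and 2740 ± 941 (n = 4) in heterografted stocks. The log2 fold changes were 5.03, 6.36, 4.88 and 8.86, with edgeR adjusted p-values of 0.00255, 0.00141, 3.04e-04 and 6.44e-07. SlLOX3 and SlACO4 were upregulated in both heterografted tissues, with log2 fold changes of 2.89 and 2.27 in the scion and 4.20 and 5.33 in the stock. In self-grafts, SlACO4 rose by 2.40 in the scion (adjusted p = 0.0826 over all genes, 0.0272 over the list) and by 2.62 in the stock (0.0749 and 0.018). SlLOX1-7 was upregulated in the heterografted scion (2.12, adjusted p = 0.0159). It was downregulated in the heterografted stock, where it had 0 counts (fitted log2 fold change -8.81). SlNPR1 was upregulated in the heterografted stock (2.44, adjusted p = 0.048). In the heterografted scion, 2 SA genes were upregulated with adjustment over the list alone, against 1 over all genes. SlLOX1-8 had 0 counts in ungrafted stems and was at least 76-fold higher in the heterografted stock (adjusted p = 2.42e-04). In the self-grafted stock it passed over the list alone (adjusted p = 0.037, against 0.124 over all genes). Of the fits that each left out one library, the call of SlNPR1 in the stock was lost in 7 of 8 and that of SlACO4 in the scion in 6 of 9. The calls of SlLOX3 and SlLOX1-7 in the scion were lost in 3 and 2 of 9. None of the JA genes was called in self-grafted tomato over all genes. In pepper, none of the SA, JA and ethylene genes was called at 7 DAG. Adjusted over the list alone, CaPR1 passed in the heterografted stock (at least 1.82-fold higher, adjusted p = 0.0206) and CaACO4 in the heterografted scion (2.45, adjusted p = 0.0281).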

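At 14 DAG, SlPR1 was the only one of these tomato genes upregulated in the heterografted scion (log2 fold change 2.38, standard error 0.551, edgeR adjusted p = 0.00357), and SlLOX1-8 was downregulated (-4.64, adjusted p = 0.0259). At 21 DAG, the heterografted scion had upregulated SlLOX1-7 (4.33, adjusted p = 0.00528) and SlAOC1 (1.65, adjusted p = 0.0107), and downregulated SlLOX1-8 (-8.68, adjusted p = 0.00715). SlLOX1-7 and SlACO4 were upregulated in the heterografted stock of 21 DAG as well, by 4.46 and 1.83, while SlNPR1 (-7.06), SlSARD1-2 (-8.22) and SlEIN2-4 (-10.56) were downregulated there. The median log2 fold change of all genes tested in that stock was -3.74. None of the SA, JA and ethylene genes was called in self-grafted tomato at 14 or 21 DAG, adjusted over all genes or over the list. In pepper, CaACO4 was upregulated in the heterografted scion at 14 DAG (2.87, standard error 0.757, adjusted p = 0.0177) and 21 DAG (2.17, standard error 0.725, adjusted p = 0.0312), and in no other tissue at those time points. The call of CaACO4 at 21 DAG was lost in 4 of the 9 fits that each left out one library. In such fits the call of SlSARD1-2 was lost in 4 of 7, that of SlLOX1-8 at 14 DAG in 3 of 9 and that of SlAOC1 in 3 of 8.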

By 14 and 21 DAG, SA, JA, and ethylene biosynthesis and perception were predominantly upregulated in the incompatible scions compared to self-grafted controls (Fig. S14). 

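At 21 DAG, the pepper gene CaPR1 (CA01g31060) had 891.9 ± 928 TMM-scaled CPM (SD, n = 5) in heterografted scions and 16.1 ± 22.2 (n = 4) in ungrafted stems. Its log2 fold change was 5.81 (standard error 1.24, edgeR adjusted p = 0.0016). Self-grafted scions had 36.7 ± 40 (n = 5), a log2 fold change of 1.20 (adjusted p = 0.693). The tomato gene SlPR1 had 120.2 ± 30.4 (SD, n = 4) in heterografted scions, 691.3 ± 610 (n = 4) in ungrafted stems and 939.5 ± 289 (n = 4) in self-grafted scions. It was downregulated in heterografted scions, with a log2 fold change of -2.52 (standard error 0.597, adjusted p = 0.00913). Its log2 fold change lay between -3.14 and -2.28 under the alternatives and between -2.76 and -1.69 with one library left out. SlPR1-2 (Solyc01g106605), with 12 counts over the 4 heterografted scions and 25 over the 4 ungrafted stems, did not pass the filter.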

Congruent with this response, we noticed that the tomato and pepper orthologs for PR1, a defense gene downstream of SA signaling, was upregulated at 21 DAG in incompatible scions (Fig. S14a). The expression of these genes three-weeks after grafting indicates that the prolonged incompatible graft response is related to defense processes which may be activated or mediated by SA, JA, and ethylene hormonal pathways.

Another hormonal-regulated defense process that was significantly enriched across our incompatible graft time points was the biosynthesis of steroidal glycoalkaloids (SGAs; Fig. 5a, Table S14). SGAs are a class of jasmonate-dependent defensive compounds produced by Solanaceous species [49–52]. Upon further investigation, we were able to find that many genes in SGA biosynthesis (GAME1,4,6,7,11,12,17,18, and MKB1) were significantly upregulated in the incompatible tissue, especially in the scion [53]. Since this response is shared in tomato and pepper, it is possible that SGA biosynthesis could be triggered by the graft incompatibility immune response [54]. Furthermore, SGA content could be a useful metric for gauging graft compatibility in Solanaceae.

**Figure 5:**

The steroidal glycoalkaloid biosynthesis pathway among significantly upregulated processes in heterografted grafted scions. (a) Upregulated genes for all graft combinations were determined in comparison to ungrafted stems, from left to right, at 7 (light grey), 14 (dark grey), and 21 (black) DAG in the self-grafted scion (dark purple), self-grated stock (magenta), heterografted scion (orange), and heterografted stock (yellow). Significant differential expression qualified by LFC greater than |1.5| and adjusted p-value <0.05. Significance is denoted with an asterisk. (b) Orthologs upregulated at any given tissue/time point in both tomato and pepper. Orthogroups were determined between *Solanum lycopersicum, Capsicum annum,* and *Arabidopsis thaliana* using OrthoFinder. Upregulated genes for all graft combinations were determined in comparison to ungrafted stems. Each gene had a corresponding orthogroup. A shared ortholog was determined if upregulated genes (lfc >1.5, adjusted <0.05) from both tomato and pepper at a common tissue/time point were linked to the same orthogroup. (c) Normalized read counts of SlERF114 and CaERF114 were across time. Read counts for tomato and pepper were normalized and faceted by tissue type. Box plots of ungrafted tissue read counts are orange, boxplots of scions tissue read counts are purple, and boxplots of stock tissue read counts are pink.

**Figure 6:**

Grafting elicits unique an shared genetic processes with other biological stressors. (a) Spearman Rank Correlation between 7 DAG samples, botrytis infection, herbivory, plant parasitism, and arbuscular mycorrhizal fungi (AMF) colonization. (b) Overlap of upregulated genes from four biological processes investigated. (c) Upset plot showing the overlap between upregulated genes from the biological processes: AMF, plant parasitism, insect herbivory, and fungal infection, scion or stock self-, and scion or stock incompatible graft tissue 7 DAG. (d–g) Overlap of upregulated genes from scion or stock of self- or incompatible-grafted tissue at 7 DAG and all biological processes. (d) The overlap between grafting and AMF, (e) botrytis fungal infection, (f) herbivory, (g) and plant parasitism. The grey outline denotes the biological stressors, whereas AMF was used as a control.

We also explored molecular markers for ROS production. 

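Of the 5 RBOH genes of tomato in Fig. S14d, SlRBOH1, SlRBOHB and SlRBOHD passed the filter on low counts. SlRBOH1 (Solyc08g081690) was upregulated at 21 DAG in the heterografted scion (log2 fold change 1.71, standard error 0.525, edgeR adjusted p = 0.0364) and stock (2.28, standard error 0.595, adjusted p = 0.00278). At 14 DAG it was upregulated in the self-grafted scion (2.54, adjusted p = 0.00506), while the heterografted scion gave 1.39 (adjusted p = 0.0626). The call in the heterografted scion at 21 DAG was lost in 6 of the 8 fits that each left out one library. SlRBOHB (Solyc03g117980) was upregulated in the heterografted stock at 7 DAG (3.05, standard error 0.43, adjusted p = 2.65e-05). SlRBOHD was not upregulated in any tissue. It was downregulated in the heterografted scion at 14 DAG (-1.737), a call lost under 4 of 9 alternatives. SlRBOHB and SlRBOHD were downregulated in the heterografted stock at 21 DAG (-1.715 and -10.23), where the median log2 fold change of all genes tested was -3.74. They were downregulated in that stock at 14 DAG as well, where the depth limits the comparison. SlRBOHF (Solyc07g042460) was below the filter, with 60 counts over the 4 heterografted scions of 21 DAG and 0 over the 4 ungrafted stems. At 14 DAG it had 94 counts in heterografted scions, 110 in self-grafted scions and 13 in ungrafted stems.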

We examined the expression profiles of known RBOHs [55, 56] and found that of the 8 RBOHs annotated in tomato, only SlRBOH1 and SlRBOHF were both upregulated in incompatible tissue (Fig. S14d, Table S14). 

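Among the antioxidant genes of Fig. S14d, APX, CAT, DHAR, GR, MDHAR and POD of tomato passed the filter, and none was upregulated in a heterograft. POD was downregulated at 7 DAG in the heterografted scion (log2 fold change -1.97, standard error 0.302, edgeR adjusted p = 1.94e-04) and stock (-4.45, standard error 0.366, adjusted p = 6.88e-08), and DHAR in the stock (-2.67, adjusted p = 1.04e-08). CAT rose by 1.11 in the heterografted stock at 7 DAG (adjusted p = 4.42e-05), below the fold change threshold. In self-grafts, POD was downregulated at 14 DAG in the scion (-2.50) and stock (-1.63). In the heterografted stock, APX, CAT, DHAR and POD were downregulated at 14 DAG, where the depth limits the comparison, and these and GR at 21 DAG (CAT by -3.87). The median log2 fold change of all genes tested in that stock at 21 DAG was -3.74, so falls near it are not specific to these genes. The call of GR was lost in 6 of the 7 fits that each left out one library. In pepper, CaAPX-2 (CA06g06260) was upregulated at 21 DAG in the heterografted scion (4.87, standard error 1.39, adjusted p = 0.0131) and stock (4.67, adjusted p = 0.0256), and CaDHAR (CA05g19020) in the scion (3.06, standard error 0.798, adjusted p = 0.00701). The call of CaAPX-2 in the stock was lost in 4 of the 9 fits that each left out one library and under 2 of 9 alternatives. In self-grafts of 21 DAG, CaAPX-2 had log2 fold changes of 3.69 and 3.14 in scion and stock (adjusted p = 0.177 and 0.21), and CaDHAR 2.59 and 2.64 (adjusted p = 0.101 and 0.0751 over all genes, 0.0404 and 0.0346 over the list). Ungrafted stems had 10 counts on each of these genes, from 1 of 4 libraries. CaPOD was downregulated in the heterografted stock at 7 and 14 DAG.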

Surprisingly, none of the antioxidant enzymes previously shown to be upregulated alongside RBOHs were significantly upregulated in any of our incompatible grafts [56]. This data suggested that ROS production is not a dominant by-product of tomato–pepper graft incompatibility at 7 DAG and beyond.

Additionally, we observed that the stocks of incompatible grafts exhibited high levels of RNA degradation, as determined by low alignment rates, especially at 21 DAG (Table S15). 

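Alignment rates were not analysed here. In the deposited counts, the tomato heterografted stocks of 21 DAG had counts on 6156, 2538 and 6808 genes, from library totals of 226553, 32731 and 267066. Self-grafted stock libraries of 21 DAG, thinned at random to the same totals, had counts on 11977, 6940 and 12296 genes. The tomato stocks of 7 DAG and the pepper heterografted stocks had no such drop in totals. In pepper, the library with the fewest detected genes among the heterografted stocks of 21 DAG had 4459, and the median was 10147.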

RNA degradation over time in incompatible tissue might be a by-product of genotoxic stress or DNA damage as a part of PCD [57, 58]. We also found that orthologs of genes shown to act as markers of developmental PCD (i.e., SCPL48, BFN1, DMP2) and biotic stress induced PCD (i.e., HSFB1, WRKY75, ISTL6) in Arabidopsis were upregulated in at least one time point of heterografted tomato (Table S10; [59]). Although our TUNEL assays were inconclusive due to the confounding effects of vasculogenesis during graft formation, this data provides molecular support for the role of PCD in both promoting persistent cell death in incompatible tomato–pepper grafts through a biotic stress induced mechanism, in addition to protoxylem development.

Another interesting group of genes uniquely upregulated in the incompatible grafts were identified plant homologs to BREAST CANCER SUSCEPTIBILITY GENE 1 (BRCA1, Solyc09g066080, Solyc12g041980) and BRCA1 ASSOCIATED RING DOMAIN PROTEIN 1 (BARD1, Solyc05g016230; Table S22). 

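BARD1 (Solyc05g016230) was upregulated in the heterografted stock at 7 DAG, with 23.8 ± 3.44 TMM-scaled CPM (SD, n = 4) against 6.67 ± 0.777 (n = 4) in ungrafted stems. The log2 fold change was 1.82 (standard error 0.683, edgeR adjusted p = 0.0452), and the 3-group comparison placed it among the genes specific to that heterograft. The call was lost in each of the 8 fits that left out one library. In the heterografted scion BARD1 was not called at 7 DAG (0.70, adjusted p = 0.542), 14 DAG (1.13, adjusted p = 0.183) or 21 DAG (-0.25, adjusted p = 0.84). The BRCA1 homolog Solyc12g041980 had a log2 fold change of 2.07 in the heterografted stock at 7 DAG (standard error 0.818, adjusted p = 0.0569 over all genes and 0.0327 over the list). It was not called in the scion. Both genes had 0 counts in the heterografted stocks of 14 and 21 DAG. The other BRCA1 homolog, Solyc09g066080, was below the filter on low counts, with 68 counts over the 4 heterografted stocks of 7 DAG, 33 over the 5 heterografted scions and 0 over the 4 ungrafted stems.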

In mammals, these genes form a homodimer that is required for homologous recombination, a mode of DNA repair following genotoxic stress. Homologous recombination is a less common method of DNA repair in eukaryotes, whereas nonhomologous end joining is the most prevalent mode. Regardless, the Arabidopsis paralogs for BRCA1/BARD1 are upregulated by genotoxic damage, so it is possible that a graft-induced immune response in incompatible grafts leads to DNA damage which triggers BRCA1/BARD1.

To determine whether incompatible graft response genes were conserved between tomato and pepper genomes, we generated strict orthogroups between tomato, pepper, and Arabidopsis (Table S16) and used previously published orthogroupings [27]. We then identified significantly upregulated genes (between grafted versus ungrafted controls) with shared ortholog groupings in both tomato and pepper (Table S17-S18). 

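With DESeq2 on the larger set of genes, chosen after the data were seen, 1074 tomato and 428 pepper genes were upregulated in the heterografted scions at 7 DAG. In the edgeR test, the total of upregulated and downregulated genes in these scions lay between 802 and 1140 for tomato and between 137 and 529 for pepper, over the fits that each left out one library. The orthogroups that the species share were not analysed here.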

For instance, out of the 1074 and 428 genes upregulated in the heterografted scions of tomato:pepper and pepper:tomato at 7 DAG, there were 69 orthogroups conserved between the two species. We identified relatively more shared orthogroups in incompatible graft samples versus self-grafted controls, especially with respect to incompatible scion samples (Fig. 5b). Even when considering the magnitude of DEGs between samples, the number of shared orthogroups in incompatible tissue remains proportionately higher than self-grafted tissue. Previous work has shown that tomato and pepper reads incorrectly cross-map to each other’s genomes less than <10% of the time, supporting this data [27]. This finding indicates that molecular responses to incompatibility share a high degree of overlap between the tomato and pepper genomes. 

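SlERF114 (Solyc03g118190) was upregulated in the tomato heterografted scion at all 3 time points. The log2 fold changes were 5.48 at 7 DAG and 4.22 at 21 DAG (edgeR adjusted p = 1.51e-05 and 7.13e-04). At 14 DAG, where no ungrafted library had more than 3 counts on the gene, it was at least 22-fold higher (adjusted p = 2.45e-06). In the heterografted stock it was upregulated at 7 DAG (5.87, adjusted p = 2.39e-06) and 21 DAG (3.50, adjusted p = 6.02e-04). At 14 DAG the heterografted stock had 0 counts on the gene, and no change was detectable at that depth. SlERF114 was also upregulated in self-grafts, by 3.91 in the scion and 3.62 in the stock at 7 DAG (adjusted p = 0.00424 and 0.0124). At 14 DAG it was at least 7.55-fold higher in the self-grafted scion and 6.62-fold in the stock (adjusted p = 2.15e-04 and 7.04e-04). It was not among the genes specific to heterografts in the 3-group comparison. At 7 DAG its TMM-scaled CPM were 0.901 ± 1.8 (SD, n = 4) in ungrafted stems, 17.2 ± 3.13 (n = 4) in self-grafted scions and 51.8 ± 8.53 (n = 5) in heterografted scions. CaERF114 (CA03g31320) had 0 counts in every ungrafted pepper library, so its fold changes are lower bounds, taken against a floor of 3 counts. In heterografted scions it was at least 2.84, 4.11 and 12-fold higher at 7, 14 and 21 DAG, and in heterografted stocks at least 3.86, 5.21 and 6.82-fold. The adjusted p-values were 0.0407, 0.00206 and 0.00146 in scions and 0.0383, 9.65e-04 and 0.00658 in stocks. CaERF114 was not called in any self-graft, and it was specific to the heterograft in both positions at 14 and 21 DAG. Its calls at 7 DAG were lost in 7 of 7 scion fits and 5 of 6 stock fits that left out one library. In pepper, 4 genes were upregulated in both heterografted tissues at all 3 time points and in no self-graft, CaERF114 among them. In tomato there were 0 such genes, and 4 with the stock of 14 DAG left out. From the shared orthogroup, the paper reasons that ERF114 is a candidate marker of incompatibility in Solanaceae.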

From this analysis, we identified ERF114 (Solyc03g118190/CA03g31320) as a shared orthogroup that is upregulated in incompatible grafts at 7, 14, and 21 DAG. ERF114 is closely related to RAP2.6 L (RELATED to AP2.6 L; Fig. 5c), a wound-responsive transcription factor that exhibits overlapping expression with auxin depletion and high levels of JA in stock tissue within the first 24 hours of grafting [60–62]. Similar to RAP2.6 L, AtERF114 has been shown to be upregulated under high JA and involved in graft junctions formation [61, 63]. Incompatible-specific upregulation of Sl/CaERF114 could be explained by the role of AtERF114 in ectopic xylem and lateral root formation in Arabidopsis [64]. This hypothesis is supported by the formation of unorganized overproliferated xylem tissue in the incompatible grafts, many of which produce adventitious roots (Fig. 1). These orthologs, much like SGA biosynthesis, serve as candidate markers for detecting incompatibility in Solanaceae.

### Incompatible grafting upregulates a set of unique defense processes

Our analyses of incompatible graft responses indicate that both tomato and pepper upregulate strong disease resistance-related molecular responses. To test whether this response is specific to incompatible grafting, or whether these genes share overlapping functions with plant immunity and defense, we compared upregulated incompatible grafting genes with published datasets of three biotic stressors: early plant parasitism [65], insect herbivory [66], and established necrotrophic fungal infections (47 hours post-inoculation; [67]). We also used an arbuscular mycorrhizal symbiosis dataset as a control for nondestructive biotic processes [68]. Despite these processes occurring in differing tissues and developmental stages, all datasets were moderately correlated with all 7 DAG tomato samples (Spearman Rank average correlation; 0.58; Fig. 6a) and we were able to identify shared transcriptional responses with grafted plants (Fig. 6d–g), as well as between different biotic treatments (Fig. 6b, Table S19). Additionally, all stressors were found to have a significant representation factor (RF) greater than 1 with self and heterografted tissue; meaning that there was a significantly increased overlap of genes upregulated in the stressed tissue and the grafted tissue than expected by chance (Fisher’s Exact Test with hypergeometric probability; Table S20). This is in comparison to the arbuscular mycorrhizal fungi (AMF) dataset*,* which contained 1385 significantly upregulated genes but lacked enriched overlap with self- or heterografted tissue (Fig. 6d).

Amongst the three biotic stressors analyzed, the necrotrophic fungi, *Botrytis cinerea*, elicited the highest transcriptional responses with 2761 differentially upregulated genes. 223 of these genes were also upregulated in self and incompatible grafts. 541 genes were upregulated in only infected and incompatible grafted tissue (RF: 2.2, Fig. 6e). 

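HSR4 (Solyc02g062550) had a log2 fold change of 1.28 (standard error 0.647, edgeR adjusted p = 0.206) in the tomato heterografted scion at 7 DAG, and 1.45 (standard error 0.673, adjusted p = 0.104) in the stock. Neither passed the threshold. Its TMM-scaled CPM at 7 DAG were 7.71 ± 3.37 (SD, n = 4) in ungrafted stems, 19.0 ± 7.86 (n = 5) in heterografted scions and 21.3 ± 10.8 (n = 4) in heterografted stocks. Self-grafts gave log2 fold changes of 0.29 in both tissues. The stock's log2 fold change lay between 1.36 and 1.72 under the alternatives.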

Shared genes were involved in defense-related processes such as RLKs, MAP kinases, LRR proteins, and cell death, such as HSR4 (Solyc02g062550; Table S21; [69]). Plants stressed with herbivory by the tobacco hornworm (*Manduca sexta*) expressed 537 upregulated genes (Fig. 6f). Of these, 44 were shared between herbivory, self-and incompatible grafted plants, 2 were uniquely shared with self-grafted datasets (RF:5.9), and 93 were uniquely shared with incompatible grafts (RF:1.9).

The parasitic plant, *Cuscuta campestris*, led to 1073 upregulated DEGs, of which 182 are shared between parasitized, self-, and incompatible grafted tissue (Fig. 6g). 280 genes were both upregulated in only parasitized tissue and incompatible grafts (RF:3.2), while 5 were upregulated in both parasitized and self-grafted but not incompatible grafts (RF:6.4). The developmental and anatomical processes of parasitic haustorium formation and graft formation share strong parallels; both structures involve tissue reunion and the patterning of newly formed vascular connections. Given these parallels, we hypothesized that parasitism would have the greatest overlap in DEGs with grafted stems, which we found to be especially true for compatible grafts (total gene overlap, RF:5.7). Surprisingly, parasitism also shared the most significant overlap with incompatible grafts out of all three biotic stress treatments (total gene overlap, RF: 3.4). Enriched processes in parasitized, self- and heterografted plants include polysaccharide catabolic processes, response to molecules of fungal origin, defense response to other organisms, and cellular response to oxygen-containing compounds. Genes from these categories include Pathogenesis-related (PR) genes, endochitinases, chitinases, and ethylene biosynthesis components. Genes upregulated in both parasitized tissue and incompatible grafts were enriched for GO terms such as MAPK cascades, regulation of defense responses, regulation of immune response, and defense response to other organisms suggesting that both incompatible grafting and plant parasitism elicit interspecies defense responses.

While we identified a significant overlap between self-, incompatible grafts, and tissue subjected to the three biotic stressors, we also identified a large set of genes that were uniquely upregulated in grafted samples only (Figs 6c, S16). Self- and incompatible grafts uniquely upregulated 227 genes, and incompatible grafts alone expressed a unique signature of 1019 upregulated genes. These genes were enriched for GO terms including polysaccharide catabolic process and anthocyanin biosynthesis, ABA/salt stress/drought, salicylic acid perception, and response to oxidative stress (Table S22). Within these genes, we identified the putative tomato ortholog to AtWRKY70 (Solyc03g095770), which functions at the interface of SA and JA signaling [70], in incompatible graft samples at 7 and 14 DAG. 

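The WRKY70 ortholog (Solyc03g095770) was upregulated in the tomato heterografted scion at 7 DAG, with 112.3 ± 79.3 TMM-scaled CPM (SD, n = 5) against 3.58 ± 5.09 (n = 4) in ungrafted stems. The log2 fold change was 4.78 (standard error 1.05, edgeR adjusted p = 0.0037). At 14 DAG it had 94.2 ± 33.6 (n = 4) in the heterografted scion and 13.3 ± 8.02 (n = 5) in ungrafted stems, a log2 fold change of 2.83 (standard error 0.616, adjusted p = 0.00282). Both time points placed it among the genes specific to the heterografted scion. In the heterografted stock at 7 DAG the log2 fold change was 2.64 (standard error 1.03, adjusted p = 0.0543 over all genes and 0.0322 over the list). The stock at 14 DAG had 0 counts on the gene. At 21 DAG the scion gave 0.91 (adjusted p = 0.162). Self-grafts were not called at any time point, with log2 fold changes from -1.01 to 1.93.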

Interestingly, the grape ortholog to AtWRKY70 (VIT_08s0058g01390) was previously identified as an upregulated gene in incompatible grape grafts [71], making this gene an extremely interesting candidate for future studies in graft incompatibility. In summary, we found that grafting, especially incompatible grafts share significant genetic overlap with other biotic stressors which trigger well-studied immune responses. We also found that incompatible grafts elicit unique transcriptional programming distinct from other processes such as infection or herbivory, suggesting that novel processes are stimulated during graft incompatibility.

## Discussion

In this study, we use an expanded set of germplasm (four pepper varieties from two different *Capsicum* species) to demonstrate that tomato and pepper are broadly incompatible. This assessment is based on the formation of weak graft junctions and failed vascular reconnections between all tomato/pepper combinations (Figs 1, S1–S3). Notably, previous literature cited the Doux des Landes (DDL) pepper variety as graft-compatible with tomato [28]. This historic assessment was likely based on high survival rates between tomato:DDL combinations. Recent work has emphasized the role of secreted β-1,4-glucanases in initial graft adhesion of Solanaceous species [72]. It is possible that the DDL pepper variety has altered extracellular secretions that reduce self-graft rates. Regardless, we demonstrated that along with all other varieties of pepper tested, tomato-DDL grafts fail to form xylem bridges, and as a consequence, develop biophysically unstable junctions that fail the bend test. Based on our findings, we emphasize the importance of verifying anatomical connectivity when diagnosing graft compatibility, and we recommend additional analyses investigating xylem formation and long-term productivity, to unambiguously assess compatible combinations. For all of the heterografts tested, we also were able to show that vascular bridges were not formed and growth was reduced (Figs 1, S1–S3).

In order to analyze cell death in the graft junction, we tracked the percent of NVT during the first 3 weeks postgrafting (Fig. 2). All grafts exhibited elevated NVT at 7 DAG, compatible grafts exhibited reduced NVT at 14 and 21 DAG, while incompatible grafts maintained the same percentage of NVT over time. Historically, cell death in the graft junction has been referred to as necrotic tissue [73]. We believe that this term fails to capture the true nature of the cellular death within an incompatible graft. Unlike necrosis, which is uncontrolled acute cell death, PCD is an important genetic mechanism that allows for selective cell destruction. In addition to its function in developmental processes (e.g., tracheid and vessel element maturation), PCD plays a central role in defense, including HR. To investigate the cause of sustained NVT in incompatible grafts and to determine if PCD was involved, we used RNA-seq to analyze the molecular signature of compatible versus incompatible grafts (Fig. 3). In addition to the incompatible grafts displaying a prolonged transcriptional response up to 21 DAG compared to self-grafts, genes upregulated at these time points were enriched for processes associated with defense. Of these upregulated incompatible genes were many NLRs (Fig. 4). NLRs form complexes that monitor both effector presence and effector mediated changes to other proteins; when activated, NLRs trigger ETI and downstream defense responses [74]. NLRs can also self-activate, triggering an inappropriate immune response [75, 76]. This phenomenon was originally identified as a type of genetic incompatibility present in F1 offspring of interspecific crosses, leading to the name “hybrid necrosis” [77]. Plants executing this immune response display cell death lesions, reduced growth, yellowing, and even complete death [78]. This phenomenon is now attributed to an autoactivated immune response. The neofunctionalization of NLRs in individual species has led to expanded and diverse families, which when crossed can interact deleteriously, activating defense responses in a similar mode to pathogen triggered defense [76]. The expression of NLRs must remain tightly controlled, since upregulation leads to serious growth penalties [79]. Furthermore, overexpression of NLRs can be sufficient to activate autoimmunity [80]. Like instances of plant autoimmunity, we found significant upregulation of the NLRs from both tomato and pepper in incompatible grafts [81]. It is possible that components of the immune systems are scion-to-stock graft-mobile, thus triggering an immune response which broadly upregulates NLRs in the incompatible grafted stocks leading to a type of autoimmunity induced cell death. This would be the first instance of autoimmunity triggered by physical rather than reproductive genomic combinations. Given that the graft junction is composed of an interspecific fusion of tissues, where the genetic information of tomato and pepper are in intimate proximity, it is logical that grafting could elicit an immune response. Indeed, this idea has been posited before by Dontcho Kostoff in 1928, where he questioned the ability of interspecies grafts to generate antibodies [73, 82]. While we now know that plants do not poses the immunogenic capacity to generate antibodies, this work supports a hypothesis of complex non-self detection in interspecies grafted plants.

We found that the cell death present in the junction shared genetic similarities to HR. HR requires salicylic acid and a core set of genes PAD4, SAG101, and EDS1 in Arabidopsis. We found that most of the orthologs to these regulators, in addition to SA responsive genes, were upregulated in incompatible grafts compared to self-grafted controls (Fig. 4, S14a). Future work investigating the role these genes play in tomato–pepper graft incompatibility will further elucidate this graft-immunity phenomenon. Our molecular evidence points to a model in which tomato–pepper graft incompatibility is caused by an immune response activated by incompatible immune systems, which triggers cell death in the junction. This immune response and subsequent cell death within the junction likely interferes with the proper signaling and nutritional coordination required by the scion and stock to heal the graft. An alternative hypothesis is that the immune response follows a failed physiological reconnection of grafted tissues. Further work looking at the early temporal healing will help resolve these processes.

We also identified a set of shared orthologs that are upregulated in both the tomato and pepper genomes during incompatible grafting. Further analysis of these shared orthologs may help to identify genetic markers for incompatibility in Solanaceae and beyond (Fig. 5).

Lastly, to explore the genetic fingerprint of graft incompatibility, we compared upregulated genes from compatible grafts, incompatible grafts, and three biotic stress datasets (herbivory, fungal infection, and plant parasitism; Fig. 6). We identified an overlap between grafting and these biotic stressors, with a significantly pronounced overlap of upregulated genes between grafting and plant parasitism. Given that the formation of the parasitic haustorium and the graft junction both require inter-specific tissue coordination leading to vascular reconnection, it is logical that the two processes share molecular machinery [83]. The similarity between these two phenomena, both genetically and physiologically, will require future research to fully explore. This analysis revealed over 1000 uniquely upregulated genes that are expressed in incompatible grafts, including DNA damage repair genes, BRCA1 and BARD1 (Fig. 6c).

## Conclusion

Previous work has shown NLR overactivation can induce DNA damage via EDS1 [58]. In a similar process, we propose that tomato and pepper grafting elicits an immune response, which upregulates hundreds of NLRs, and induces the accumulation of NVT in incompatible graft junctions. Further supporting our model, these incompatible grafts shared a unique upregulation of DNA damage repair and HR-related genes that are associated with immune responses. From this analysis, we have identified a cross-species induced immune response as the likely cause for tomato–pepper graft incompatibility and cell death.

## Materials and methods

### Plant materials and growth conditions

*C. annuum* var. California Wonder (CW), RC Cayenne (Cayenne), Doux des Landes (DDL), and *C. chinense* var. Habanero and *C. chinense* (pepper), and *S. lycopersicum* (tomato) seeds were used for graft compatibility screening (Method S1). 21-day-old pepper seedlings and 14–day-old tomato seedlings were grafted (Method S2 and S3).

### Characterizing graft compatibility

30 DAG, the vascular connectivity of tomato and pepper junctions were assayed using propidium iodide staining (Method S4). Graft junction integrity was tested using manual bending [27]. (Method S5). *C. annuum* var. CW and *S. lycopersicum* Var. M82 were used to conduct three-point bend tests at the University of Delaware. Structural mechanics of the graft junction were assessed by three-point bend testing (Method S6) [84–86].

### DAMP assay

Hypocotyl explants from *C. annuum* var. CW and *S. lycopersicum* Var. M82 were placed on callus-inducing media for 7 days (Method S7). The hypocotyl tissue was then placed onto media which either previously cultured tomato or pepper tissue for 7 additional days. The area of the explants was measured after 7 days on the experimental media.

### Grafting for TUNEL, trypan blue staining, and RNA-seq

*C. annuum* var. (CW) and *S. lycopersicum* Var. M82 were grown as described above. Thirty-six of each tomato and pepper species were left ungrafted. The rest of the plants were grafted as described above in the following combinations: 50 tomato:tomato, 50 CW:CW, 70 tomato:CW, and 70 CW:tomato. Ungrafted CW and tomato plants were included in the recovery procedure. Plastic domes were vented 7 DAG and removed 14 DAG.

### Trypan blue staining

Stems from 7, 14, 21 DAG, and ungrafted plants were collected and stained with 1% Trypan Blue, as previously reported (Method S8; [87]).

### TUNEL assay

A 0.5-cm piece of the junction from 7, 14, 21 DAG, and ungrafted plants were used to image PCD. Assays were performed using the Promega DeadEnd™ Fluorometric TUNEL System (Method S9).

### Transcriptomic analysis

*C. annuum* var. CW and *S. lycopersicum* Var. M82 were grafted, as previously described. A 0.5 cm of the junctions of 7, 14, 21 DAG, and ungrafted plants were collected from five biological replicates for each sample. Each piece of tissue was flash-frozen and ground with a mortar and pestle. Total RNA was purified and 3’ Seq libraries were constructed at the Cornell Institute of Biotechnology, Biotechnology Resource Center, and the libraries were sequenced on an Illumina NextSeq 500/550 using an Illumina High-output kit (Method S10). Fasta files were processed to yield raw reads and differential expression analysis was performed using DESeq2 (Method S10; [88]). Putative orthogroups were determined using OrthoFinder with Diamond as the sequence search program (Method S11; [89, 90]). Publicly available RNA-seq data were downloaded and processed to yield raw read counts (Method S12).

### Statistical analysis and image analysis

All statistical computation and graph generation were performed in R v4.1.2 [91] (Method S13).

## Supplementary Material

Web_Material_uhae255

## Data Availability

RNA reads collected for this project have been deposited on NCBI GEO (GSE256079). Previously published RNA-seq data used in this research can be accessed on NCBI at PRJNA628162, PRJNA687611, PRJNA756681, PRJNA600385, and PRJNA773605.

# Supplementary material for: Graft incompatibility between pepper and tomato elicits an immune response and triggers localized cell death
**Source:** Hortic Res. 2024 Sep 11;11(12):uhae255. doi: 10.1093/hr/uhae255
**Supplement:** Web_Material_uhae255

## Supporting Information

The following Supporting Information is available for this article:

Fig. S1 Heterografted tomato and pepper combinations exhibit moderate survival, unstable stem integrity, and reduced growth

Fig. S2 Tomato and pepper heterografts have reduced survival and weak graft junctions.
Fig. S3 Incompatible grafts have reduced secondary growth 30 DAG.

Fig. S4 Tomato and pepper grafts were collected at 7, 14, and 21 DAG for TUNEL assays, trypan blue, and RNA-seq

Fig. S5 Non-viable tissue was quantified in ImageJ

Fig. S6 Heterografted tomato and pepper have consistent growth and persistent non-viable tissue

Fig. S7 Developmental programmed cell death is present in all graft junctions regardless of compatibility.
Fig. S8 All grafted plants have elevated programmed cell death in the graft junction

Fig. S9 All grafted plants have elevated programmed cell death in the graft junction (merged)

Fig. S10 Cross-species exudates do not affect callus growth of tomato or pepper

Fig. S11 Genetic overlap between tomato and pepper grafts shows scion-stock specificity.

Fig. S12 Scion and stock tissue have distinct upregulated genes at any given time point

Fig. S13: Incompatible graft-specific downregulated genes GO enrichment

Fig. S14: Hormonal regulation but not ROS production is upregulated in incompatible grafts

Fig. S15: RNA quality decreases over time in incompatible stocks

Fig. S16: Biological stressors upregulate distinct and shared genetic responses

Method S1 Plant material and growth conditions
Method S2 Grafting

Method S3 Pepper Compatibility Grafts

Method S4 Propidium Iodide Staining

Method S5 Bend Test

Method S6 Instron three-point bend test

Method S7 DAMP Assay

Method S8 Trypan Blue staining

Method S9 TUNEL Assay

Method S10 RNA-sequencing and bioinformatic processing

Method S11 Orthogroup Parsing

Method S12 Comparative Transcriptomics

Method S13 Statistical Analysis

Table S1 Graft survival overtime and manual bend tests
Table S2 Phenotypic data from pepper and tomato compatibility screen

Table S3 Instron 3-point bend test results and statistical analysis

Table S4 Non-viable tissue data and statistical analysis

Table S5 Wound exudate and DAMP assay on callus growth and statistical analysis

Table S6 *Solanum lycopersicum* (tomato) raw read counts

Table S7 Ca*psicum annuum* (pepper) raw read counts

Table S8 Tomato Wald Test output

Table S9 Pepper Wald Test output

Table S10 Genes with upregulation in heterografts based on likelihood ratio test

Table S11 Genes downregulated in heterografts based on likelihood ratio test

Table S12 GO term enrichment of genes upregulated in heterografted plants as determined by likelihood ratio testing

Table S13 GO term enrichment of genes downregulated in heterografted plants as determined by likelihood ratio testing

Table S14 Genes involved in processes of interest which were used to generate heatmaps

Table S15 Alignment rate of RNA-seq libraries

Table S16 Orthogrouping of TAIR10 (Arabidopsis), ITAG4 (tomato), and CM334 (pepper)

Table S17 Shared Orthogroups

Table S18 GO term enrichment from orthogroup overlap

Table S19 Genes upregulated following biological stressors

Table S20 Genetic overlap and statistical analysis

Table S21 GO enrichment of genes overlap between grafting and biological stressors

Table S22 GO enrichment for heterograft-specific upregulated genes

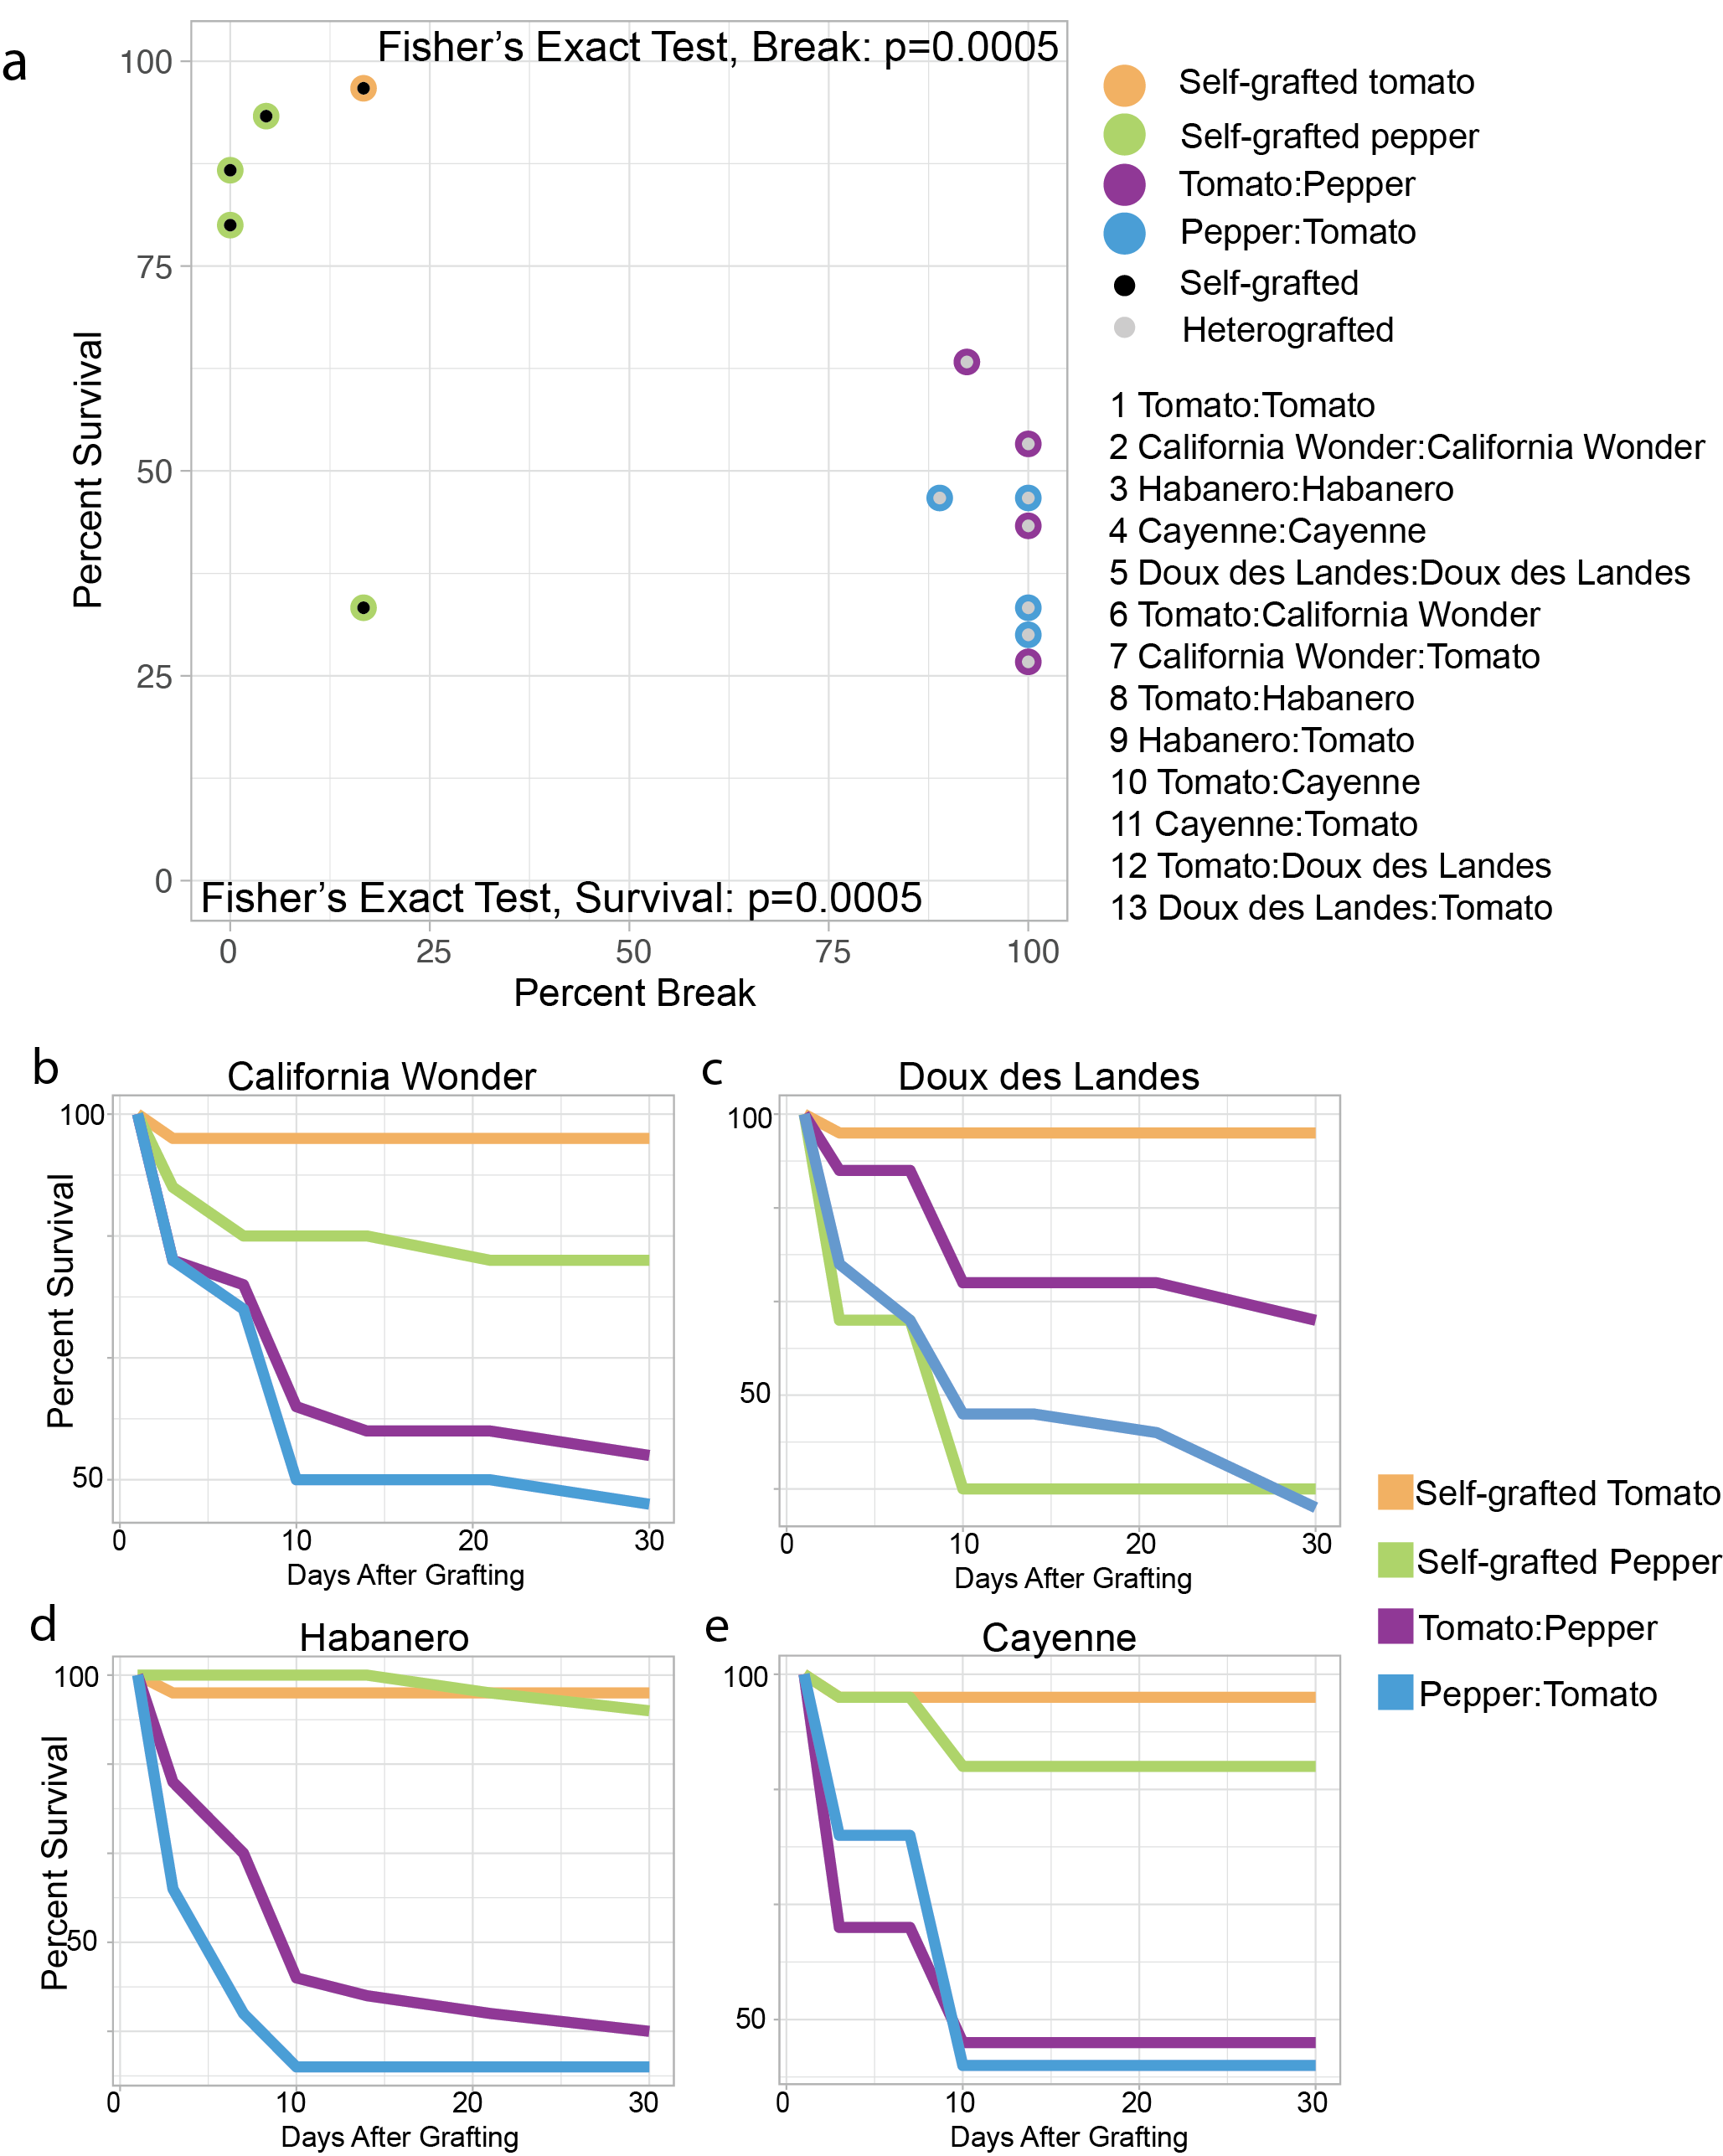

**Figure S1: Heterografted tomato and pepper combinations exhibit reduced survival and junction stability**. The relationship between percent survival (y-axis) and percent break (x-axis) is shown for all graft combinations (a). Black dots denote self-grafts, grey dots denote heterografts. Self-grafted tomato is outlined in orange. Self-grafted pepper is outlined in green. Heterografts where the scion is tomato are outlined in purple. Heterografts where the stock is tomato are outlined in blue. The identity of each data point is labeled 1-13. Percent survival n=30; For bend test sample size see Table S1. (b-e) The survival of grafted plants 0 to 30 DAG. (b) Survival of self-grafted tomato and self-and heterografted *Capsicum annuum var. California Wonder* 0-30 DAG. (c) Survival of self-grafted tomato and self-and heterografted *Capsicum annuum var. Doux des Landes* 0-30 DAG. (d) Survival for self-grafted tomato and self-and heterografted *Capsicum chinense var. Habanero* 0-30 DAG. (e) Survival of self-grafted tomato and self-and heterografted *Capsicum annuum var. Cayenne* 0-30 DAG. Self-grafted tomato survival is shown by an orange line. Self-grafted pepper survival is shown by a green line. Survival of heterografts, where the scion is tomato, is shown as a purple line. Survival of heterografts, where the stock is tomato, is shown as a blue line. n = 30 for b-e.

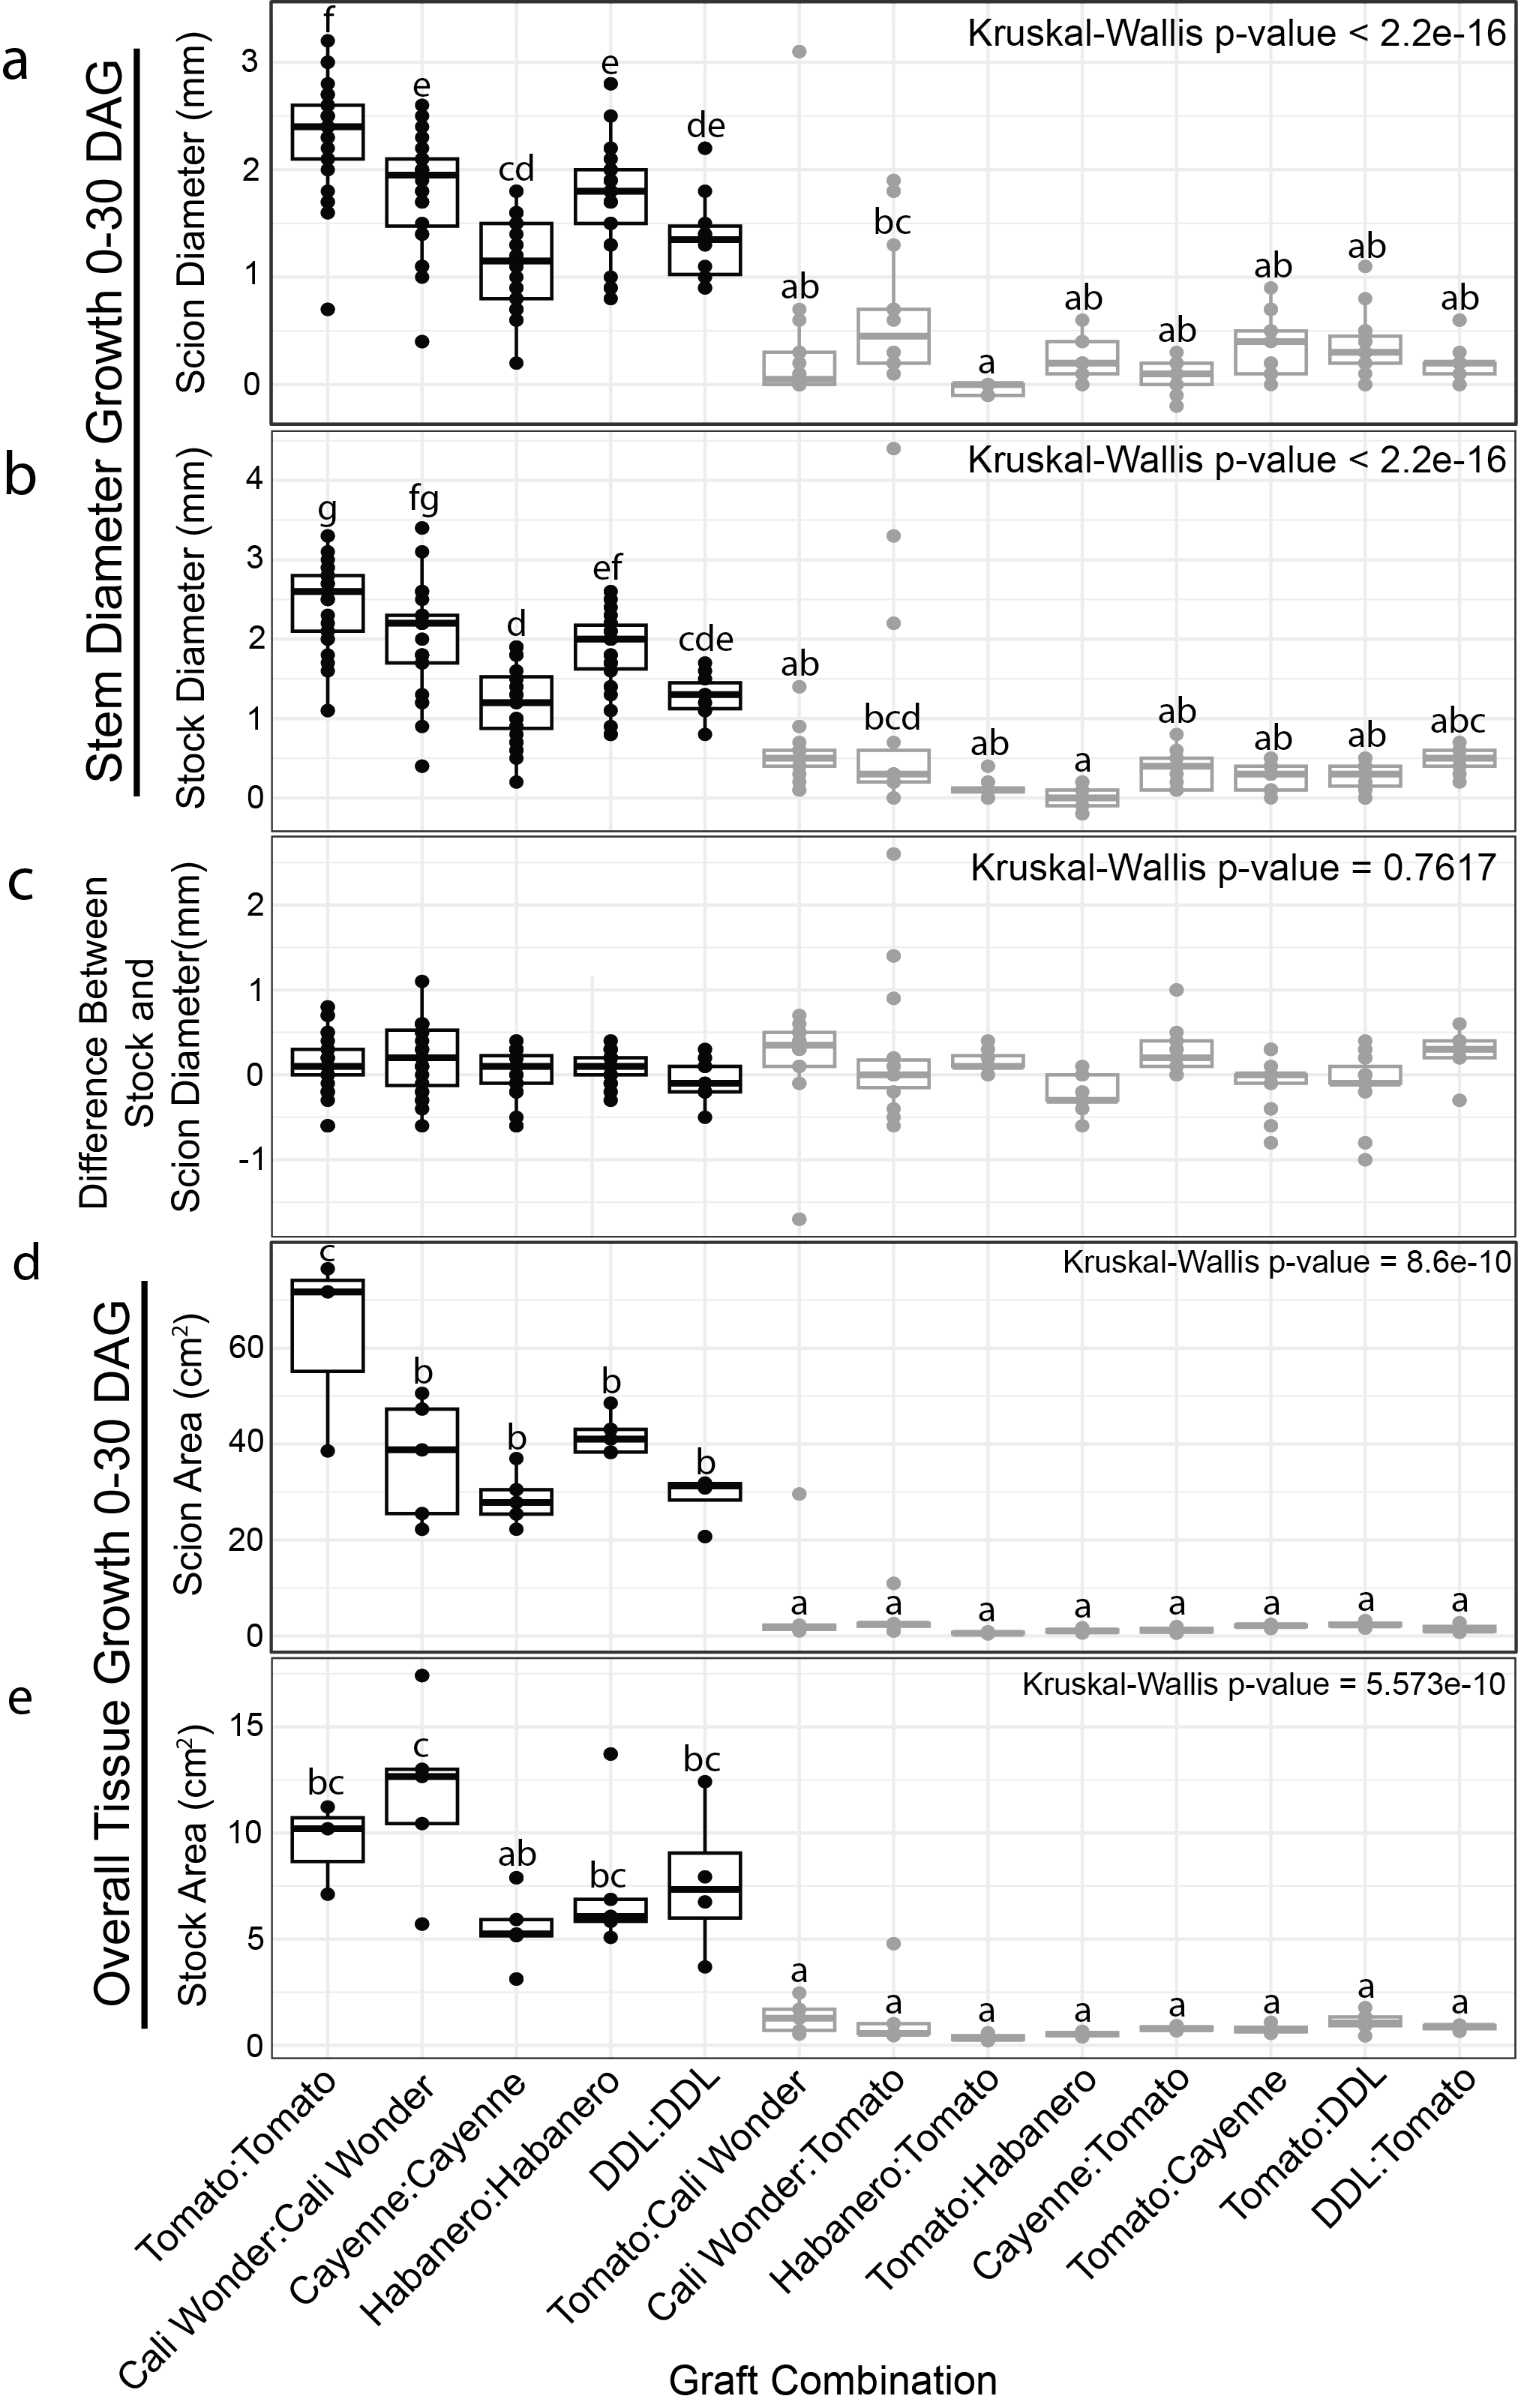

### Figure S2: Tomato and pepper heterografts have reduced growth 30 DAG.

(a) The change in stem diameter 2 cm above the graft site between 0 and 30 DAG (scion). (b) The change in stem diameter is 2 cm below the graft site between 0 and 30 DAG (stock). (c) The difference between the stock and scion diameter at 30 DAG (differential growth). (d)The 2D area of the entire shoot (including leaves) 30 DAG (scion). (e) The 2D area of the stock (including the entire root system) 30 DAG (stock). California Wonder abbreviated to Cali Wonder, Doux des Landes abbreviated to DDL. Biological replicates are depicted as jitter and described in detail in Table S2. Self-grafted plants shown in black, heterografted plants shown in grey. Kruskal–Wallis one-way analysis of variance was used to detect significant differences between self-and heterografted combinations, p-value <0.05. Compact letter display based on adjusted p-value of Tukey’s HSD Test.

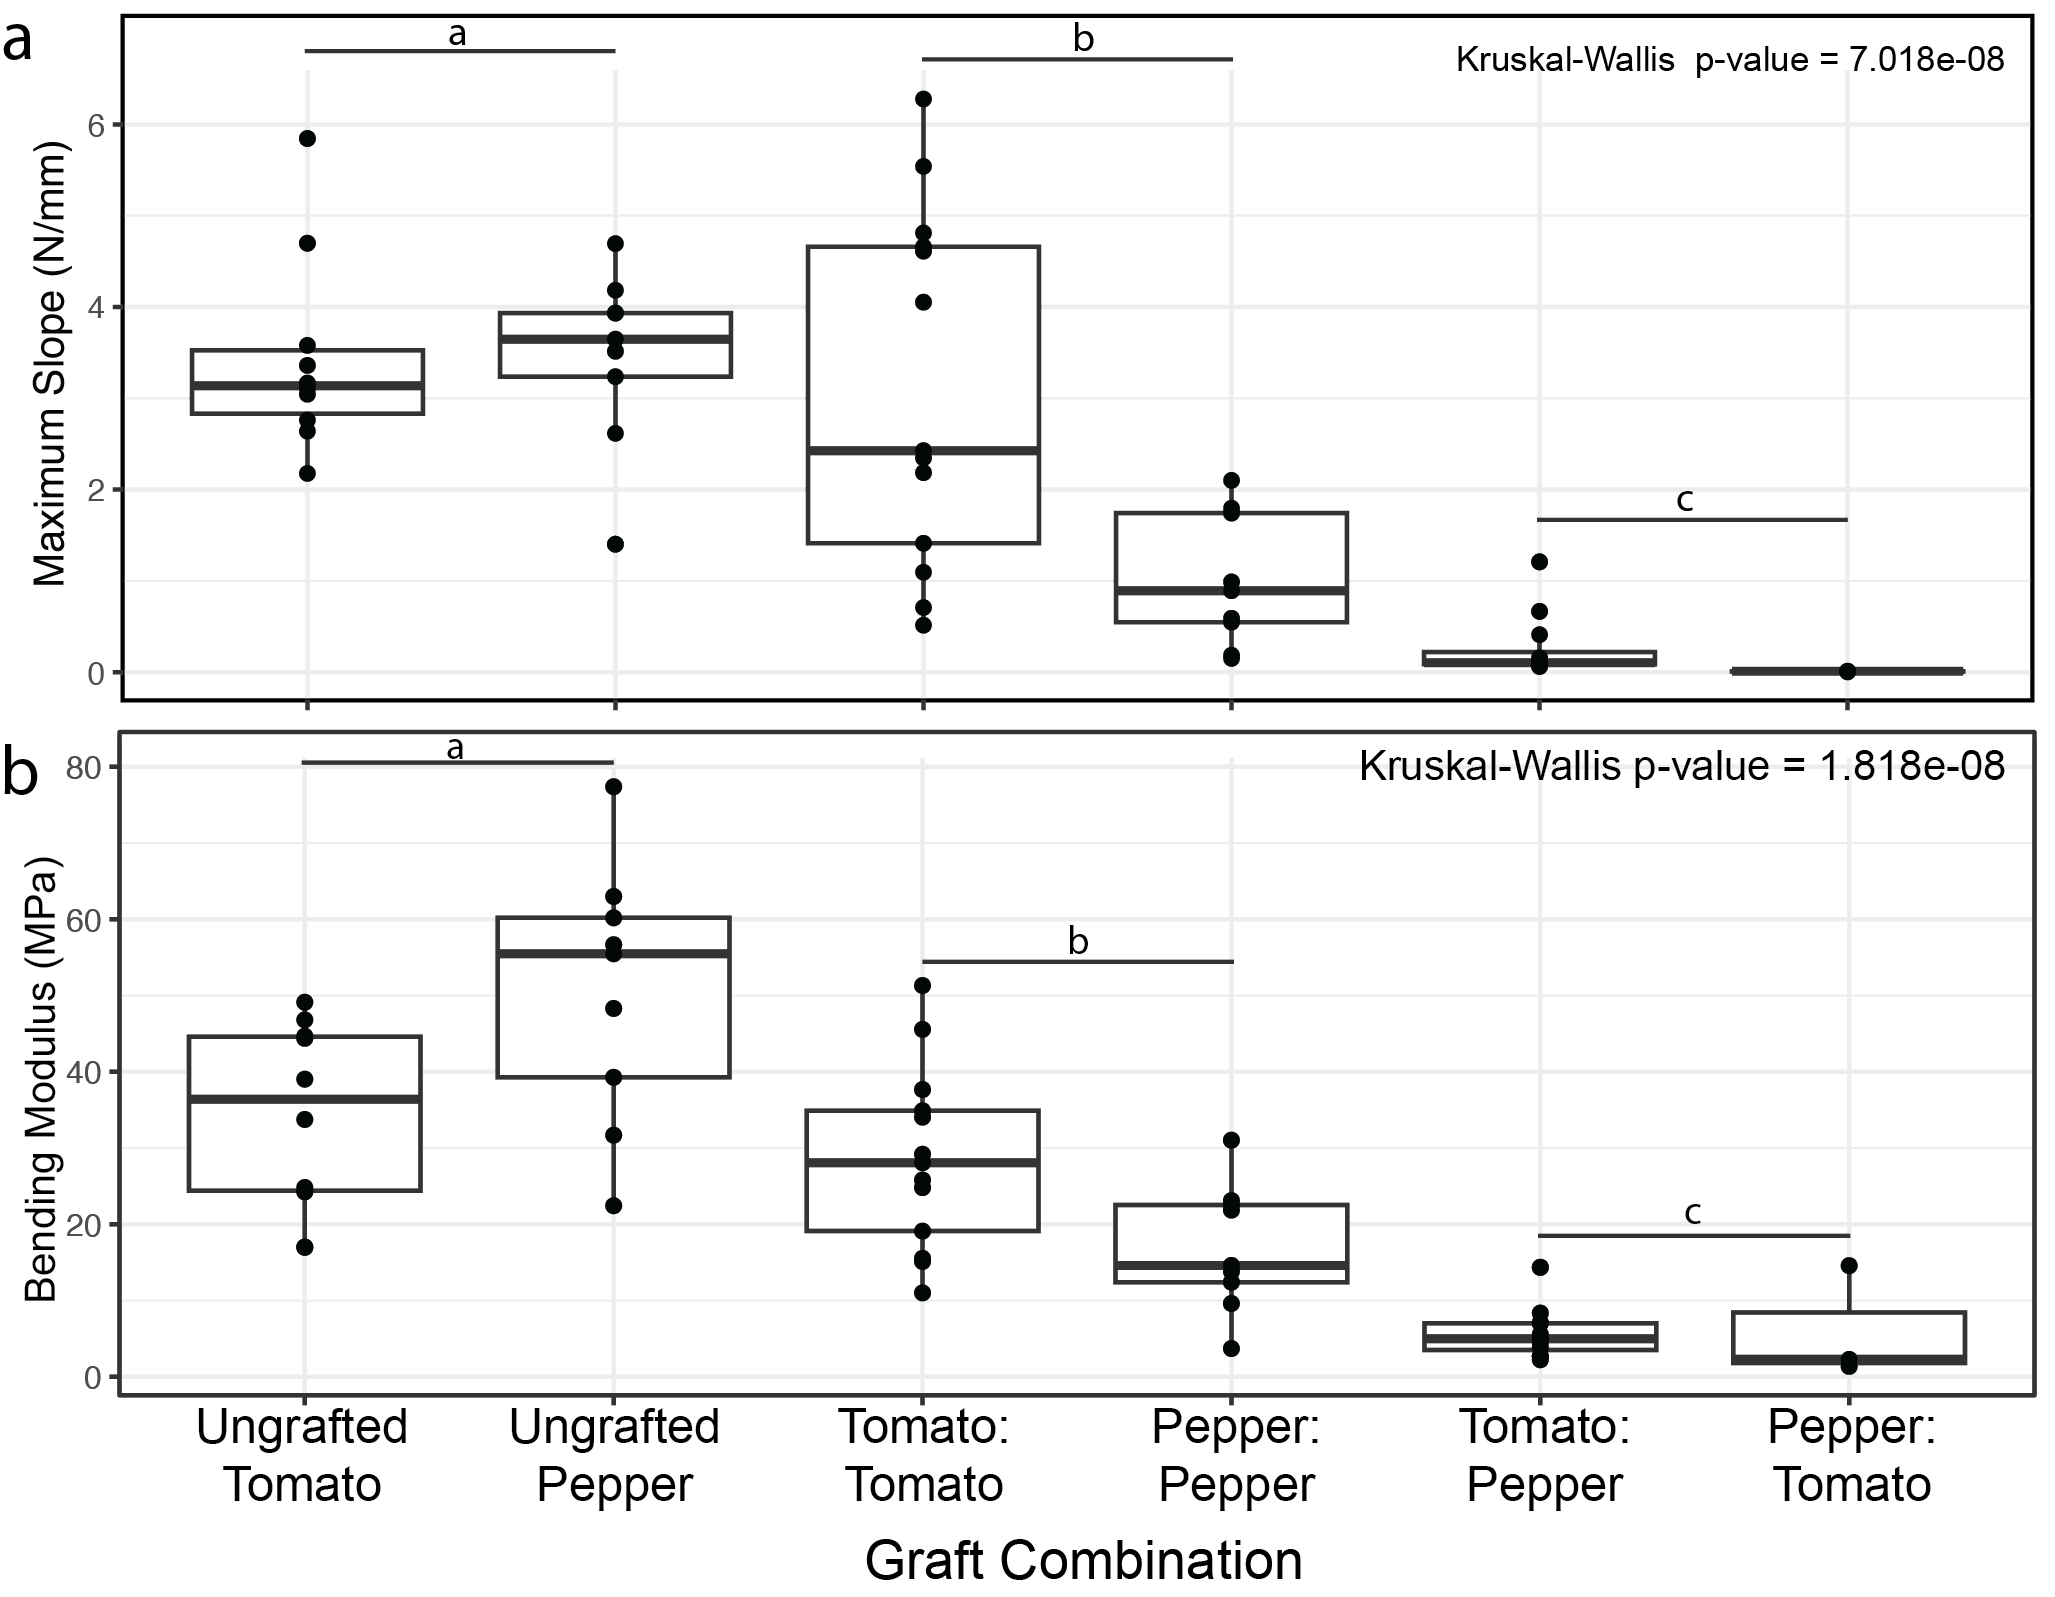

### Figure S3: Tomato and pepper heterografts have weak graft junctions.

(a) The maximum slope of the force-displacement (force/distance) curve required to bend the stem or graft junction during 3-point bend tests. (b) The Bending Modulus (MPa) required to bend the junction for each sample in the 3-Point Bend Test. Kruskal–Wallis one-way analysis of variance was used to detect significant differences between graft types (ungrafted, self-grafted, heterografted), Wilcoxon signed-rank test was used to determine pairwise comparison and compact letter display; p-value <0.05. Biological replicates are depicted as jitter as well as described in detail in Methods S6.

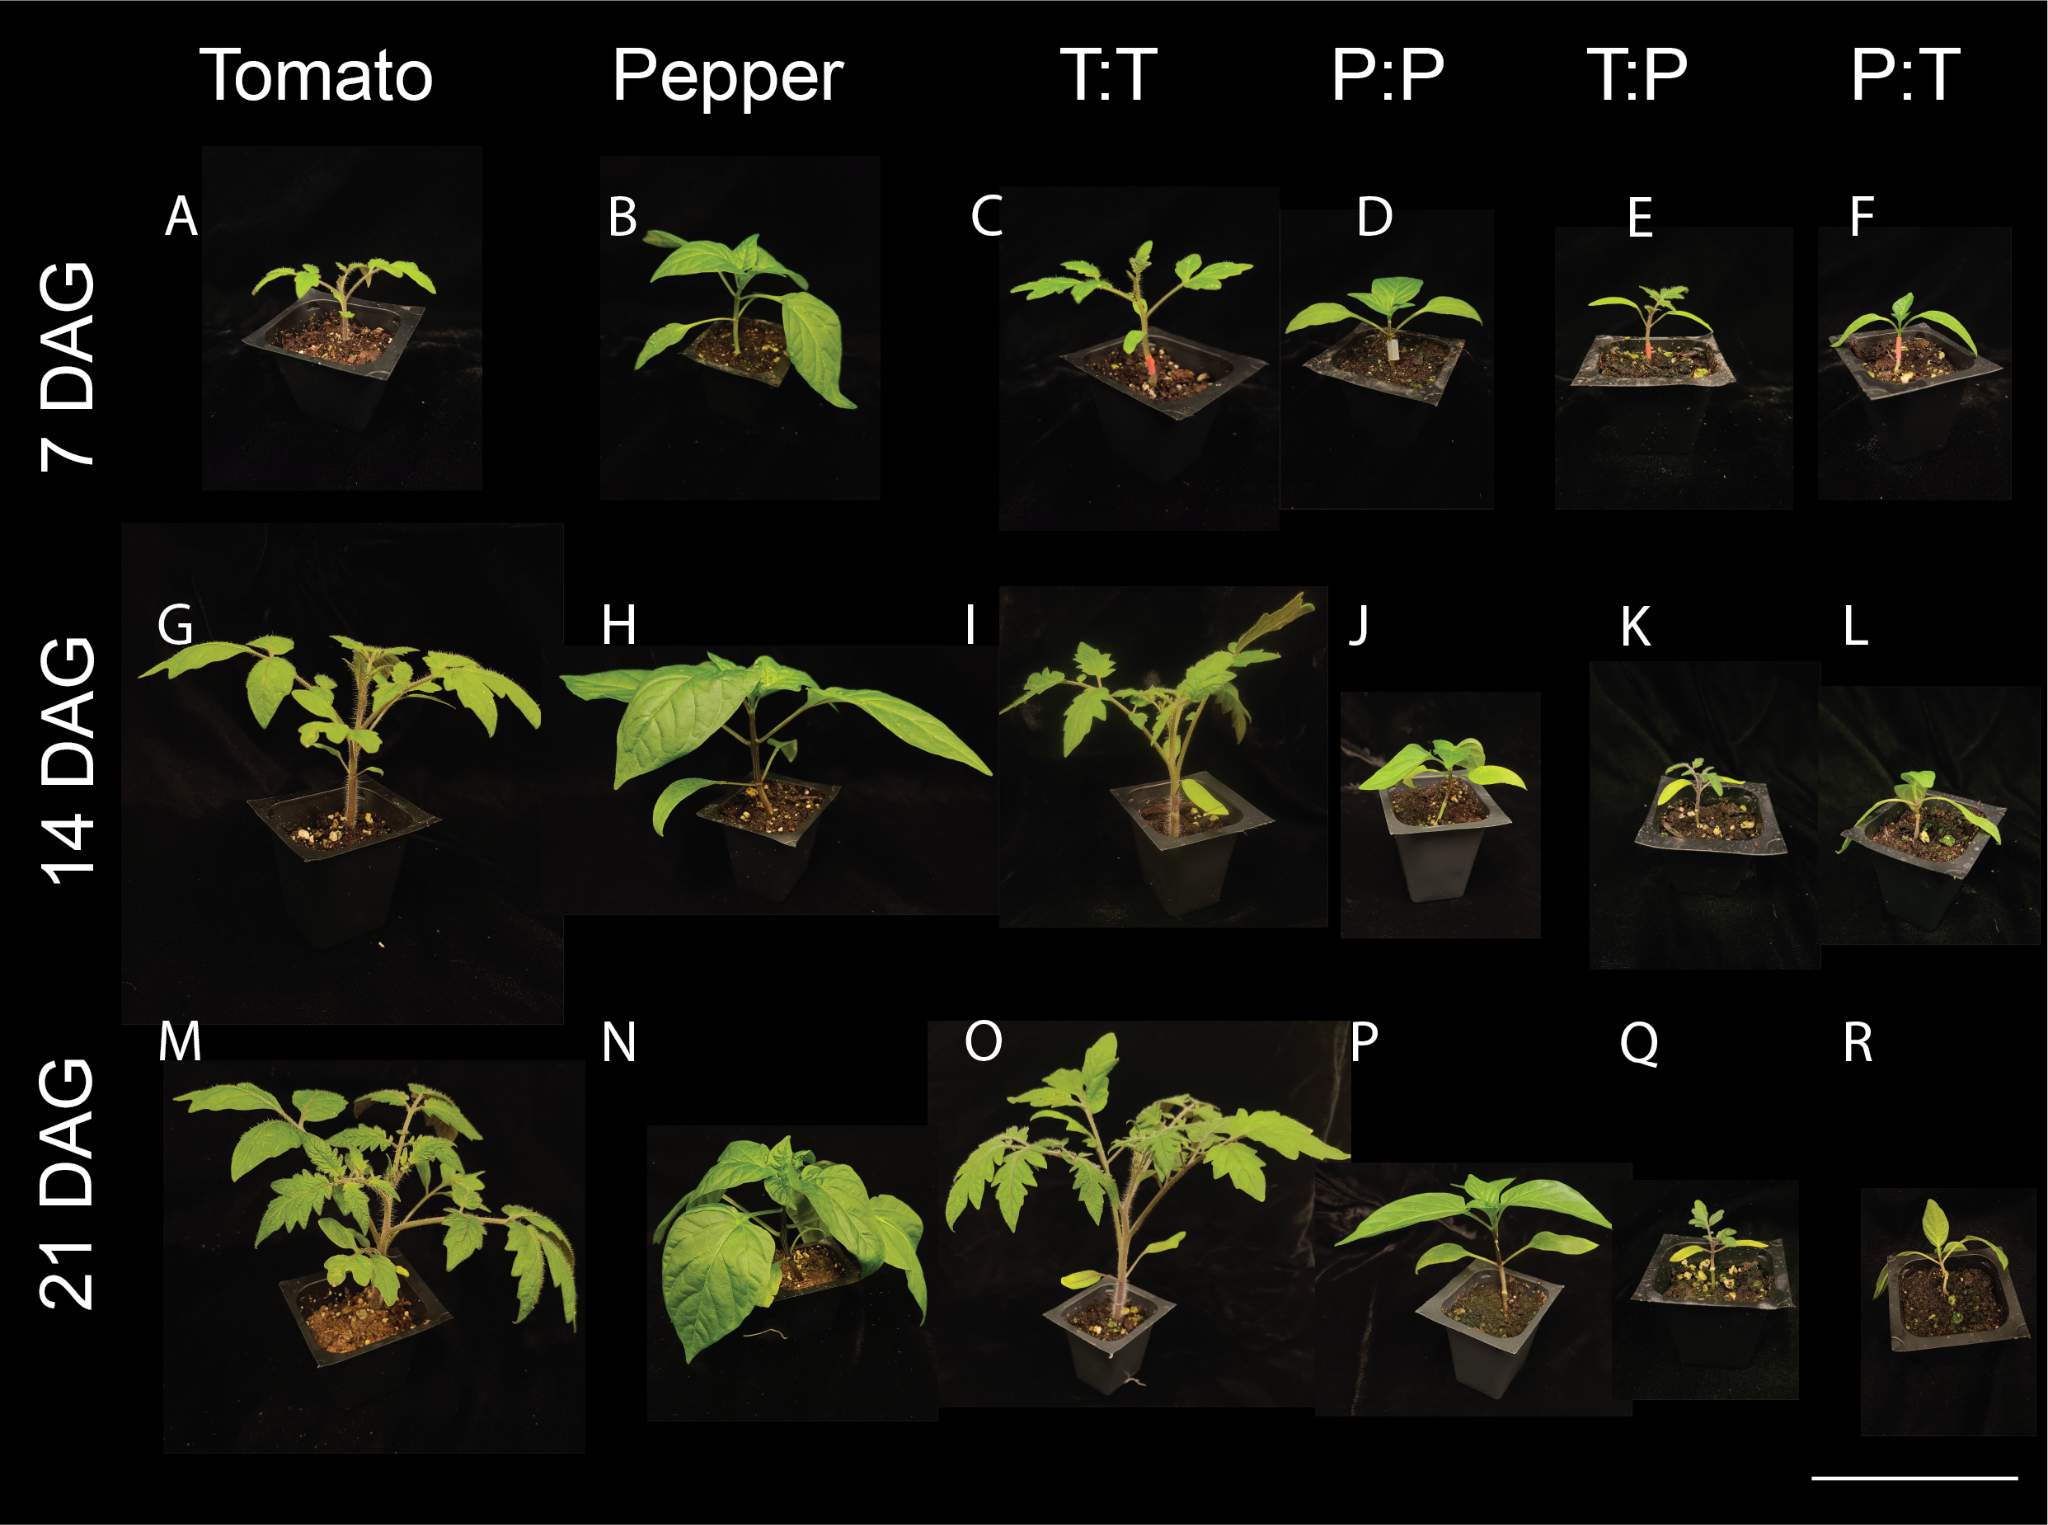

### Figure S4: Tomato and pepper grafts were collected at 7, 14, and 21 DAG for TUNEL assays, trypan blue, and RNA-seq

(a-r) Tomato (*Solanum lycopersicum var. M82*) and Pepper (*Capsicum annuum var. California Wonder*) were utilized for TUNEL assays, trypan blue staining, and RNA-seq. Ungrafted tomato, the same age as the grafted plants were collected 7 (a), 14 (g), and 21 DAG (m). Ungrafted pepper, the same age as the grafted plants were collected 7 (b), 14 (h), and 21 DAG (n). Self-grafted tomato junctions were collected 7 (c), 14 (i), and 21 DAG (o). Self-grafted pepper junctions were collected 7 (d), 14 (j), and 21 DAG (p). Tomato:pepper graft junctions were collected 7 (e), 14 (k), and 21 DAG (q). Pepper:tomato graft junctions were collected 7 (f), 14 (l), and 21 DAG (r). All plants are set equal with a scale bar = 10 cm.

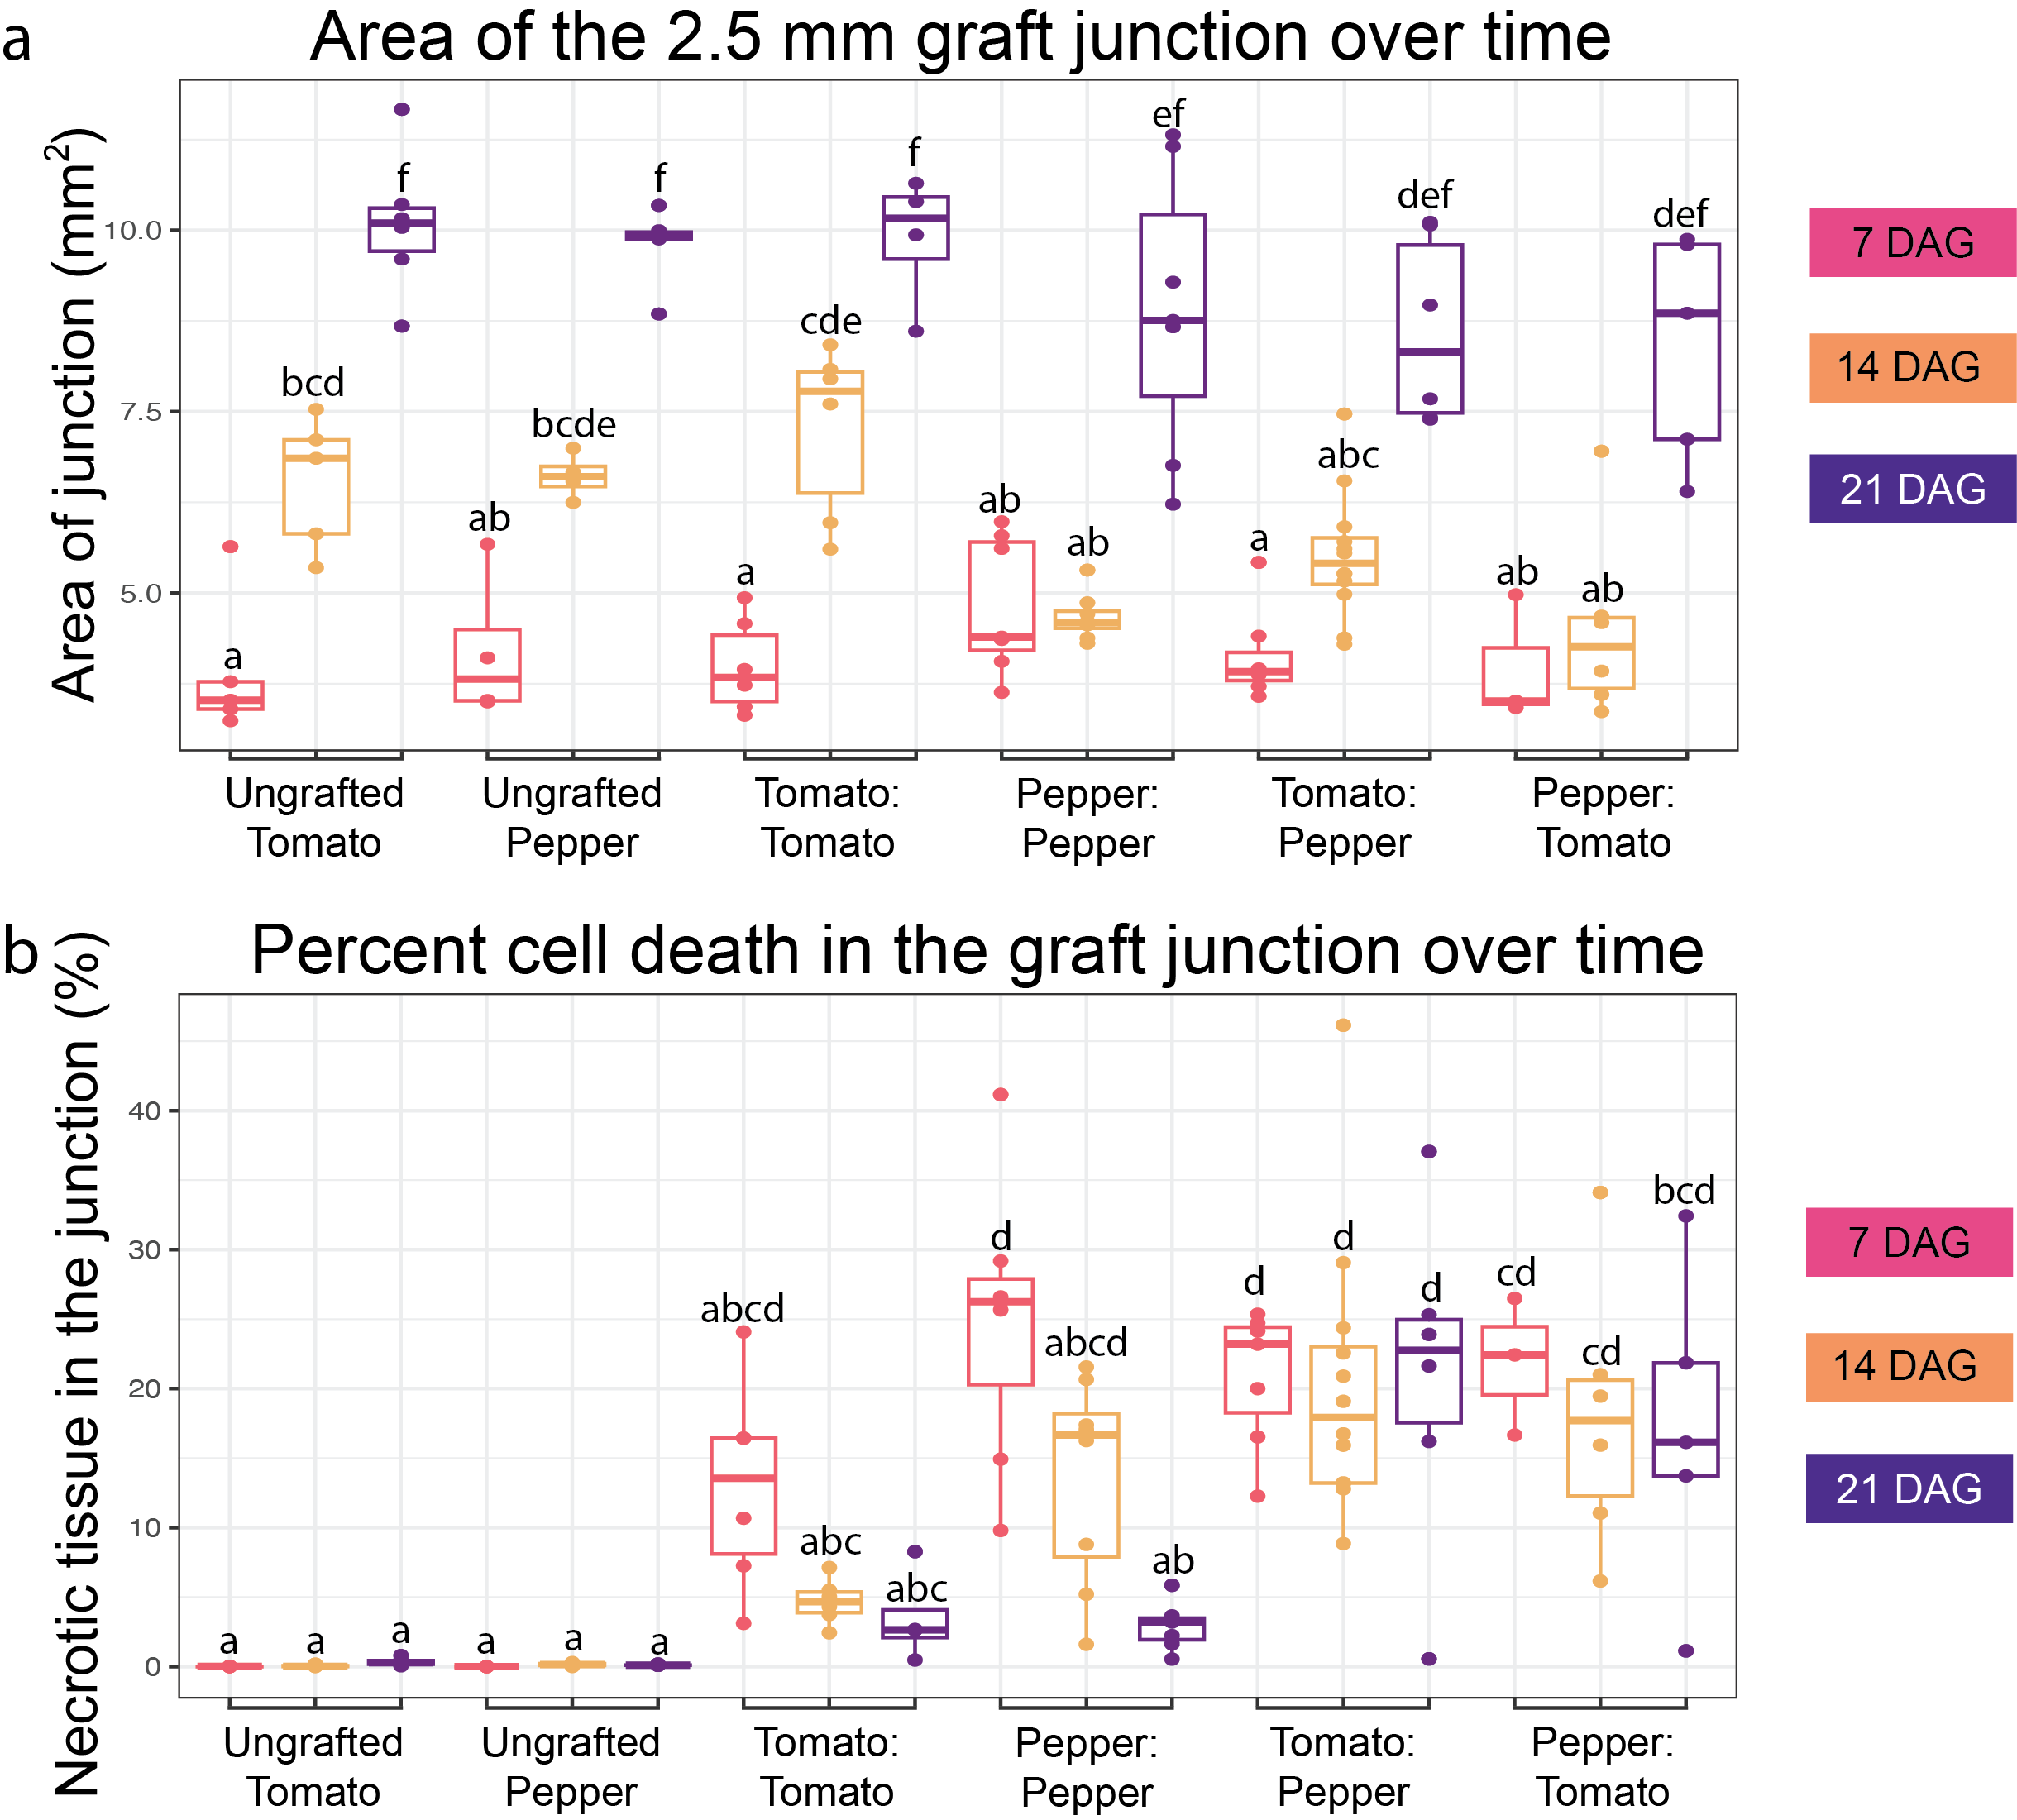

### Figure S5: Heterografted tomato and pepper have consistent growth and persistent non-viable tissue

(a) The area of the tissue analyzed and (b) the percent of non-viable tissue from the ungrafted stem, self-grafted junctions, and heterografted junctions at 7, 14, and 21 DAG. All tissue was 2.5 cm long, centered around the graft site; the samples differed in width. Pink points are 7 DAG, orange points are 14 DAG, and purple points are 21 DAG. Compact letter display based on adjusted p-value of Tukey’s HSD Test. Biological replicates are depicted as jitter as well as described in detail in Table S4

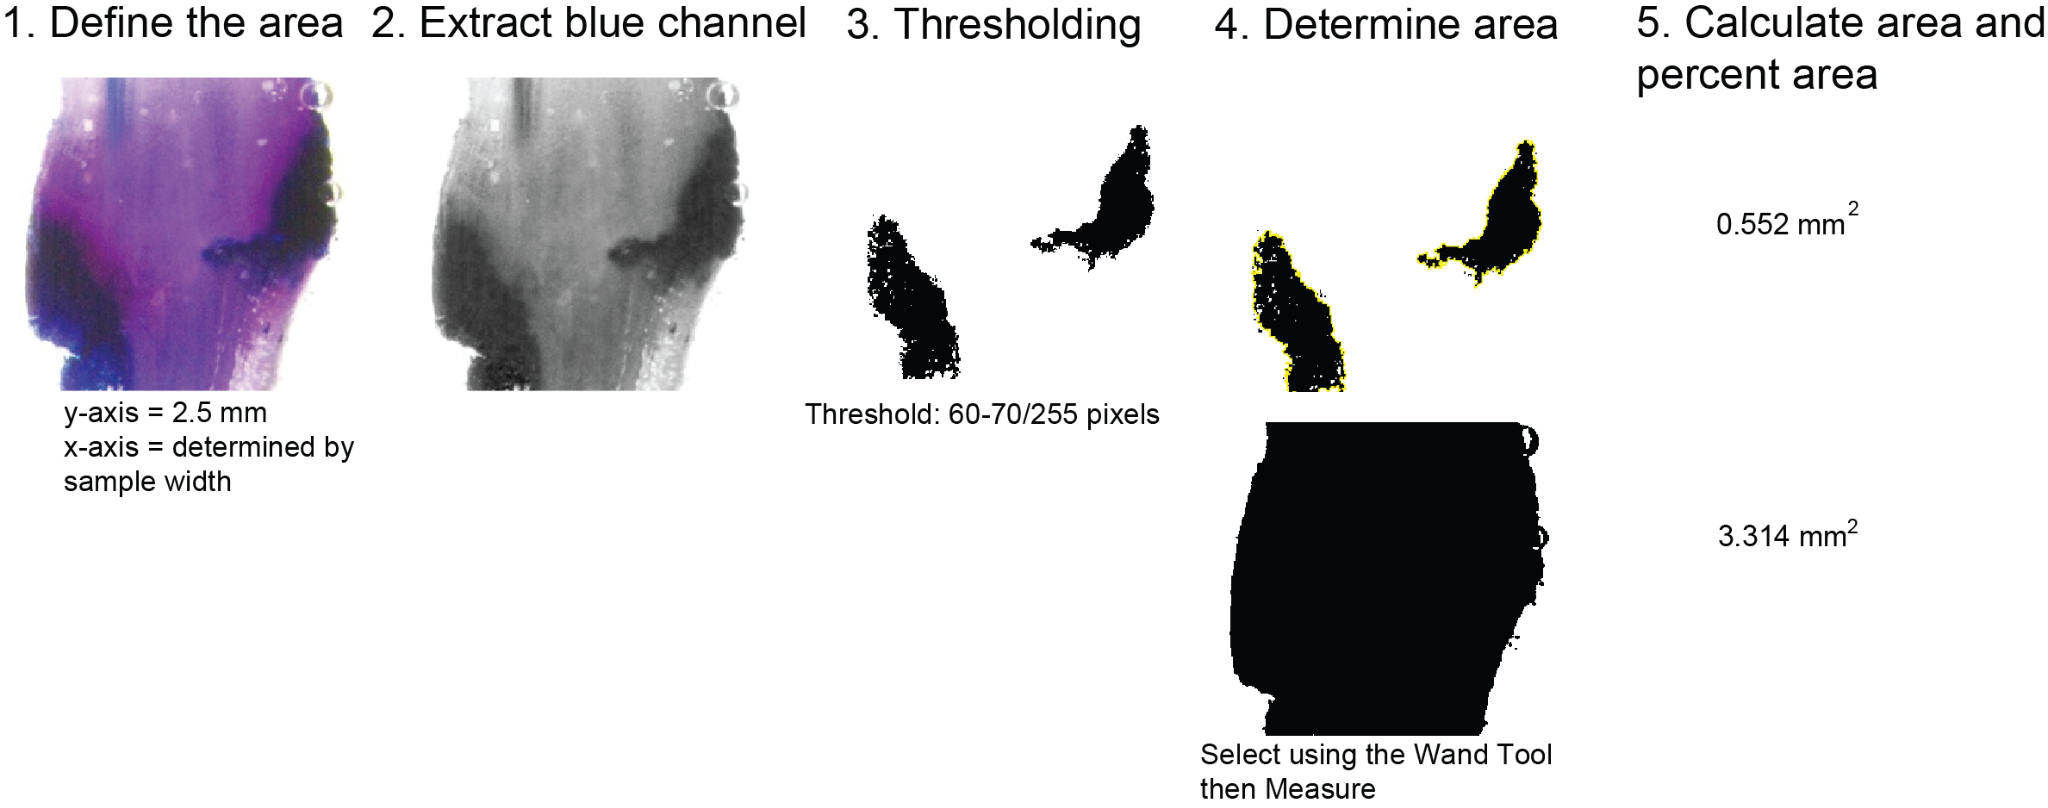

### Figure S6: Non-viable tissue was quantified in ImageJ.

Tissue stained with Trypan blue was cut transversely and imaged immediately. Images of graft junctions were used to extract 2.5 mm long images (1). The width of the tissue varied by sample. The blue channel was extracted (Image →Color→ Split Channels; 2). Using the blue channel, thresholding was applied (Image →Adjust→ Threshold; 3) with a cut-off of 60-70 out of 255 bit. The remaining segments were selected using the wand tool and measured (Analyze →Measure; 4). The resulting area can be used to calculate the area of non-viable tissue (5). By determining the total area of the tissue with the blue channel (4), the percentage of the junction consisting of non-viable tissue can also be calculated (5).

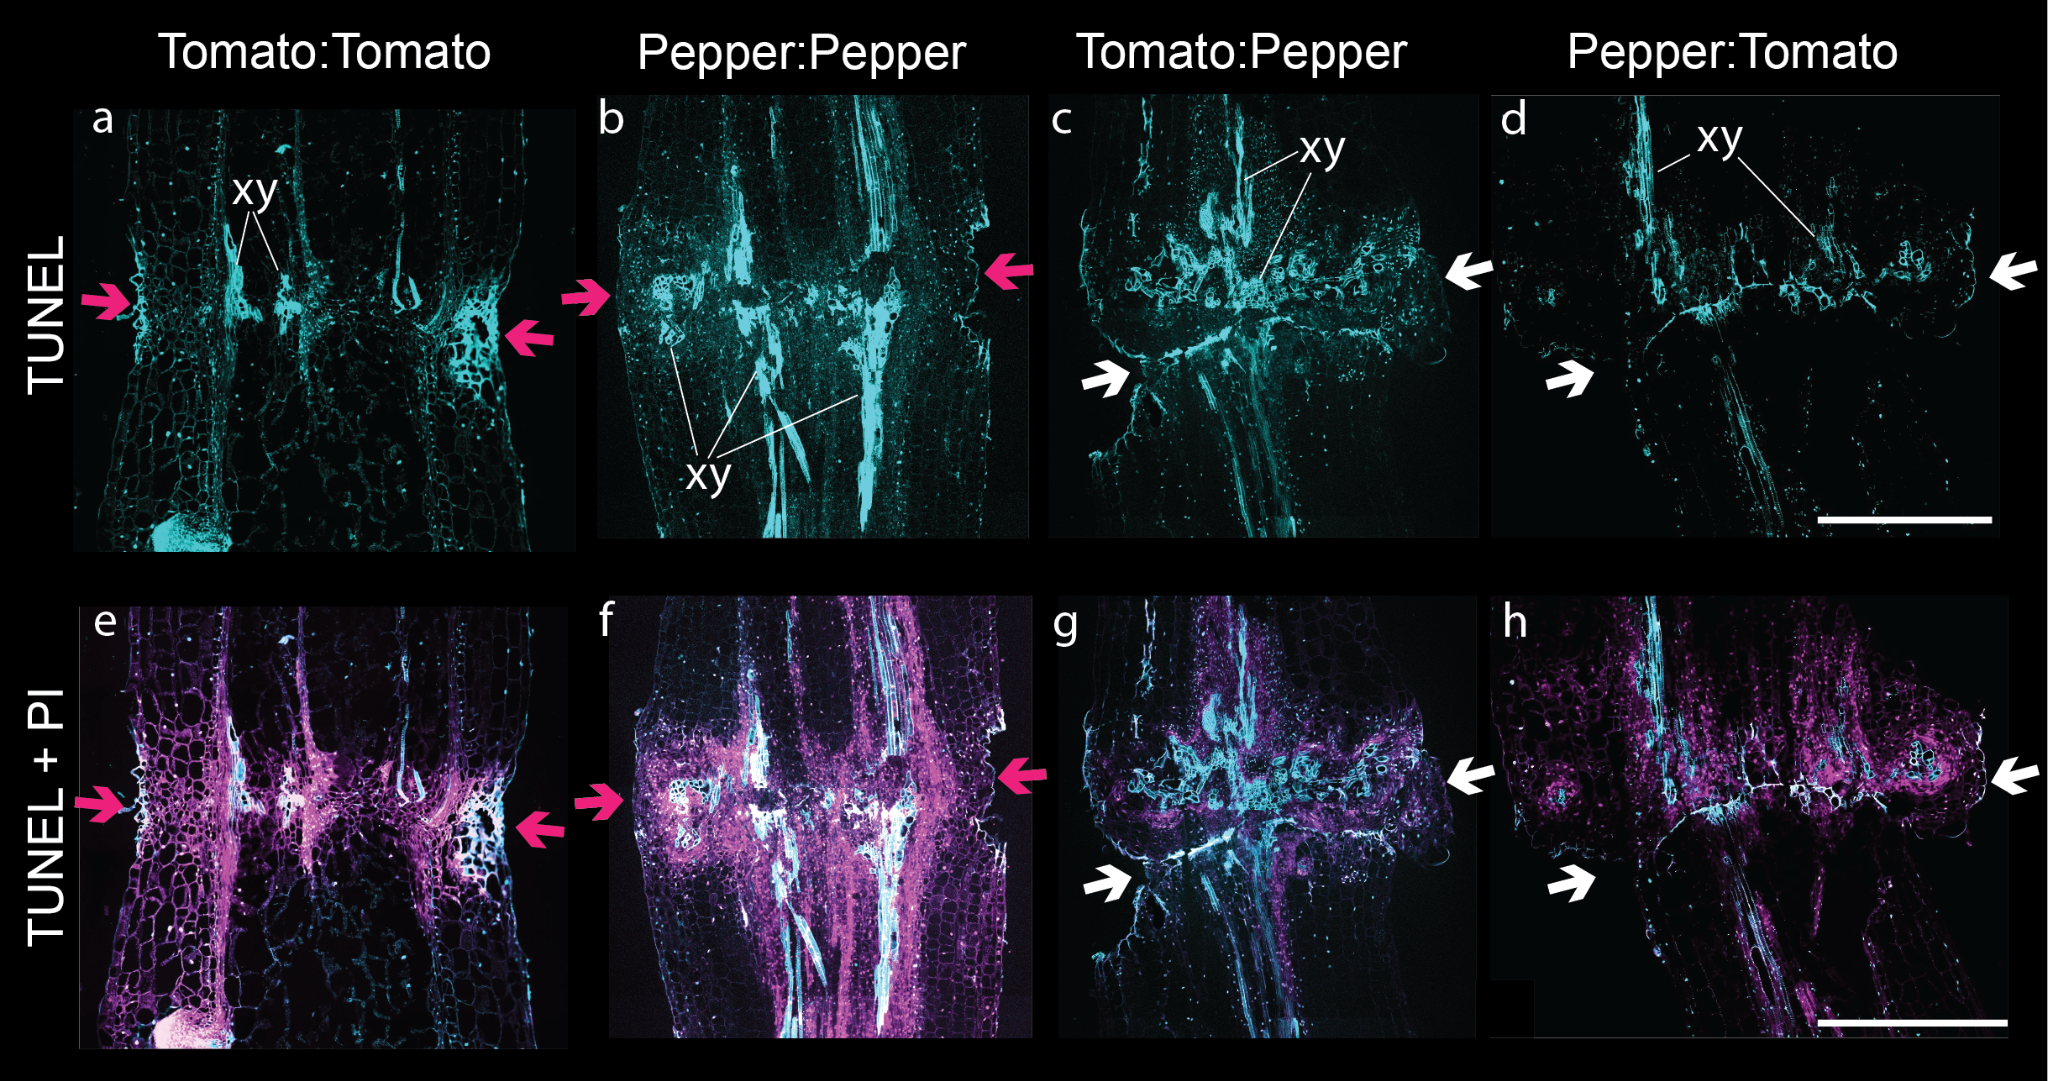

**Figure S7: Developmental programmed cell death is present in all graft junctions regardless of compatibility.**A representative graft junction from (a,e) tomato:tomato, (b,f) pepper:pepper, (c,g) tomato:pepper, (d,h) pepper:tomato 14 DAG. (a-d) TUNEL fluorescein-12-dUTP-labeled DNA and autofluorescence are false-colored cyan. (e-h) the TUNEL fluorescence merged with propidium iodide (false-colored magenta) staining nucleic acid and cell walls. Pink arrows indicate a successful graft junction with healed xylem, and white arrows indicate a failed vascular reconnection. Examples of newly developed xylem are labeled (xy). All images are equal and the scale bar is 500 µm.

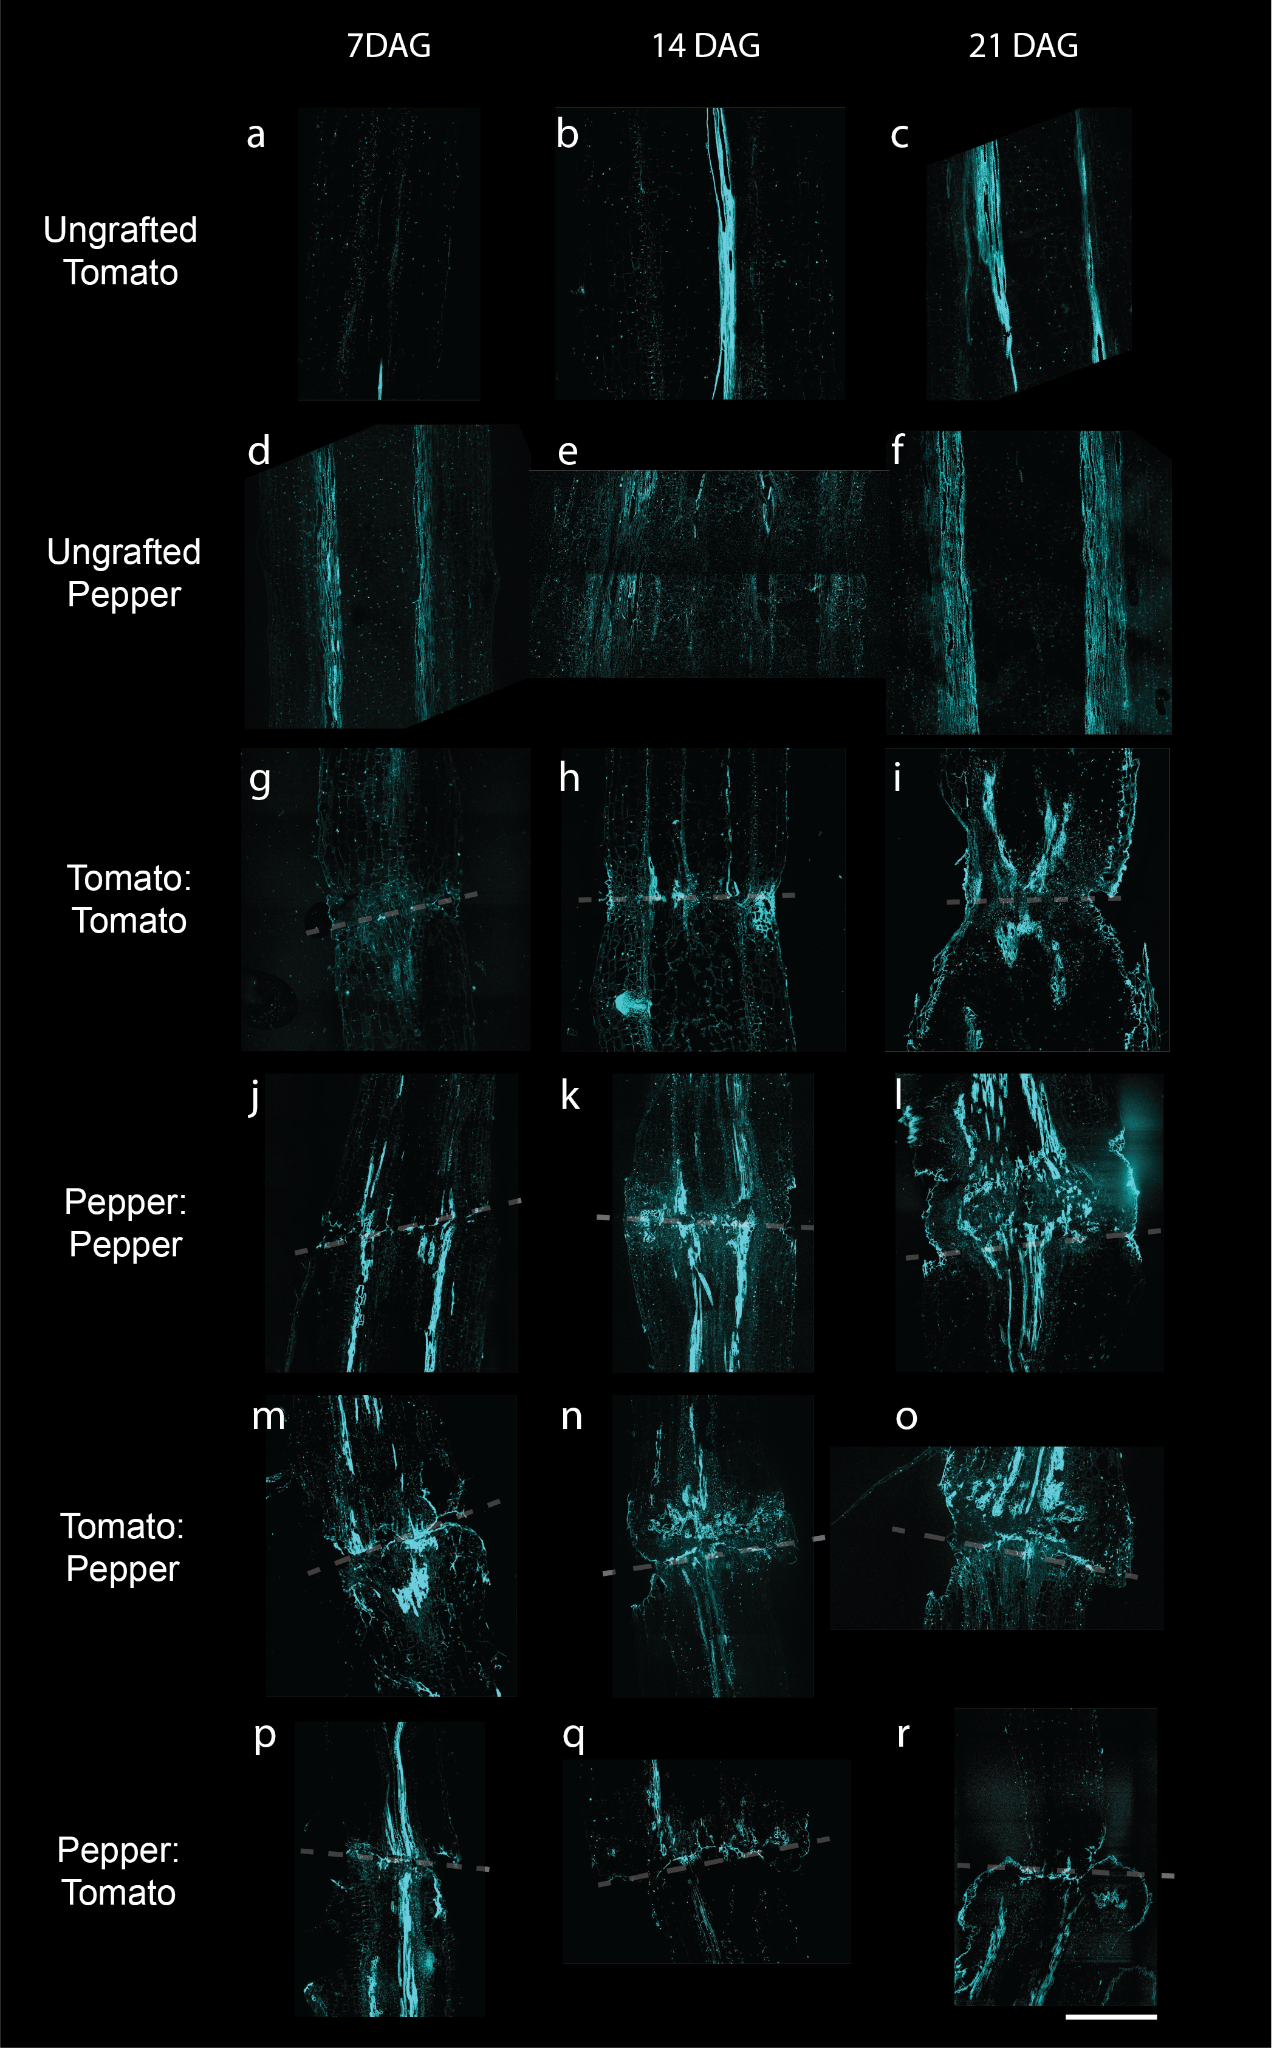

### Figure S8: All grafted plants have elevated programmed cell death in the graft junction

(a-r) Representative micrographs of TdT dUTP Nick-End Labeling (TUNEL) on different tissues and graft types. A representative micrograph of ungrafted tomato stem at 7 DAG (a), 14 DAG (b), and 21 DAG (c). Representative micrographs of ungrafted pepper stem at 7 DAG (d), 14 DAG (e), and 21 DAG (f). Representative micrographs of self-graft tomato junctions at 7 DAG (g), 14 DAG (h), and 21 DAG (i). Representative micrographs of self-graft pepper junctions at 7 DAG (j), 14 DAG (k), and 21 DAG (l). Representative micrographs of tomato:pepper junctions at 7 DAG (m), 14 DAG (n), and 21 DAG (o). Representative micrographs of pepper:tomato junctions at 7 DAG (p), 14 DAG (q), and 21 DAG (r). Fluorescence is fluorescein-12-dUTP-labeled DNA and autofluorescence from xylem; false-colored cyan. All images are equal, and the scale bar is 500 um.

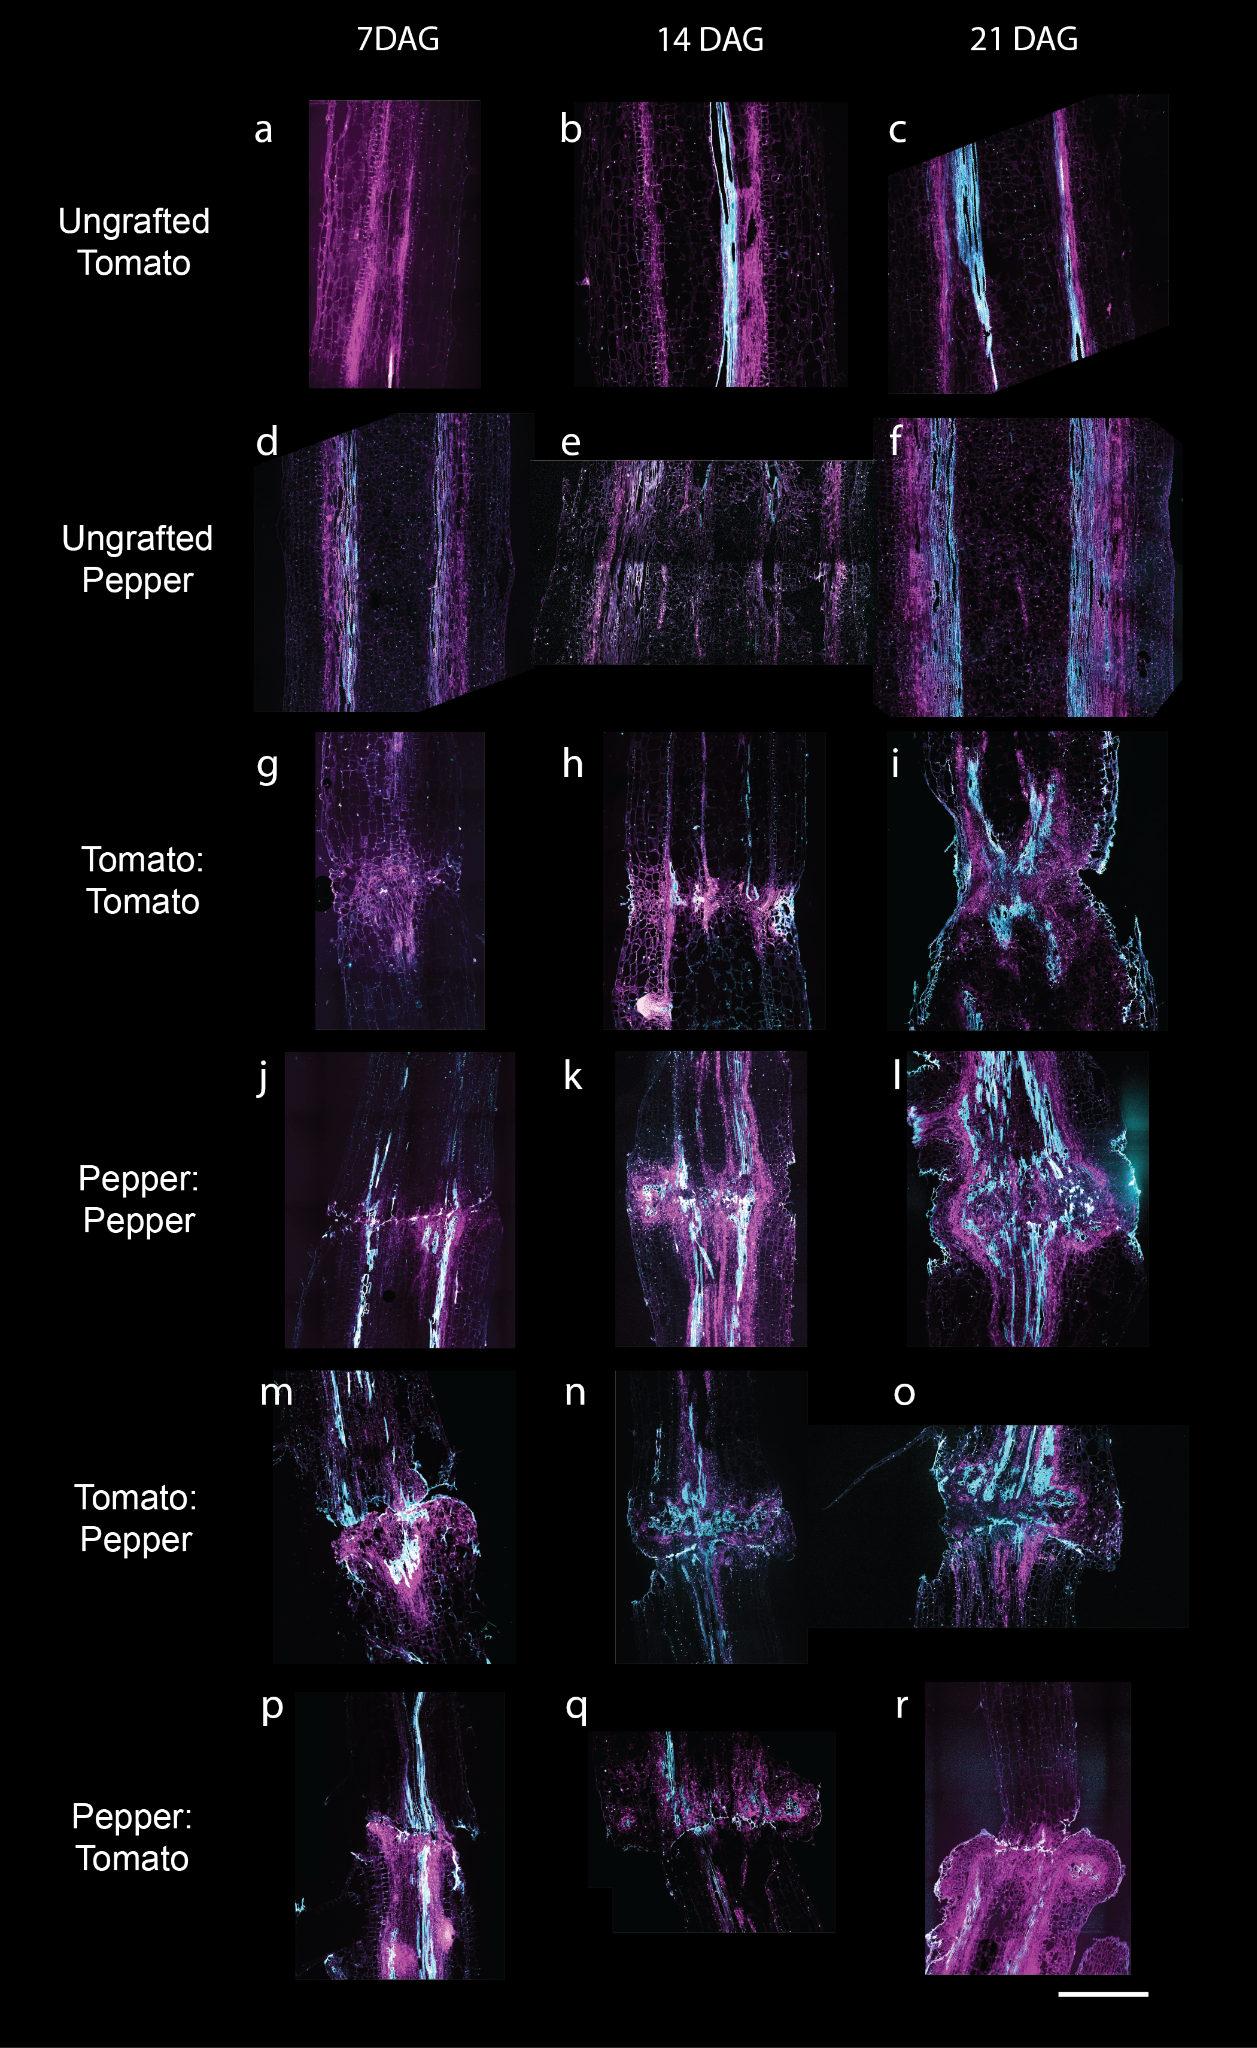

### Figure S9: All grafted plants have elevated programmed cell death in the graft junction (merged).

(a-r) Representative micrographs of TdT dUTP Nick-End Labeling (TUNEL) and propidium iodide background staining on different tissue and graft types. A representative micrograph of ungrafted tomato stem at 7 DAG (a), 14 DAG (b), and 21 DAG (c). Representative micrographs of ungrafted pepper stem at 7 DAG (d), 14 DAG (e), and 21 DAG (f). Representative micrographs of self-graft tomato junctions at 7 DAG (g), 14 DAG (h), and 21 DAG (i). Representative micrographs of self-graft pepper junctions at 7 DAG (j), 14 DAG (k), and 21 DAG (l). Representative micrographs of tomato:pepper junctions at 7 DAG (m), 14 DAG (n), and 21 DAG (o). Representative micrographs of pepper:tomato junctions at 7 DAG (p), 14 DAG (q), and 21 DAG (r). Cyan fluorescence is fluorescein-12-dUTP-labeled DNA and autofluorescence, false-colored. Magenta fluorescence is propidium iodide which stains all nucleic acids and cell walls, false-colored. All images are equal and the scale bar is = 500 um.

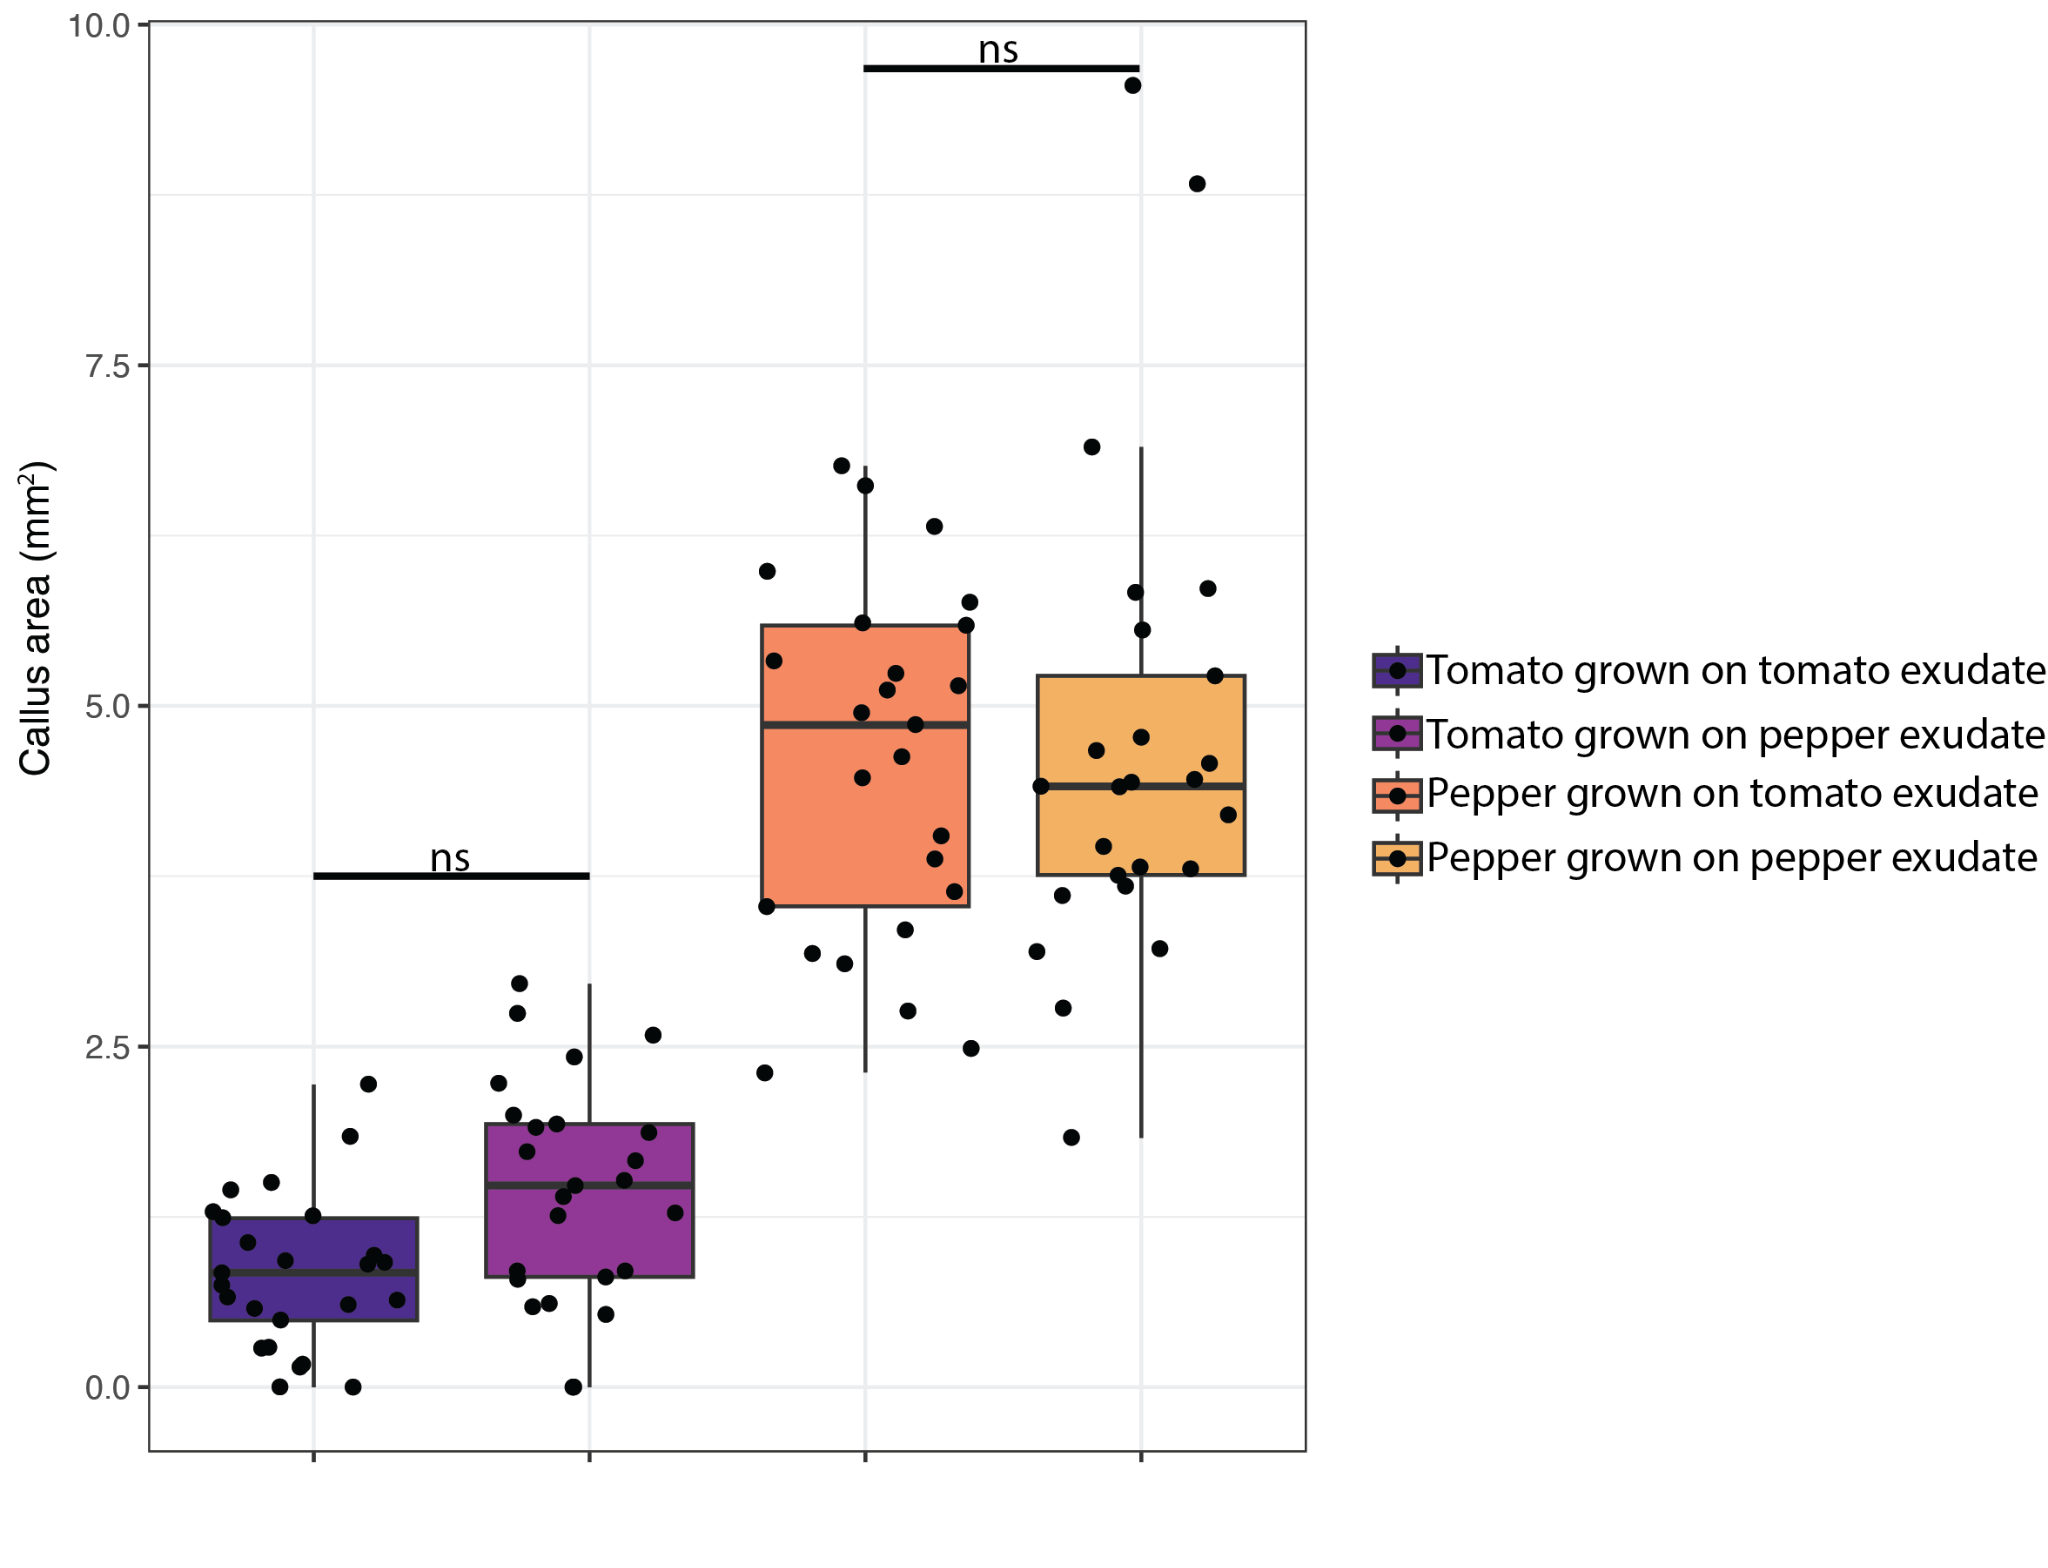

### Figure S10: Cross-species exudates do not affect callus growth of tomato or pepper

The area of tomato and pepper hypocotyl explants cultured on media containing either tomato or pepper exudates. Dark purple points are tomato callus grown on media containing tomato exudates. Magenta points are tomato callus grown on media containing pepper exudates. Orange points are pepper grown on media containing tomato exudates. Yellow points are pepper grown on media containing pepper exudates. Statistical analysis was conducted using Paired T-test, p< 0.05. n=25 for each combination. Biological replicates are depicted as jitter as well as described in detail in Table S5.

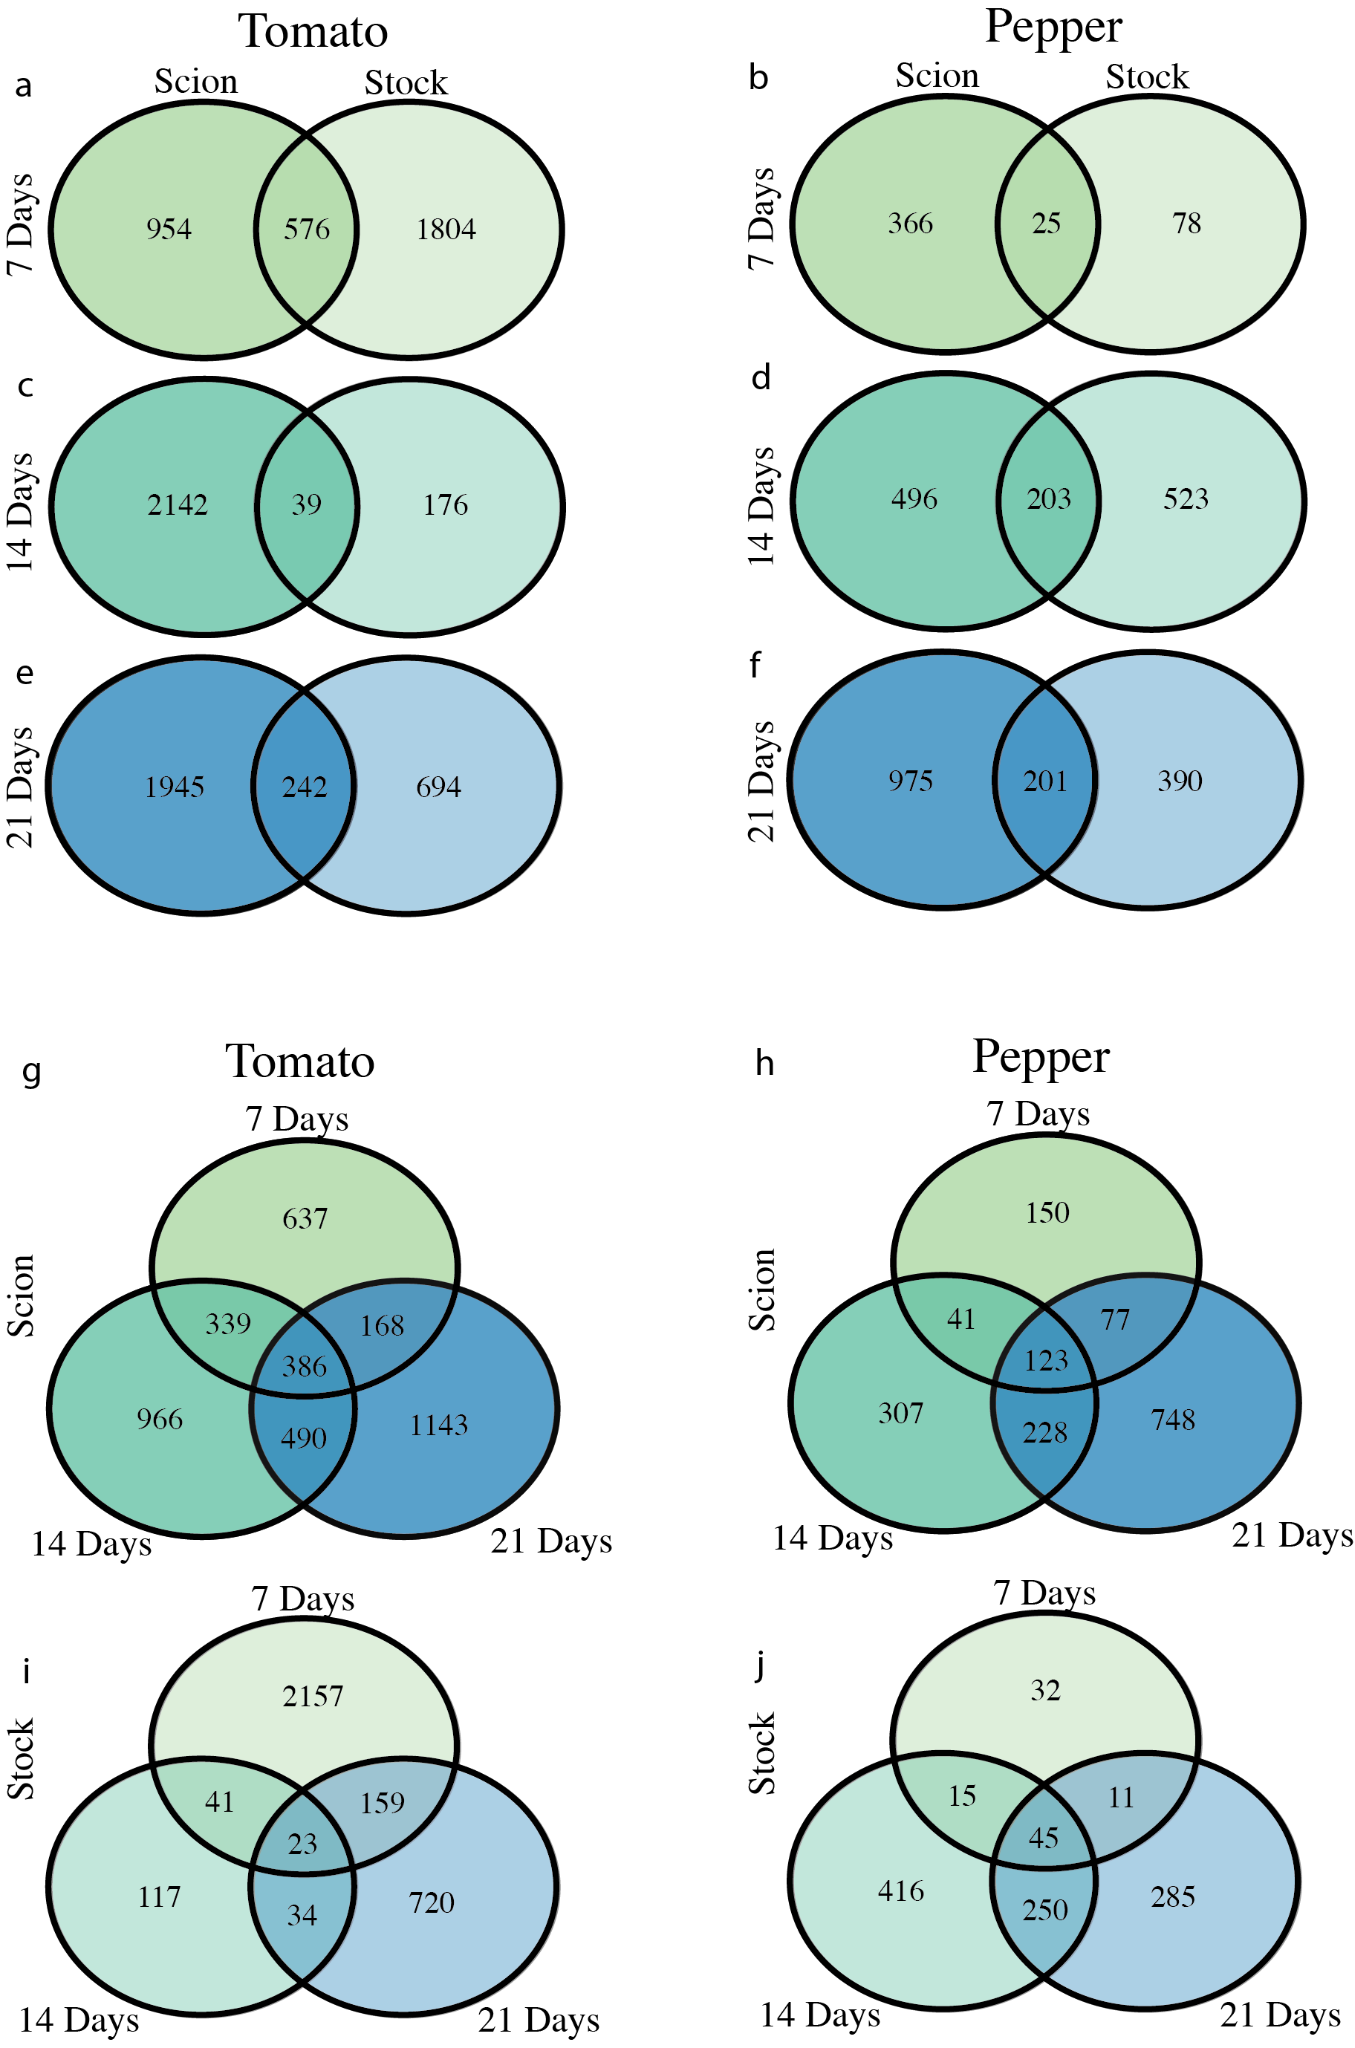

### Figure S11: Genetic overlap between tomato and pepper grafts shows scion-stock specificity.

The overlap of genes uniquely upregulated in heterografted tissue (based on likelihood ratio testing, p<0.05) (a-j). The overlap between the tomato scion-stock tissue (a) and pepper scion-stock at 7 DAG (b). The overlap between the tomato scion-stock tissue (c) and pepper scion-stock at 14 DAG (d). The overlap between the tomato scion-stock tissue (e) and pepper scion-stock at 21 DAG (f). The overlap between 7, 14, and 21 DAG was determined for tomato scion (g), pepper scion (h) tomato stock (i), and pepper stock (j).

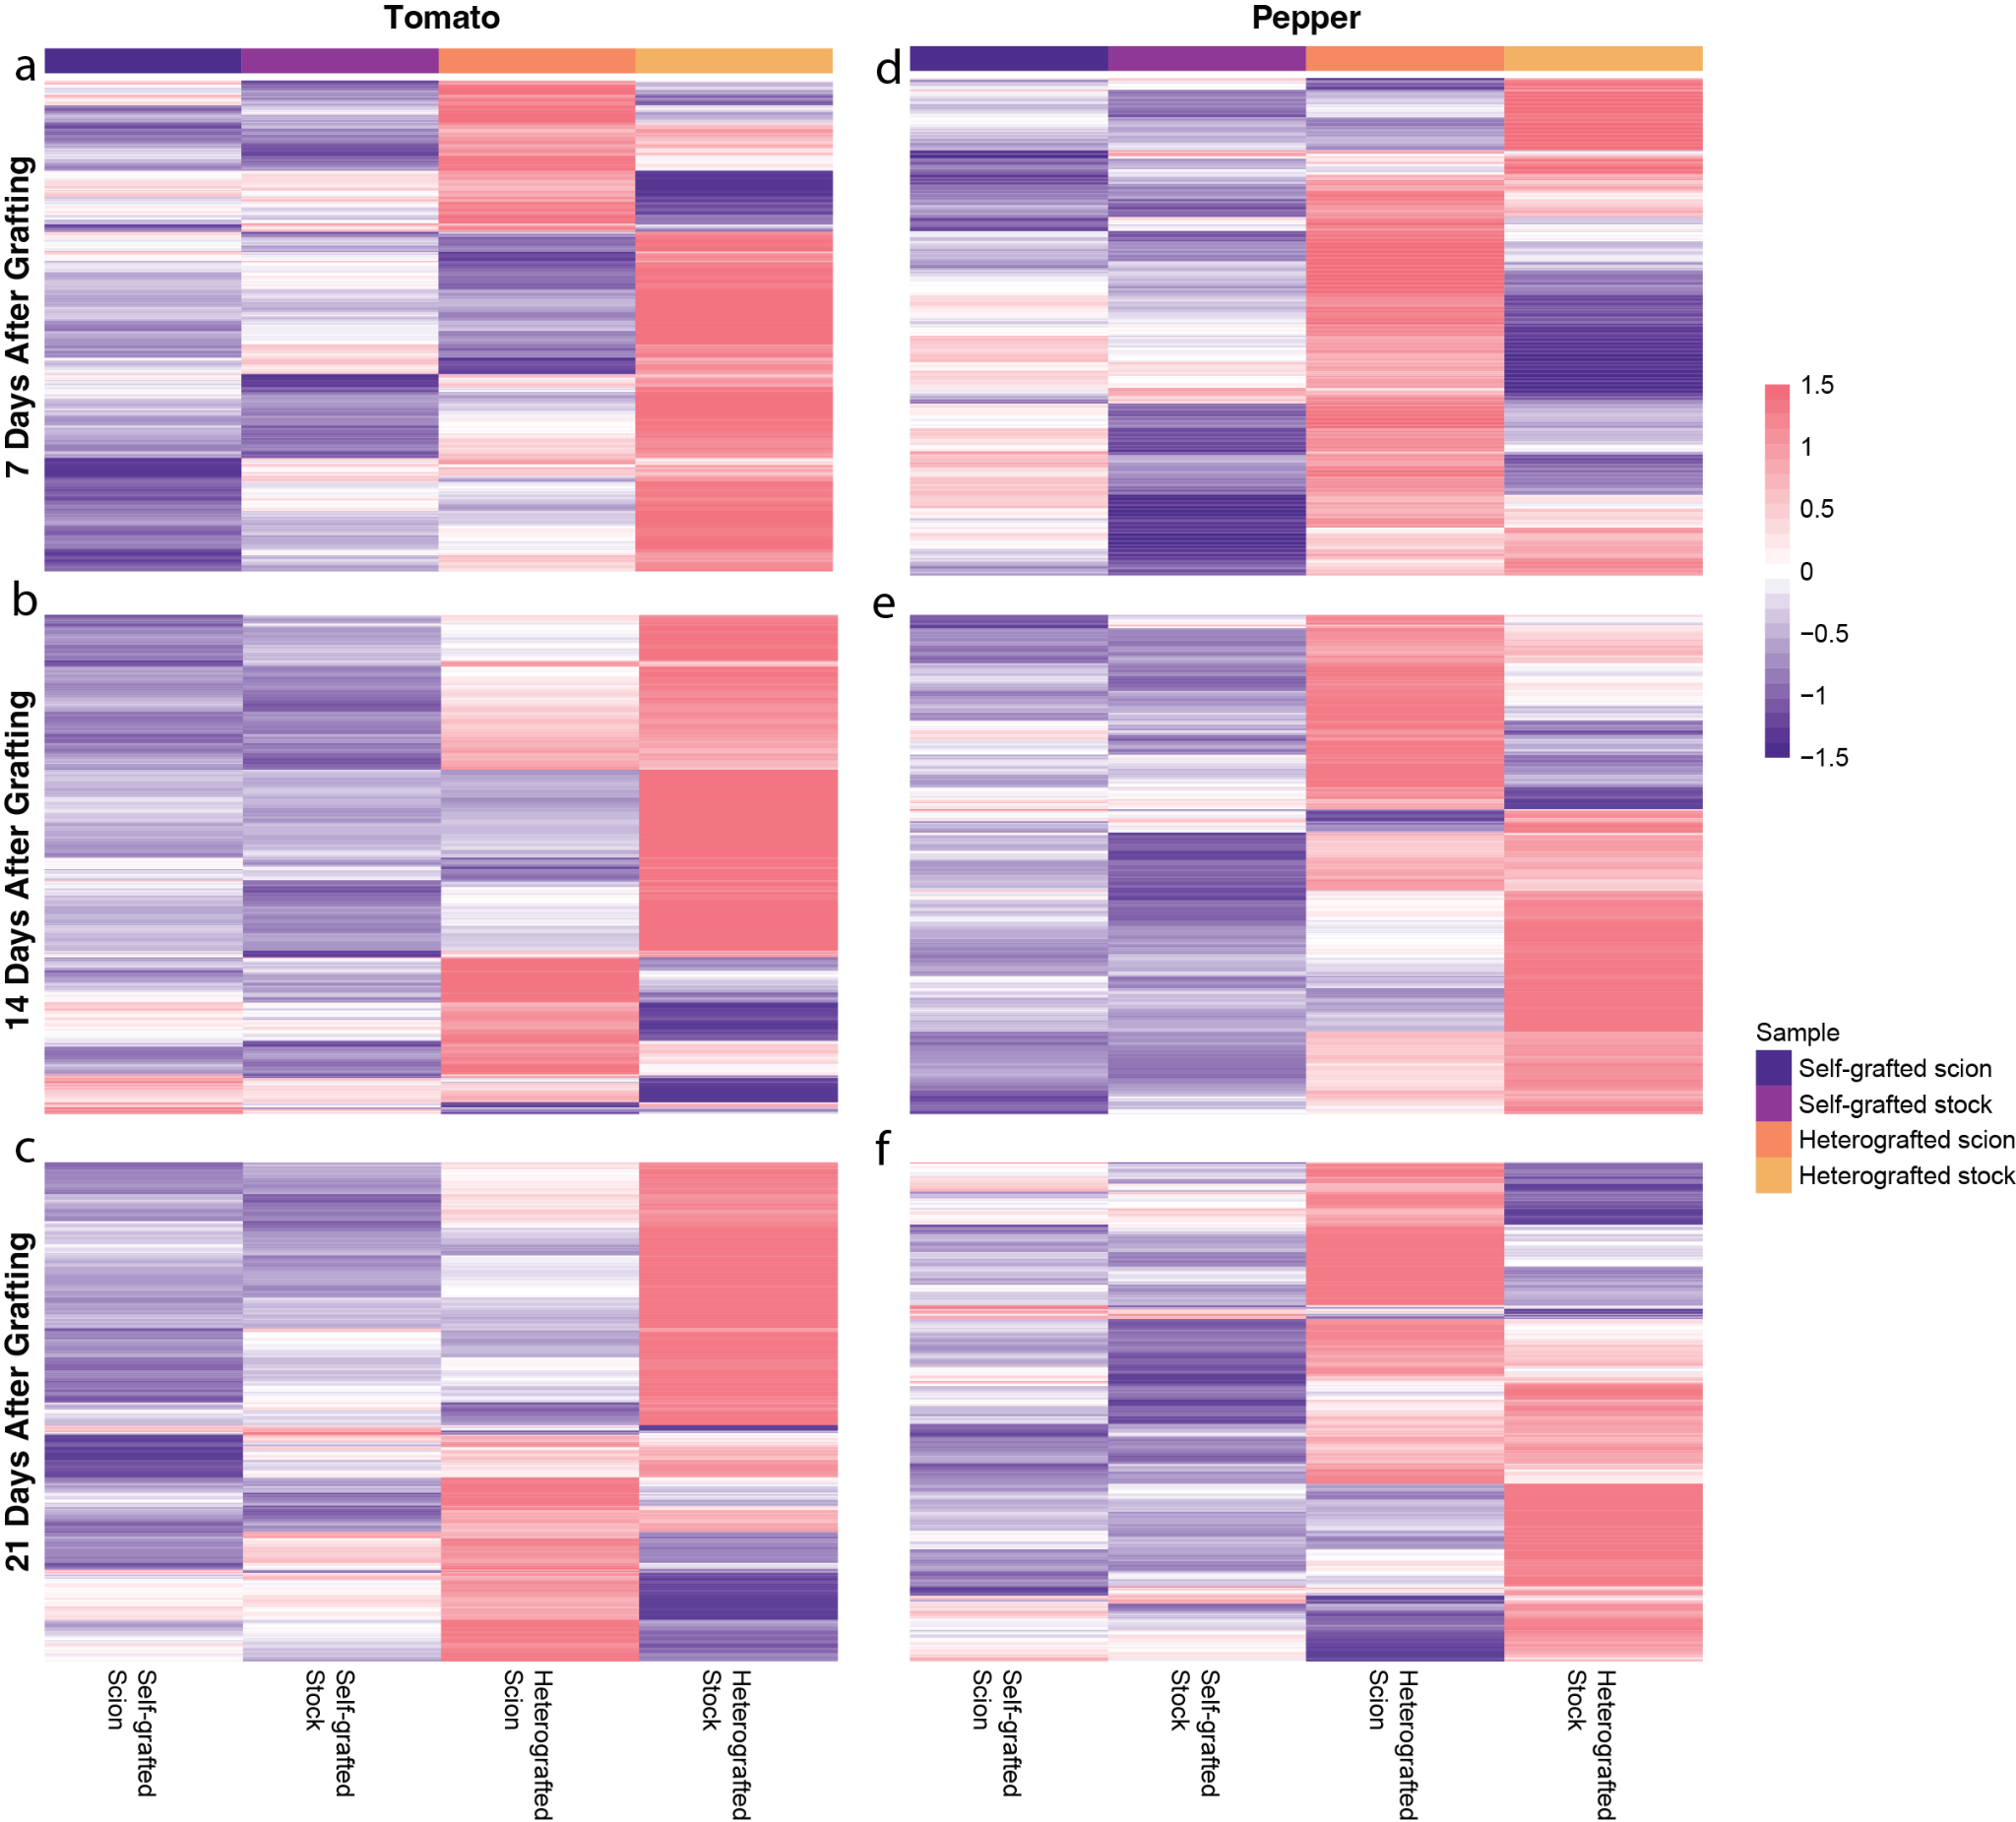

### Figure S12: Scion and stock tissue have distinct upregulated genes at any given time point

(a-c) Log fold change (LFC) of genes uniquely upregulated in tomato heterografts. (d-f) LFC of genes uniquely upregulated in pepper heterografts. Uniquely upregulated genes were determined by performing likelihood ratio testing (p<0.05) on ungrafted, self-graft scion, and heterografted scion tissue as well as ungrafted, self-grated stock, and heterografted stock tissue at each time point. The upregulated genes for each species-time category were combined and used to extract the log fold change of ungrafted versus grafted samples. The genes upregulated in only heterografted tomato tissue (scion or stock) at (a) 7, (b) 14, and (c) 21 DAG. The genes upregulated in only heterografted pepper tissue (scion or stock) at (d) 7, (e) 14, and (f) 21 DAG. The tissue is denoted by colored columns where self-grafted scions are dark purple, self-grafted stocks are light purple, heterografted scions are orange, and heterografted stocks are yellow. The LFC was scaled by row.

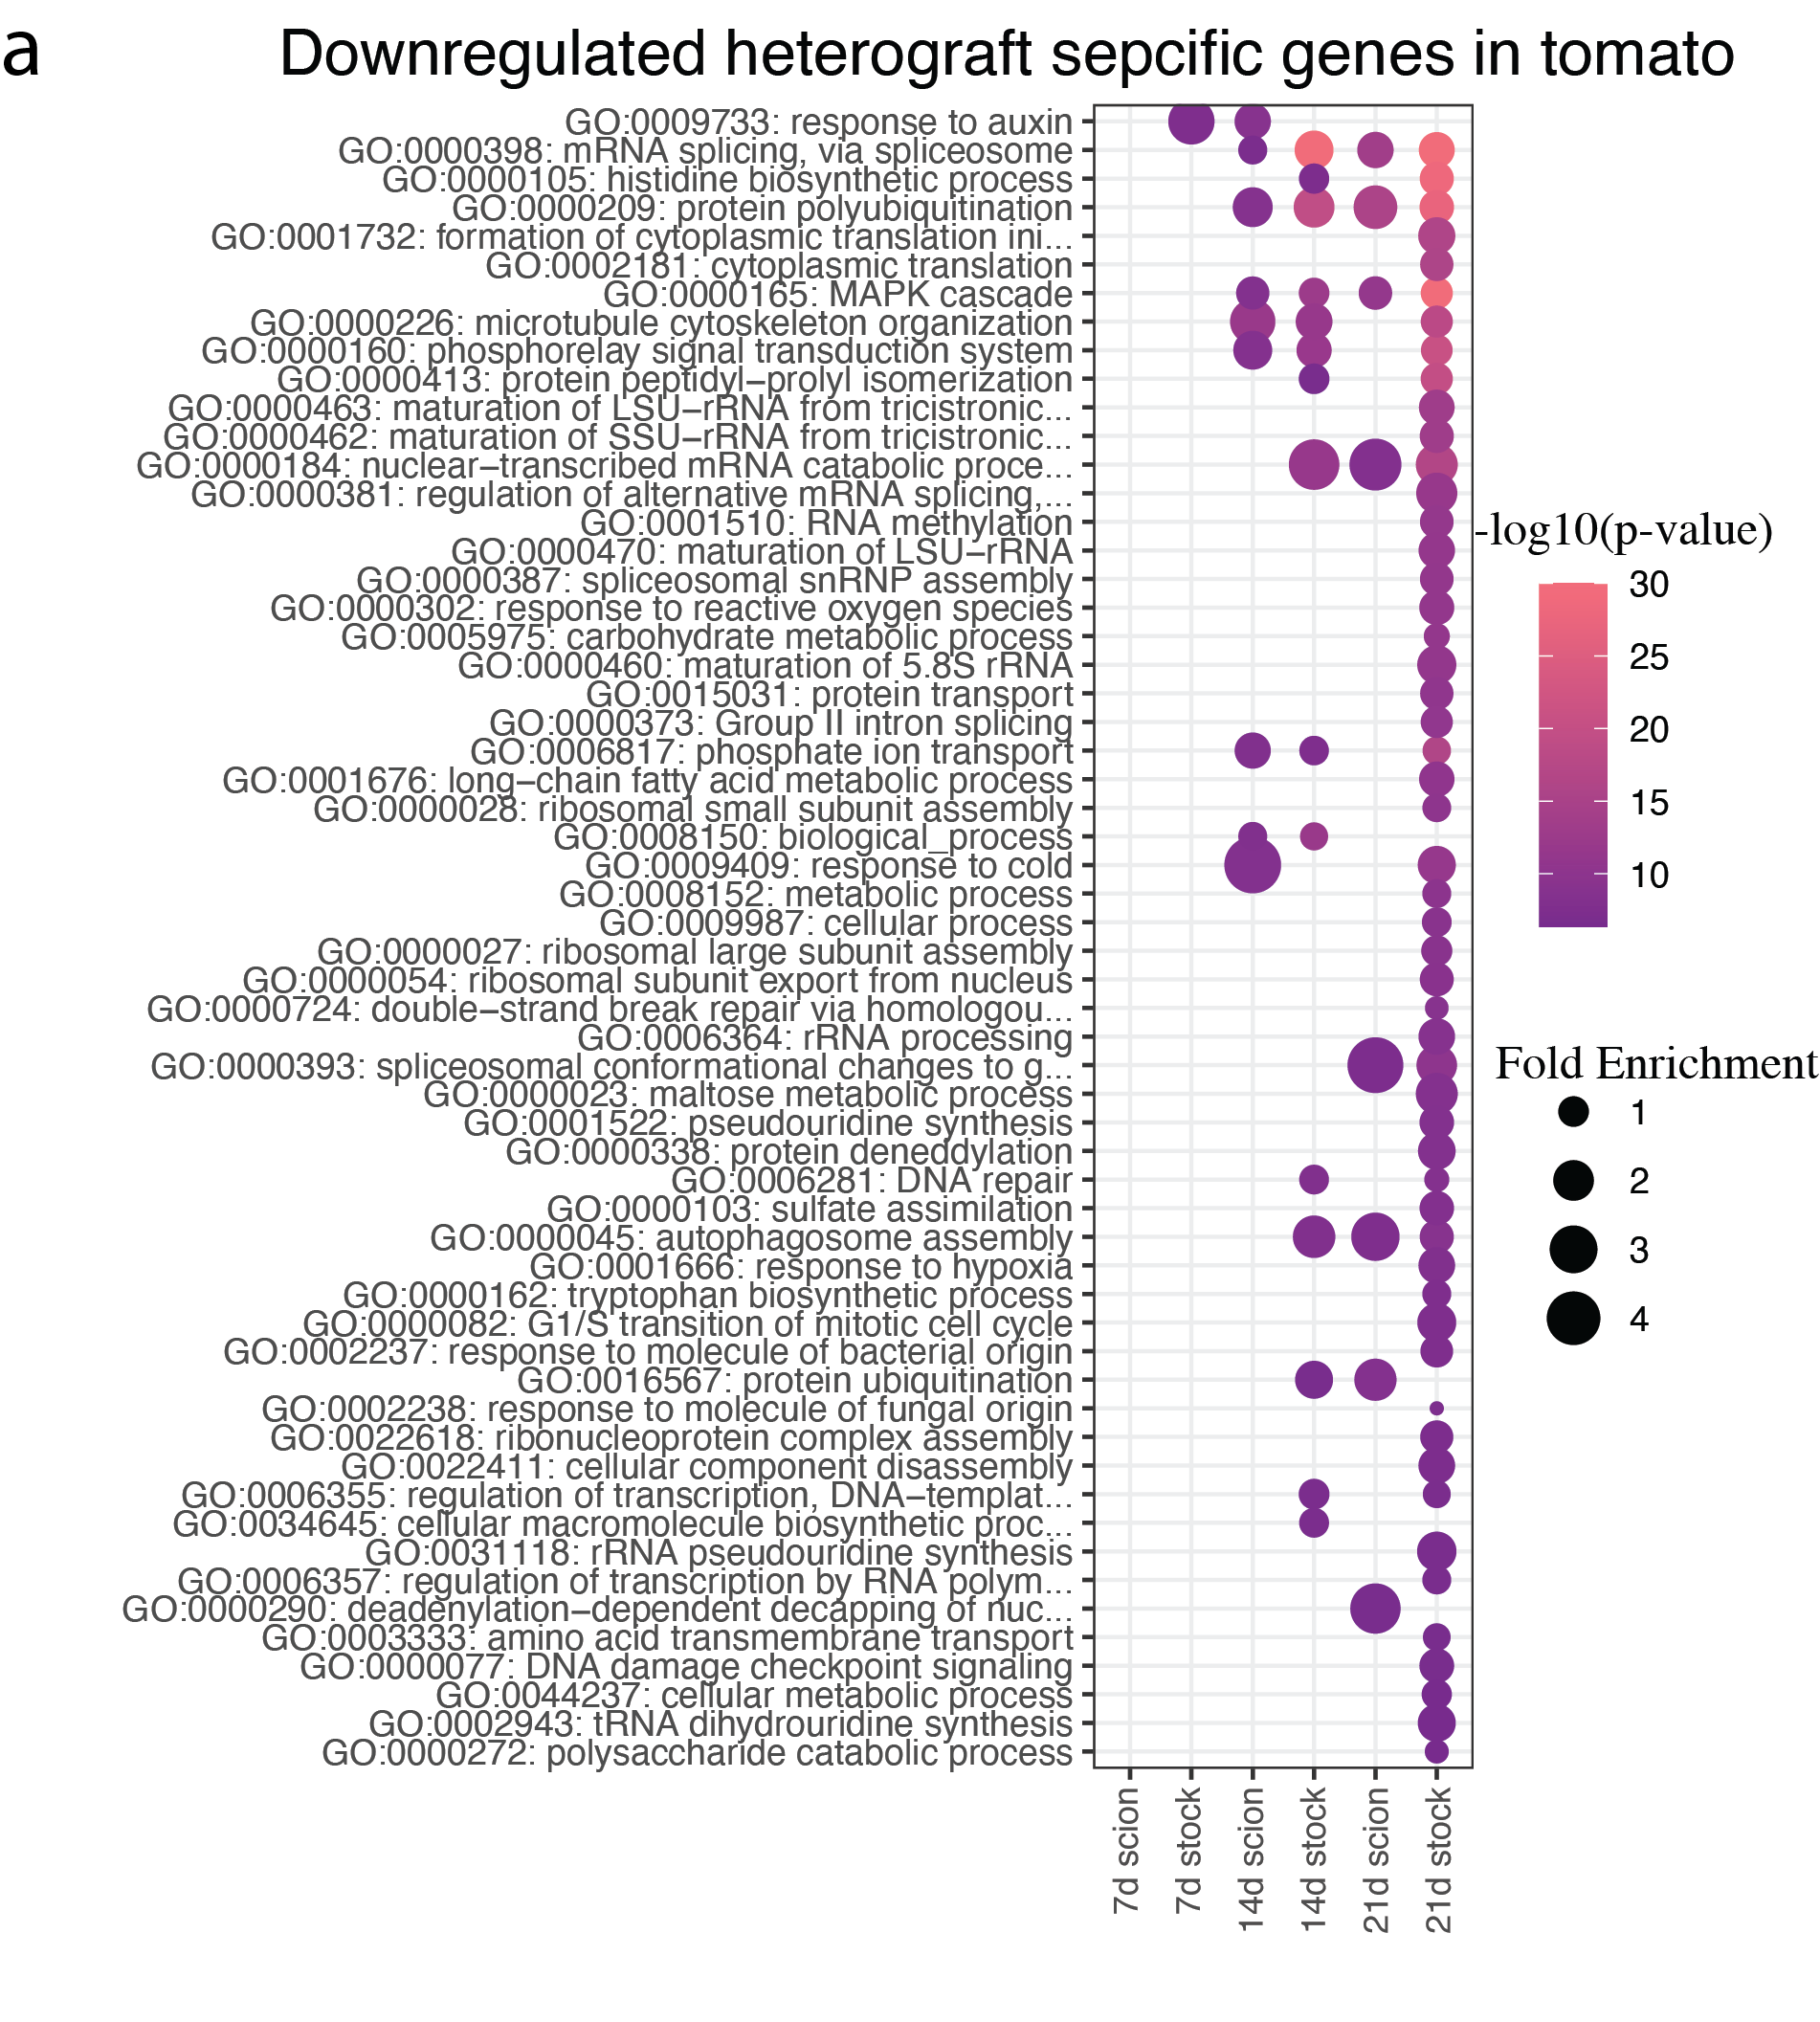

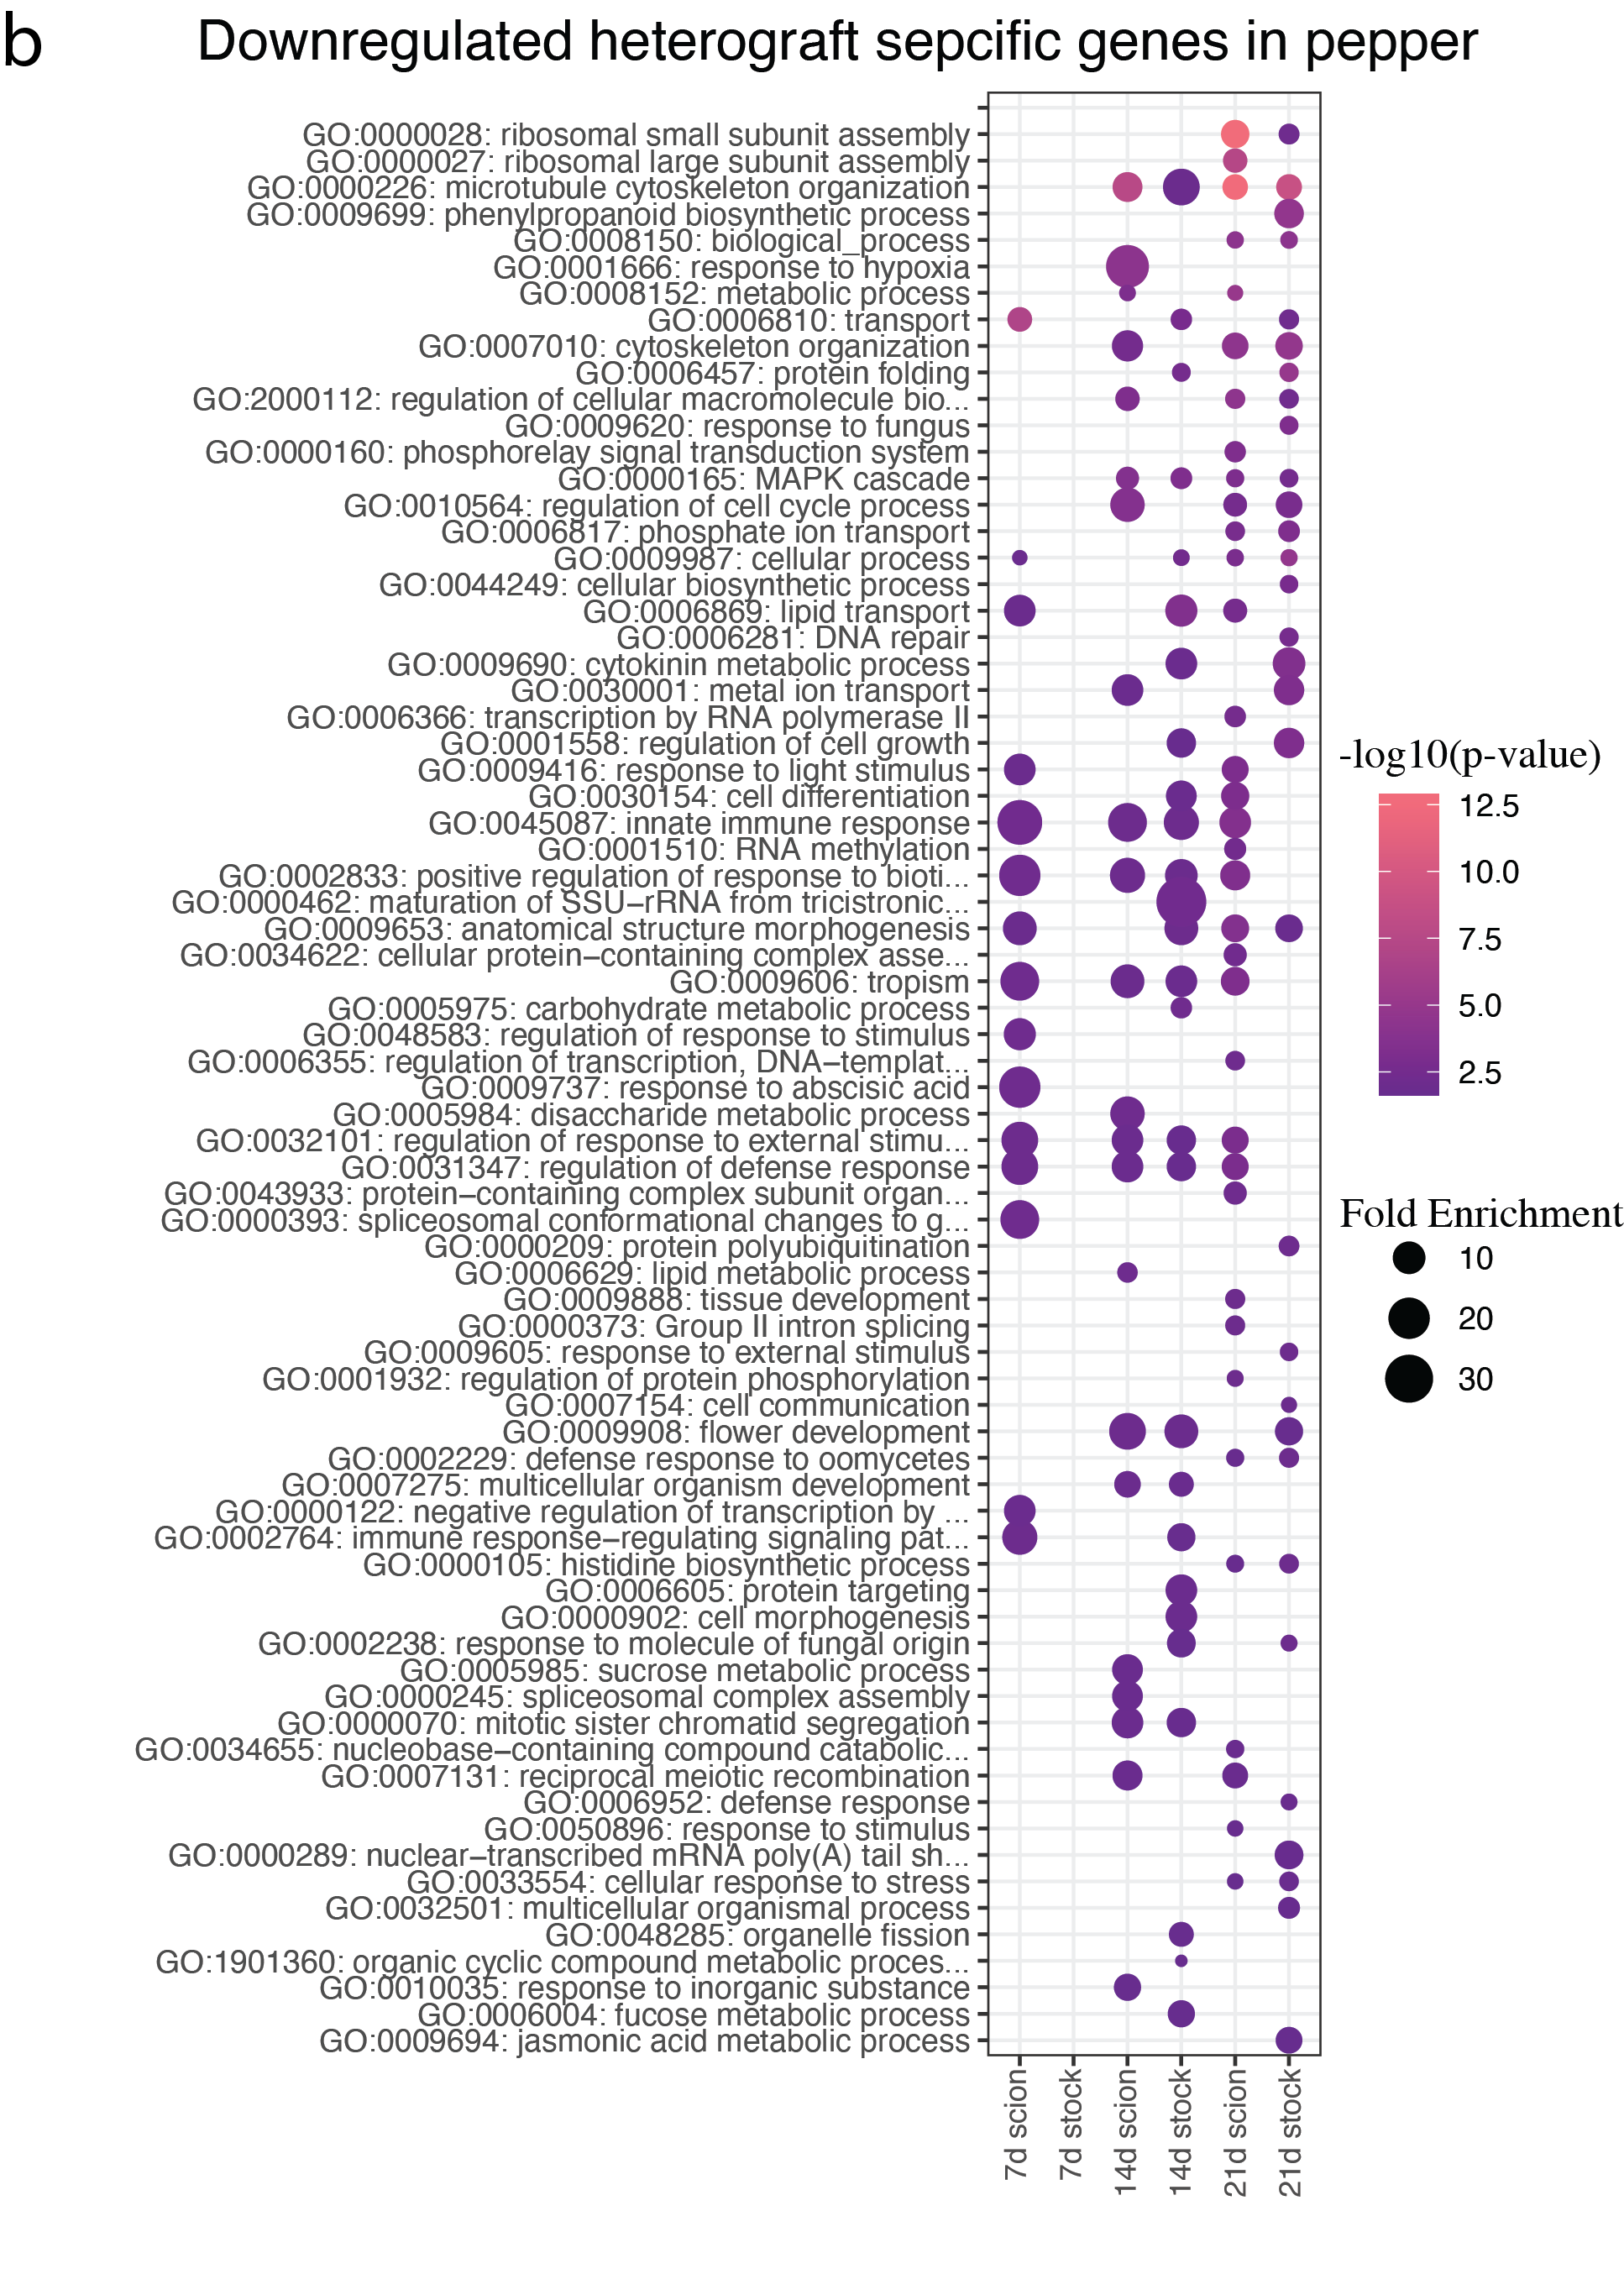

**Figure S13: Incompatible graft-specific downregulated genes GO enrichment**

**(**a-b) Uniquely downregulated incompatible graft genes were determined by performing likelihood ratio testing (p<0.05) on ungrafted, self-graft scion, and incompatible graft scion as well as ungrafted, self-grafted stock, and incompatible stock tissue. The genes downregulated in only the incompatible graft tissue were used to perform GO enrichment. GO terms enriched in downregulated incompatible grafted tomato tissue at 7, 14, and 21 DAG  (a). GO terms enriched in downregulated incompatible grafted pepper tissue at 7, 14, and 21 DAG (b).

**
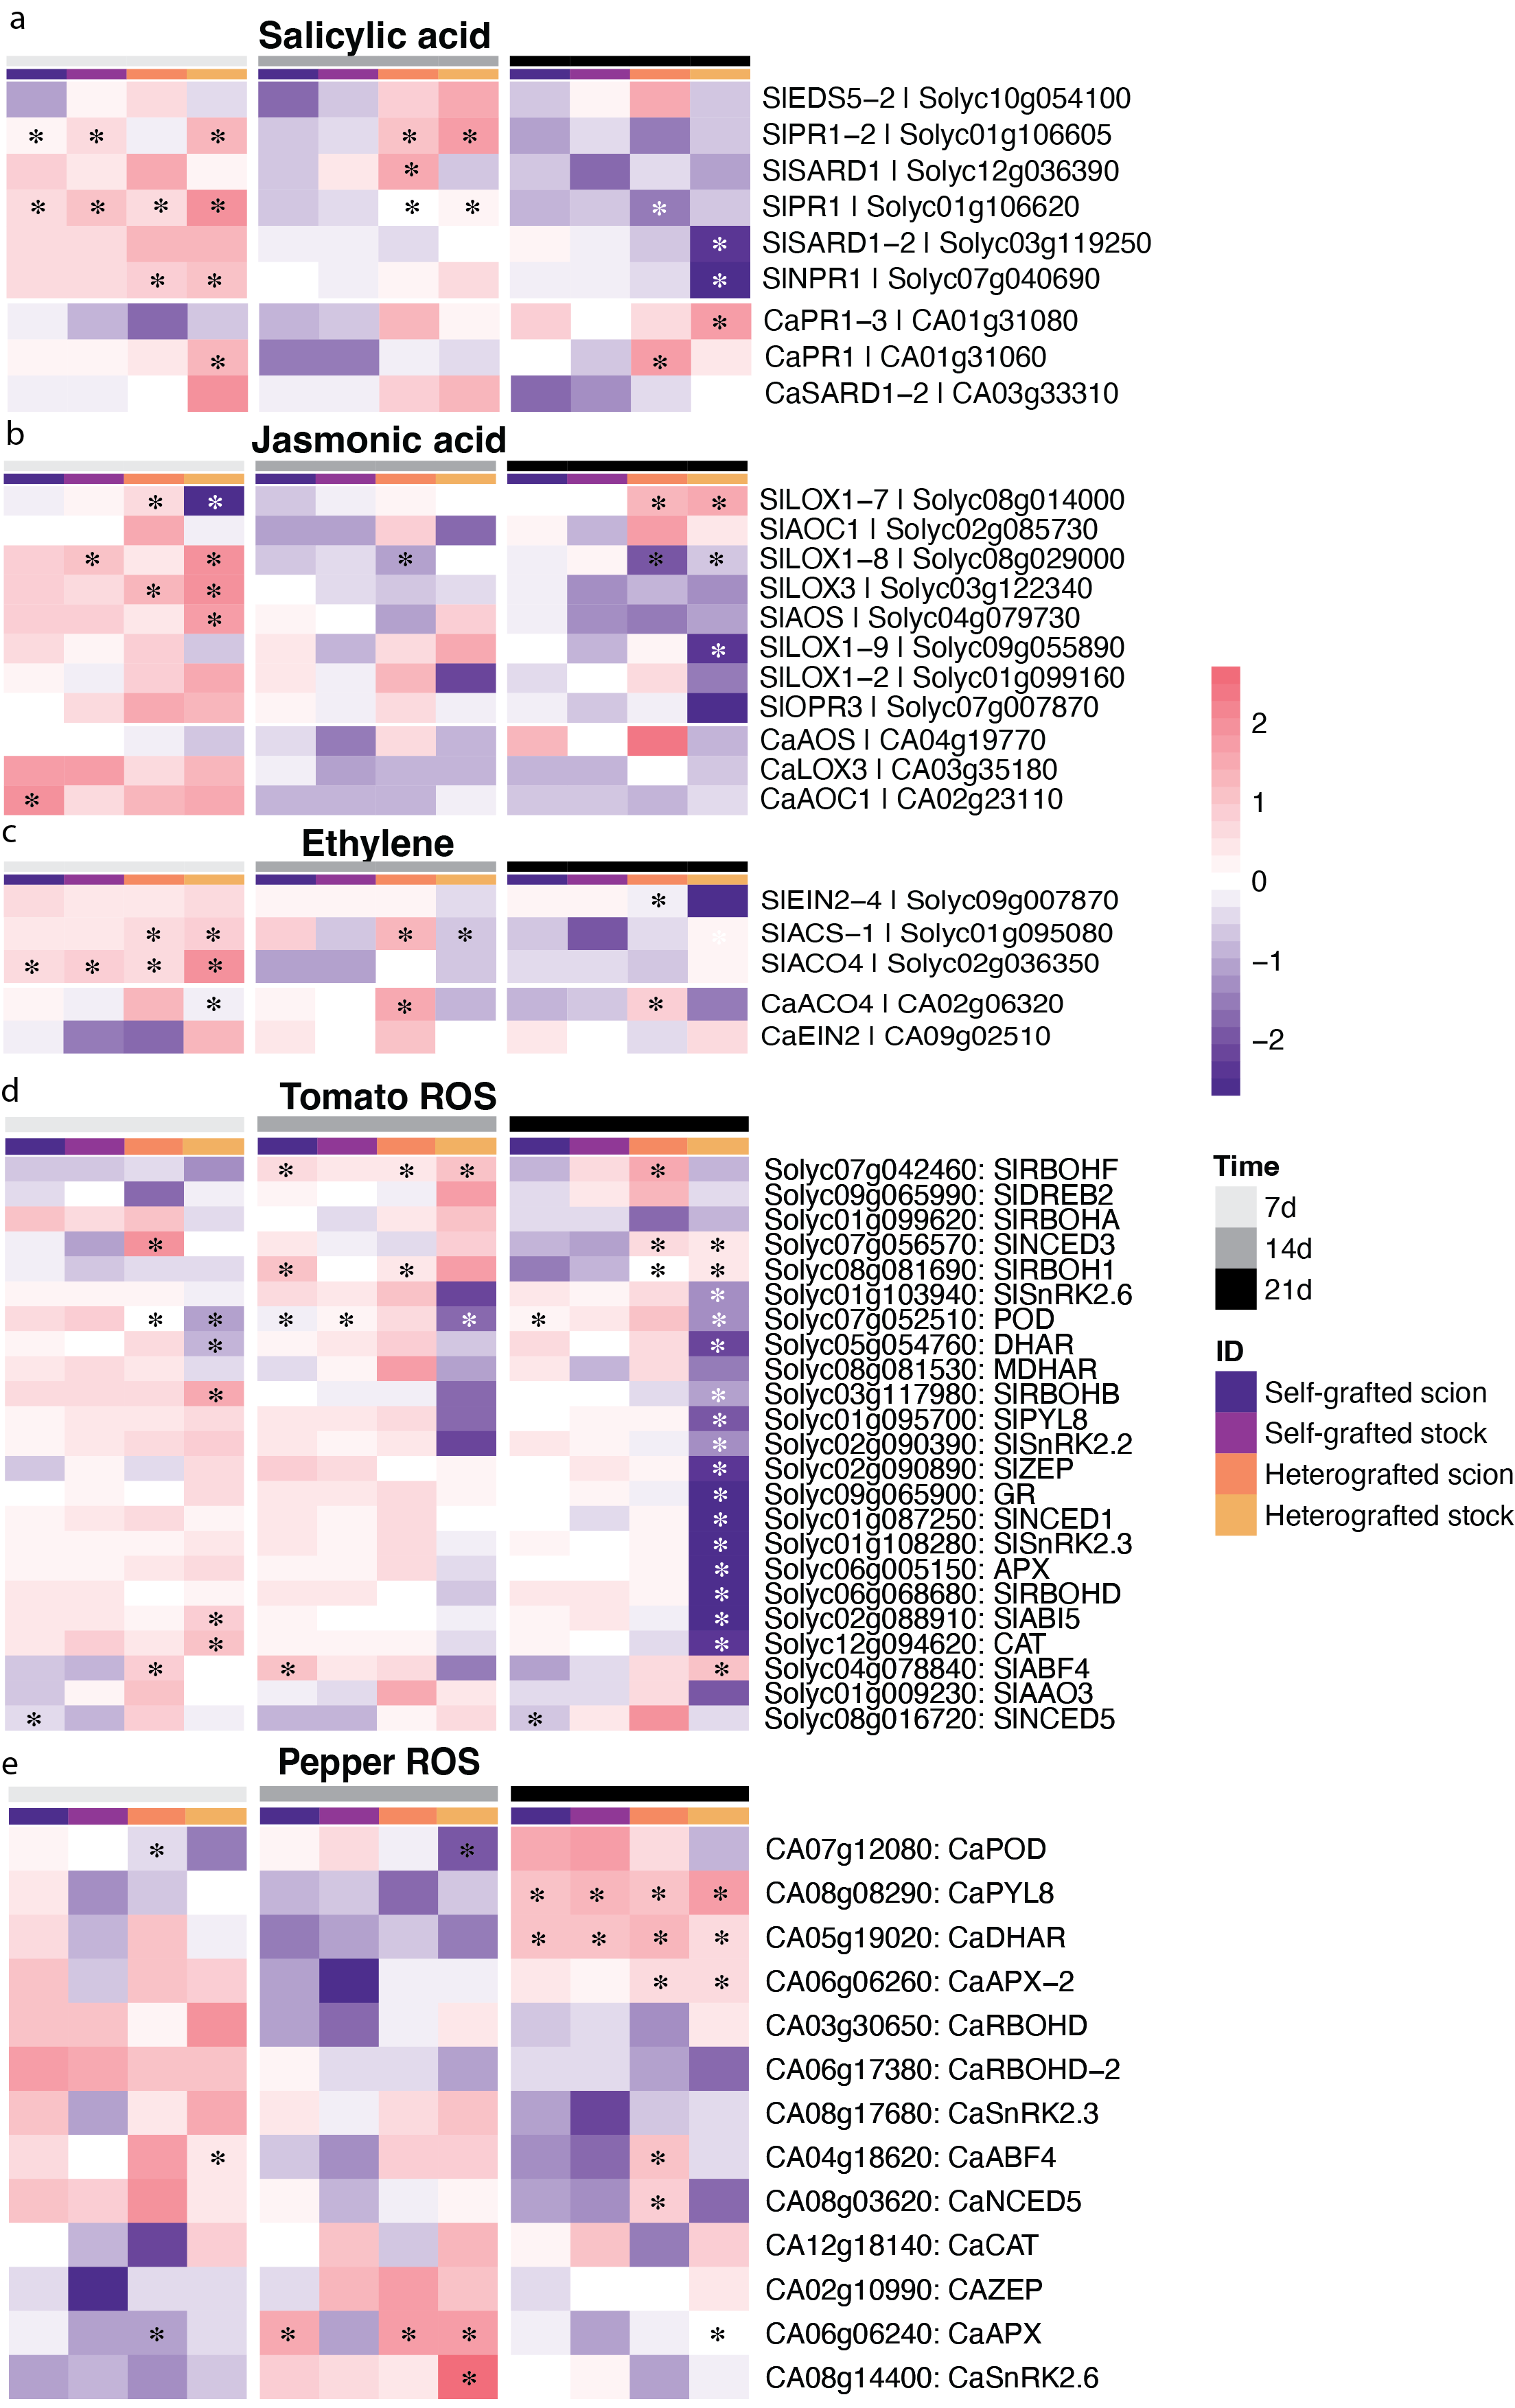
**

### Figure S14: Hormonal regulation but not ROS production is upregulated in incompatible grafts

(a-c) The LFC (ungrafted vs. grafted) of known genes involved in hormonal biosynthesis and signaling for salicylic acid (a), jasmonic acid (b), and ethylene (c). (d-e) The LFC (ungrafted vs. grafted) of genes involved in ROS and ABA signaling in tomato (d) and pepper (e). The tissue is denoted by colored columns where self-grafted scions are dark purple, self-grafted stocks are light purple, heterografted scions are orange, and heterografted stocks are yellow. The days after grafting are denoted by colored columns where 7 DAG are white, 14 DAG are grey, and 21 DAG are black. The LFC was scaled by row. LFC greater than |1.5| with an adjusted p-values less than 0.05 are notated by an asterisk.

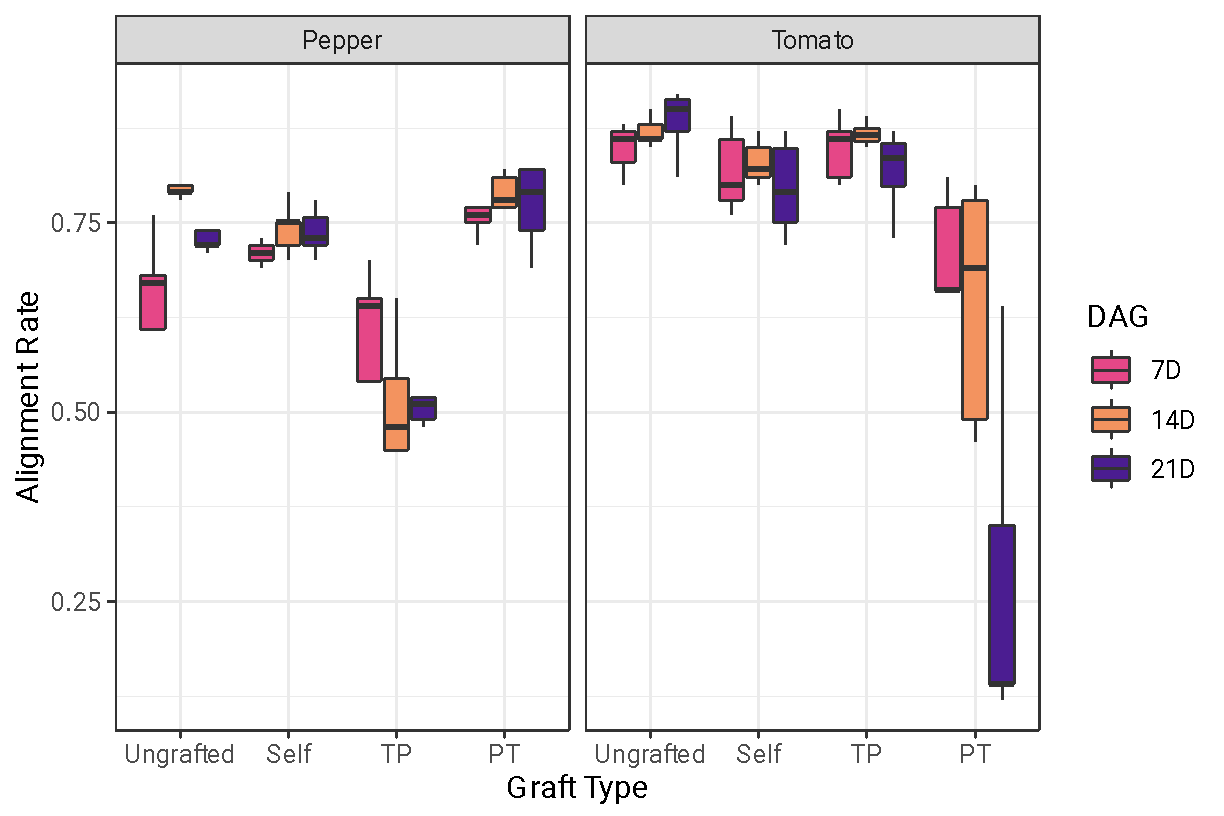

### Figure S15: RNA quality decreases over time in incompatible stocks

RNA quality can be correlated to alignment rates; Alignment rates were determined using STAR [(Dobin et al. 2013)](https://paperpile.com/c/mpVFWb/Kbiq). Transcripts from tomato were aligned to the *Solanum lycopersicum* (ITAG4.0) genome and transcripts from pepper were aligned to the *Capsicum annuum* (CM334) genome [(Kim et al. 2014; Hosmani et al. 2019)](https://paperpile.com/c/mpVFWb/EsX6+XldE2). Boxplots show the quadrant of data points, where pink is 7 DAG, orange is 14 DAG, and purple is 21 DAG.

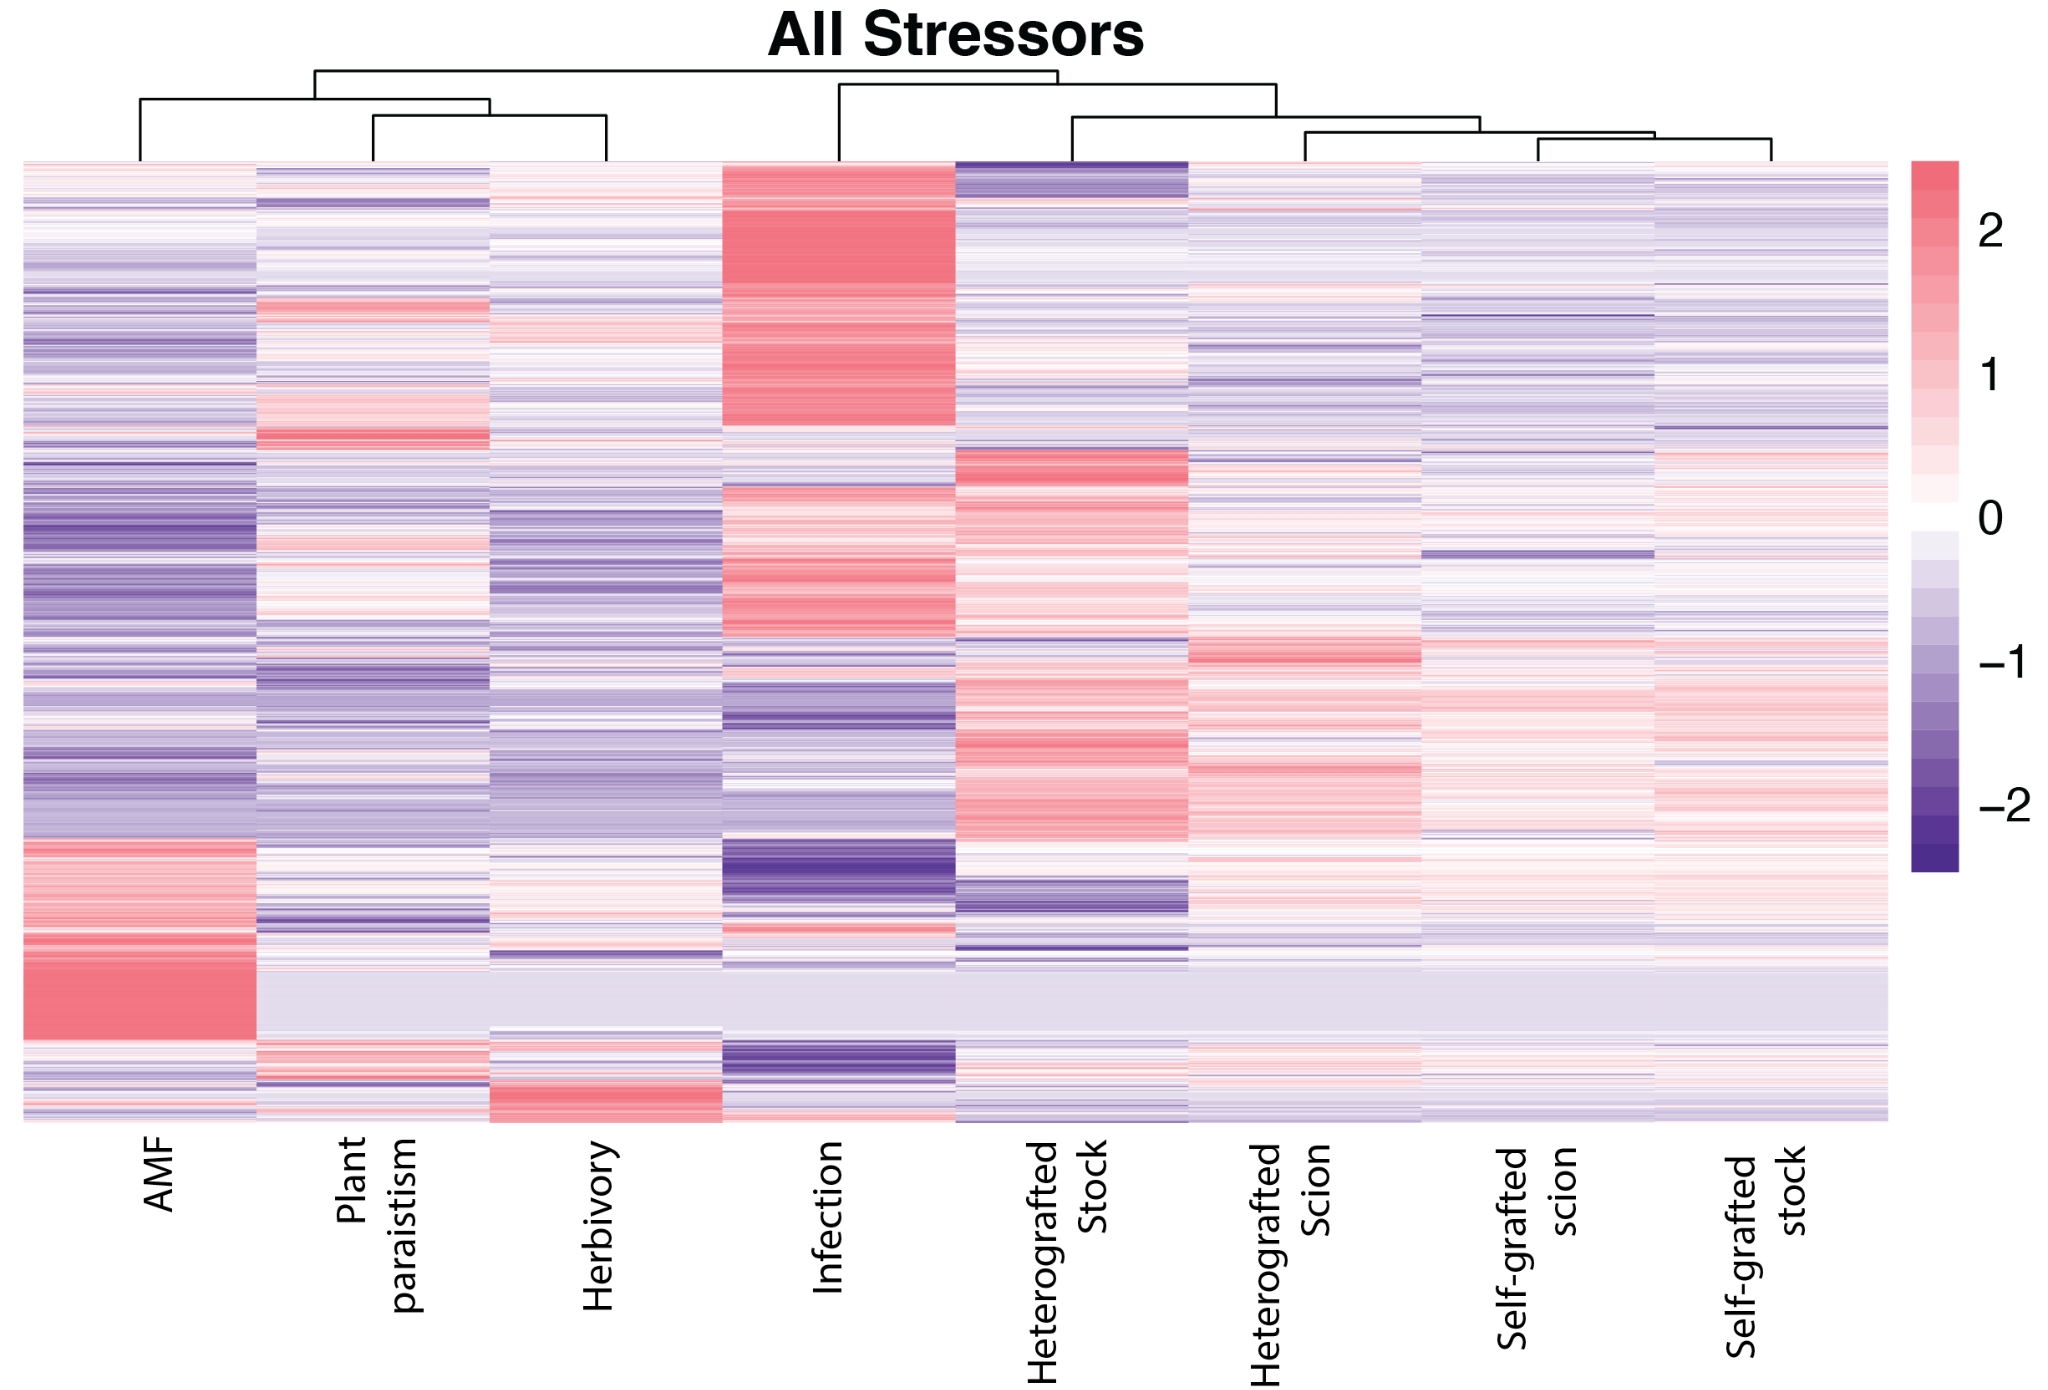

### Figure S16: Biological stressors upregulate distinct and shared genetic responses

Heatmap depicts the upregulated genes from the scion or stock of compatible grafts, scion or stock of incompatible grafts, symbiotic fungal colonization (AMF), plant parasitism, caterpillar herbivory, and necrotrophic fungi infection. All genes were pooled and the log-fold change between control and stressors were calculated and plotted. Gene expression was scaled by row and clustered using Complete distance.

### Methods S1: Plant material and growth conditions

To trigger germination, *Capsicum annuum, Capsicum chinense* (pepper), and *Solanum lycopersicum* (tomato) seeds were treated with 50% bleach for 30 seconds and then rinsed five times with sterile distilled water. Tomato seeds were germinated on wet paper towels in Phytotrays (Sigma-Aldrich) that were placed in the dark for 72 hours, transferred to the light for 72 hours, and then transplanted into Lambert LM-111 soil. Pepper seeds were sandwiched between two wet paper towels in Phyotrays and placed onto heat mats under 16:8 day/night light cycles for 7 days then transplanted into Lambert LM-111 soil. Tomato and pepper seedlings were grown in climate-controlled chambers set to 23 C with 16:8 day/night light cycles under F54T5/841/HO fluorescent bulbs (500-800 µmol/m^2^/sec).

### Methods S2: Grafting

*Capsicum sp.* seeds were grown as described above. Seven days later *Solanum lycopersicum* (Var. M82) seeds were grown as described above. Twenty-one-day-old pepper seedlings and 14-day-old tomato seedlings, which have the same stem diameter (1mm), were joined with a slant or wedge graft on the internode between the cotyledons and first leaf [(Kubota et al. 2008)](https://paperpile.com/c/mpVFWb/shndk). Grafts were held together with 1.5 mm silicon-top grafting clips (Johnny’s Selected Seeds, Albion, ME, USA). Grafted plants were generously watered, covered with plastic domes, and placed in the dark for 3 days. On day 4, plants were returned to light (500-800 µmol/m^2^/sec).

### Methods S3: Pepper compatibility grafts

100 *Capsicum annuum* var. California Wonder (CW), 100 RC Cayenne (Cayenne), 80 Doux des Landes (DDL), and 100 *Capsicum chinense* var. Habanero seeds were grown as described above. Seven days later, 200 *Solanum lycopersicum* (Var. M82) seeds were grown as described above. Grafts were performed in each of the following combinations: tomato:tomato, CW:CW, habanero:habanero, cayenne:cayenne, DDL:DDL, tomato:CW, CW:tomato, tomato:habanero, habanero:tomato, tomato:cayenne, cayenne:tomato, tomato:DDL, DLL:tomato. Plastic domes were vented 7 DAG and removed 14 DAG. The survival of various pepper-tomato graft combinations was monitored for 30 days (3, 7, 14, 21, and 30 DAG). 30 days after grafting the diameter of the scion and stem directly above the stem was measured using a digital caliper. The difference between the two measurements was noted. A subset of the surviving grafts were utilized for bend tests and vascular connectivity microscopy.

### Methods S4: Propidium Iodide Staining

Graft junctions were collected 30 DAG fixed in ice-cold Formalin-Alcohol-Acetic Acid (FAA) under a vacuum for 2 hours. After fixing in FAA, and dehydrating and rehydrating tissue, the samples were stained with 20 µg/ml propidium iodide (Acros Organics, CAS:25535-16-4) for 1 hour and rinsed with phosphate buffered saline. Tissue was then dehydrated again in the dark, and gradually transferred into methyl salicylate clearing agent. Finally, the tissue was cleared in 100% methyl salicylate at 4 C for 2 weeks. Fully cleared graft junctions were imaged on a Zeiss LSM880 Confocal Microscope using an Argon Laser 514 nm beam.

### Methods S5: Bend Test

Graft junction integrity was tested using manual bending as described [(Thomas et al. 2022)](https://paperpile.com/c/mpVFWb/y9EFt). 12 self-grafted tomato, 18 self-grafted CW, 6 self-grafted DDL, 22 self-grafted Habanero, 19 self-grafted cayenne, 10 tomato:CW, 9 CW:tomato, 13 tomato:DDL, 6 DDL:tomato, 6 tomato:Habanero, 5 Habanero:tomato, 9 tomato:cayenne, and 9 cayenne:tomato junctions were tested. Stems that broke at the graft junction were marked as broken, stems that did not break or broke at a different point of the stem were considered not broken.

### Methods S6: Instron three-point bend test

200 *Capsicum annuum* var. California Wonder (CW) seeds and 200 *Solanum lycopersicum* Var. M82 seeds were grown and grafted as described previously. These plants were transported to the University of Delaware 30 DAG for 3-point bending testing on an Instron 5943 (Norwood, Massachusetts USA) equipped with a 100 N load cell (Instron 2530 Series static load cell, Norwood, Massachusetts USA). [(Ennos, Crook, and Grimshaw 1993; Goodman and Ennos 2001)](https://paperpile.com/c/mpVFWb/Sgneh+vXpTV). Quantification of the mechanics of the graft junction was measured on a 17.5 mm span length custom 3-point bend fixture using a segment of the stem ranging from 18.7-29.8 mm in length [(Hostetler et al. 2022)](https://paperpile.com/c/mpVFWb/5SiHV). Stems were aligned so that the anvil was directly above the graft junction. Ungrafted and self-grafted plants were preloaded to 0.2 N; tomato:pepper grafts were preloaded to 0.01N and pepper:tomato grafts to 0.001N before data collection. The preload was reduced in inter-species grafts to capture the range of force required to displace the junction. All tests were performed by constant rate displacement of the top anvil at a rate of 1 mm/min, until junction failure or until the force-displacement curve leveled out. Force-displacement data were captured with Bluehill 3 software (Instron, Norwood, Massachusetts USA). 9 ungrafted tomato, 10 ungrafted tomato, 13 self-grafted tomato, 9 self-grafted pepper, 12 tomato:pepper, and 3 pepper:tomato plants were tested. Bio-replicates were limited in pepper:tomato grafts due to low survival rates. Furthermore, a two-sided power analysis (G*Power), which incorporated the mean k value, and standard deviation, was utilized to calculate the appropriate sample size [(Faul et al. 2009)](https://paperpile.com/c/mpVFWb/barOQ+JmTlm). The power analysis showed that a sample size of only 7 would be adequate to perform a t-test. We were unable to reach this value for all graft combinations but feel confident in our analysis due to the low standard deviation.

The force-displacement curves (N/mm) represent the structural stiffness (K) of the junction [(Hostetler et al. 2022)](https://paperpile.com/c/mpVFWb/5SiHV). The moment of inertia was calculated from caliper measurements of the graft junction geometry (Equation 1).

$I = \frac{\pi}{4} (a_{o}^{3}\times b_{o})$ Equation 1

where $\pi$ = 3.1415, a_o_ is the minor axis perpendicular to bending, and b_o_ is the major axis parallel to bending.

The structural bending modulus was calculated using K, the fixture span length (L, 17.5mm), and the moment of inertia (I) (Equation 2) [(Hostetler et al. 2022; Al-Zube et al. 2018)](https://paperpile.com/c/mpVFWb/5SiHV+JwNdk).

$Bending Modulus =K \times\frac{L^{3}}{48I}$ Equation 2

### Method S7: DAMP Assay

100 Tomato and 100 pepper seeds were sterilized and germinated on sterile seed germination medium as previously described [(Van Eck, Keen, and Tjahjadi 2019)](https://paperpile.com/c/mpVFWb/klb6). Pepper seeds were started 2 days before tomato. 7 days after sowing pepper and 5 days after sowing tomato, plants were removed from the media, and the hypocotyls of 50 tomatoes and 50 peppers were carefully cut into 3 mm pieces. Hypocotyls were placed in a 5x5 grid on fresh preculture medium [(Van Eck, Keen, and Tjahjadi 2019)](https://paperpile.com/c/mpVFWb/klb6). The exact placement of the tissue was noted by marking the plates with a permanent marker. The plates were placed in the dark at 22 C for 7 days. The explants were moved off of plates. Half of the tomato explants (n=25) were moved back onto a plate where tomato was previously cultured, making sure the tissue sits exactly on the previous marker line. The remaining tomato explants (n=25) were placed on plates that previously cultured pepper plants. Half the pepper plants were placed on plates that previously cultured tomato (n=25) and half the pepper plants were placed on plates that previously cultured pepper (n=25). The plates were returned to the dark (22 C) for 7 more days. After 14 days of culture total, the plates were imaged and the area of callus growth was quantified using ImageJ [(Van Eck, Keen, and Tjahjadi 2019; Schindelin et al. 2012)](https://paperpile.com/c/mpVFWb/klb6+dPvO5).

### Methods S8: Trypan Blue staining

*Capsicum annuum* var. California Wonder (CW) and *Solanum lycopersicum* Var. M82 were grafted as previously described. The junctions were cut from the plant with at least 1 cm of space between the cut and the graft junction to prevent the mechanical processes of cutting out the junction from interfering with cell death within the graft interface. Junctions were transferred into fresh 1% Trypan Blue and stained as previously reported (Fernández-Bautista, 2016). Junctions were cut transversely immediately preceding imaging on a Leica M205 fluorescent dissecting microscope using an EL6000 Mercury Metal Halide light source.

Images of Trypan Blue stained plants were adjusted for white balance. ImageJ was used to quantify areas of deep cell death [(Schindelin et al. 2012)](https://paperpile.com/c/mpVFWb/dPvO5). Regions with many layers of Trypan Blue stained tissue image as black. The blue channel was extracted, set to a threshold of 60-70/255, and the area of the deep tissue cell death was calculated. The total area of the junction used was determined by measuring 1.25 mm above and below the graft site. The width of the graft differed from plant to plant. The area of the junction was calculated based on a color threshold. The area of non-viable tissue, the area of the graft junction, and the percent of the junction containing non-viable tissue were calculated.

### Methods S9: TUNEL Assay

*Capsicum annuum* var. California Wonder (CW) and *Solanum lycopersicum* Var. M82 were grafted as previously described Junctions from 7, 14, and 21 DAG and ungrafted tissue of the same age. On each time point, 8 self-grafted tomato, 12 self-grafted pepper, 12 tomato:pepper, and 12 pepper:tomato graft junctions were collected. Similar regions of the stem were collected from 4 ungrafted tomato and 4 ungrafted pepper plants. The tissue was fixed in ice-cold FAA under a vacuum for 1 hour, then transferred to fresh FAA overnight at 4C. The tissue was dehydrated and then placed in 1:1 100% ethanol:polyester wax (Steedman’s Wax) kept at 37 C overnight. The tissue was moved through a series of 5 fresh 100% wax changes over 2 days. Wax and tissue were oriented in molds and tissue cassettes were immediately pressed against the wax. Wax blocks were allowed to solidify overnight at room temperature. Blocks were sectioned on Leica RM 2135 rotary microtome at 10 μm thickness. Ribbons were oriented on Poly-L-Lysine (Electron Microscopy Sciences, CAS 63410-01) coated slides. Room temperature water was pipetted on the slides and allowed to sit for 10 minutes to allow for expansion. Water was then removed, and slides were incubated flat at 40C for 10 minutes to ensure proper adhesion and allowed to dry overnight at room temperature.

Slides were de-paraffinized in 100% ethanol. Tissue was processed using the Promega DeadEnd™ Fluorometric TUNEL System according to the manual’s instructions. Steps were optimized for this experiment including adjusting the Proteinase K incubation time to 15 minutes and not utilizing the cover slips. The final tissue was counterstained in 1 ug/ml PI in PBS, coated in Vecta-shield mounting solution, and sealed under a coverslip using clear nail polish. The sides were either immediately imaged or kept at 4C overnight. Slides were imaged on a Zeiss LSM880 Confocal Microscope using an Argon Laser 514 nm beam. Fluorescein-tagged nuclei were viewed at 520 nm (nucleus of apoptotic cells and auto-fluorescent) and false color cyan. Propidium iodide was viewed at 620 nm (all nuclei and cell walls) and false color magenta.

### Method S10: RNA-sequencing and bioinformatic processing

*Capsicum annuum* v*ar. California Wonder* (CW) and *Solanum lycopersicum* *Var. M82* were grafted as previously described. A 0.5 cm piece of stem from the scion and stock were collected from 5 biological replicates for each sample. Young or heterografted plants could be separated by hand, while older more established grafts were cut down the graft junction with a clean razor blade. Each piece of tissue was flash frozen and ground with a mortal and pestle. Total RNA was purified from Trizol-extracted samples using the Monarch Total RNA Miniprep Kit (NEB #T2010) as described in their protocol. On-column DNase I treatment was performed as described in the kit protocol. RNA was eluted into 40 ul of water. The concentration and quality of the RNA was determined by Nanodrop and Fragment Analyzer. Libraries were built by the Cornell Institute of Biotechnology, Biotechnology Resource Centre using the Lexogen QuantSeq FWD prep kit and Poly(A) RNA Selection Kit V1.5 and subjected to high-throughput sequencing with the Illumina NextSeq 500/550 High-output kit. Fasta files were quality checked using FastQC 0.12.1 [(“Website,” n.d.)](https://paperpile.com/c/mpVFWb/Y0LjU) and TruSeq3 adaptors trimmed with Trimmomatic v0.39 [(Bolger, Lohse, and Usadel 2014)](https://paperpile.com/c/mpVFWb/Yrrqk) with a head crop setting of 12, trailing setting of 3, minimum length of 52, and a sliding window of 4:20.The polyA tail was trimmed using Prinseq v0.20.4 [(Schmieder and Edwards 2011)](https://paperpile.com/c/mpVFWb/opQVz) with the left and right tail length (i.e. trim_trail_left) of 8 and the minimum length of 40. Genome indexes were built for tomato and pepper using the ITAG4 [(Hosmani et al. 2019)](https://paperpile.com/c/mpVFWb/XldE2) and CM334 [(Kim et al. 2014)](https://paperpile.com/c/mpVFWb/EsX6) models respectively. Reads were aligned using STAR 2.7.10b [(Dobin et al. 2013)](https://paperpile.com/c/mpVFWb/Kbiq) with two pass mode. Tomato and pepper reads aligned at an average rate of 78% and 69%, respectively. Files were sorted using Samtools 1.18 [(Danecek et al. 2021)](https://paperpile.com/c/mpVFWb/VNpaY) and assembled using Strintie version 2.2.1 [(Pertea et al. 2015)](https://paperpile.com/c/mpVFWb/fmMZB). Differential expression analysis was performed using Deseq2 [(Love, Huber, and Anders 2014)](https://paperpile.com/c/mpVFWb/7LjNE) and Tidyverse (Wickham *et al*., 2019). Genes containing less than 10 reads on average or 0 reads in 75% of the samples were filtered from the data. Principle component analysis was performed on normalized samples, and outliers with low read counts were removed from the subsequent analysis. Correlations were determined using ggcorrplot (Kassambara, 2019) as Spearman correlation. Differential analysis was performed separately for each time point. Data was subset using Tidyverse and dplyr (Wickham *et al*., 2019, Wickham *et al*., 2023). Wald Tests were performed between ungrafted stems and self-grafted scions, self-grafted stocks, heterografted scions, and heterografted stocks. Significant differential expression was defined as an adjusted p-value less than 0.05 and a log fold change greater than 1.5 or less than -1.5. Likelihood ratio testing was performed on all samples at each time point and position (i.e. 7 DAG-scion would include self-grafted scions, heterografted scions, and ungrafted stem). From this comparison, significant genes were extracted, plotted, and clustered using DEGreport and lasso2 (Pantano, 2023, Lokhorst et al., 2021), where time was set to the sample, and col to null. Genes that showed a pattern of specific upregulation in the heterografted tissue were notated. The Wald lfc between the ungrafted tissue and heterografted tissue was determined for those genes across all tissue types. The lfc was plotted using pheatmap where the rows are scaled and clustered. The gene ontology of these genes was determined using topGO (Rahnenfuhrer, 2023). Gene2GO terms were generated using Blast2Go [(Conesa and Götz 2008)](https://paperpile.com/c/mpVFWb/5UUe). The CM334 pepper and ITAG4 tomato peptide sequences were utilized with default settings[(Kim et al. 2014)](https://paperpile.com/c/mpVFWb/EsX6). GO enrichment was determined using a topGO significance cut-off from the Weight01 algorithm and Fisher’s Statistic, with a p-value cut-off of 0.05.

### Method S11: Orthogroup Parsing

Orthogroups were determined using OrthoFinder with Diamond as the sequence search program, with an MCL inflation parameter of 5 for tight clustering (Emms and Kelly 2019; Buchfink et al. 2014). The *Solanum lycopersicum* (ITAG4), *Capsicum annuum* (CM334), and *Arabidopsis thaliana* (TAIR11) peptides sequences were used [(Kim et al. 2014; Hosmani et al. 2019a; Cheng et al. 2017)](https://paperpile.com/c/mpVFWb/khYy+5oCV+kD1F). For loose clustering between tomato and Arabidopsis, the previously published orthogroups were utilized [(Thomas et al. 2022)](https://paperpile.com/c/mpVFWb/y9EFt). Genes uniquely upregulated in the incompatible grafts were determined via LRT as previously described. Each of these DEGs, in both tomato and pepper, were assigned an ortho-grouping. The overlap between the two lists of orthogroups was parsed using R for each tissue-time combination (R Core Team 2020, Wickham 2011).

### Method S12: Comparative Transcriptomics

Publicly available RNA-seq data was downloaded using SRA-tools (https://github.com/ncbi/sra-tools/wiki) and fastq-dump (<https://ncbi.github.io/sra-tools/fastq-dump.html>). The samples were processed similarly to the original data with a few exceptions. Samples from [(Ke et al. 2021)](https://paperpile.com/c/mpVFWb/bvAp) and [(Zeng et al. 2023)](https://paperpile.com/c/mpVFWb/kRol) were paired-end and thus scripts were altered to adjust for this where needed. Samples from [(Lionetti and Vicré 2023)](https://paperpile.com/c/mpVFWb/43qB) were exceptionally short reads due to the nature of the collection, and thus the minimum length allowed for by Trimmomatic was lowered to 25 bp [(Lionetti and Vicré 2023; Bolger, Lohse, and Usadel 2014)](https://paperpile.com/c/mpVFWb/43qB+Yrrqk). All samples were aligned using the ITAG4 *Solanum lycopersicum* genome with HiSat2 [(Lionetti and Vicré 2023; Bolger, Lohse, and Usadel 2014; Kim et al. 2019)](https://paperpile.com/c/mpVFWb/43qB+Yrrqk+k9Ik). Differential analysis was performed as described in DESeq2, where Wald tests were conducted between the control and stressed treatments. The significance thresholds were set at p<0.05 and lfc greater than 1.5 and less than -1.5.

### Method S13: Statistical analysis

All statistical computation and graphical visualization generation was performed in R v.4.1.2 (R Core Team, 2023). Statistical significance of survival and stem integrity were calculated using Fisher’s Exact Test. Compact letter display was generated using rCompanion (Mangiafico, 2020). All interval data was tested for normality and homoscedasticity using Wilks-Shapiro Test and Levene’s Test from the CAR package [(Fox and Weisberg 2018)](https://paperpile.com/c/mpVFWb/1zRXQ). Non-parametric data was tested using the Kruskal–Wallis one-way analysis of variance in place of ANOVA and the Wilcoxon signed-rank test in place of Tukey's Honest Significant Difference test. DAMP assay results were tested for significance using a Paired T-test. Plots were made in R using ggplot2 and dplyr (R Core Team, 2023; Wickham 2016; Wickham 2023).

### References

**Alexa A, Rahnenfuhrer J. 2023**. topGO: Enrichment Analysis for Gene Ontology. [doi:10.18129/B9.bioc.topGO](https://doi.org/10.18129/B9.bioc.topGO), R package version 2.54.0, <https://bioconductor.org/packages/topGO>.

[**Al-Zube, Loay, Wenhuan Sun, Daniel Robertson, and Douglas Cook. 2018**. “The Elastic Modulus for Maize Stems.” *Plant Methods* 14 (February): 11.](http://paperpile.com/b/mpVFWb/JwNdk)

[**Andrews, S. 2010**. FastQC: A Quality Control Tool for High Throughput Sequence Data http://www.bioinformatics.babraham.ac.uk/projects/fastqc/](about:blank)[.](http://paperpile.com/b/mpVFWb/Y0LjU)

[**Bolger, Anthony M., Marc Lohse, and Bjoern Usadel. 2014**. “Trimmomatic: A Flexible Trimmer for Illumina Sequence Data.” *Bioinformatics*  30 (15): 2114–20.](http://paperpile.com/b/mpVFWb/Yrrqk)

[**Cheng, Chia-Yi, Vivek Krishnakumar, Agnes P. Chan, Françoise Thibaud-Nissen, Seth Schobel, and Christopher D. Town. 2017**. “Araport11: A Complete Reannotation of the Arabidopsis Thaliana Reference Genome.” *The Plant Journal: For Cell and Molecular Biology* 89 (4): 789–804.](http://paperpile.com/b/mpVFWb/kD1F)

[**Conesa, Ana, and Stefan Götz. 2008**. “Blast2GO: A Comprehensive Suite for Functional Analysis in Plant Genomics.” *International Journal of Plant Genomics* 2008: 619832.](http://paperpile.com/b/mpVFWb/5UUe)

[**Danecek, Petr, James K. Bonfield, Jennifer Liddle, John Marshall, Valeriu Ohan, Martin O. Pollard, Andrew Whitwham, et al. 2021.** “Twelve Years of SAMtools and BCFtools.” *GigaScience* 10 (2). https://doi.org/](http://paperpile.com/b/mpVFWb/VNpaY)[10.1093/gigascience/giab008](http://dx.doi.org/10.1093/gigascience/giab008)[.](http://paperpile.com/b/mpVFWb/VNpaY)

[**Dobin, Alexander, Carrie A. Davis, Felix Schlesinger, Jorg Drenkow, Chris Zaleski, Sonali Jha, Philippe Batut, Mark Chaisson, and Thomas R. Gingeras. 2013.** “STAR: Ultrafast Universal RNA-Seq Aligner.” *Bioinformatics*  29 (1): 15–21.](http://paperpile.com/b/mpVFWb/Kbiq)

**Ennos, A. R., M. J. Crook, and C. Grimshaw. 1993.** “The Anchorage Mechanics of Maize,Zea Mays.” [*Journal of Experimental Botany*](http://paperpile.com/b/mpVFWb/Sgneh)

[**Faul, Franz, Edgar Erdfelder, Axel Buchner, and Albert-Georg Lang. 2009**. “Statistical Power Analyses Using G*Power 3.1: Tests for Correlation and Regression Analyses.” *Behavior Research Methods* 41 (4): 1149–60.](http://paperpile.com/b/mpVFWb/JmTlm)

[**Fox, John, and Sanford Weisberg. 2018.** *An R Companion to Applied Regression*. SAGE Publications.](http://paperpile.com/b/mpVFWb/1zRXQ)

[**Goodman, A. M., and A. R. Ennos. 2001.** “The Effects of Mechanical Stimulation on the Morphology and Mechanics of Maize Roots Grown in an Aerated Nutrient Solution.” *International Journal of Plant Sciences*. https://doi.org/](http://paperpile.com/b/mpVFWb/vXpTV)[10.1086/320780](http://dx.doi.org/10.1086/320780)[.](http://paperpile.com/b/mpVFWb/vXpTV)

[**Hosmani, Prashant S., Mirella Flores-Gonzalez, Henri van de Geest, Florian Maumus, Linda V. Bakker, Elio Schijlen, Jan van Haarst, et al. 2019.** “An Improved de Novo Assembly and Annotation of the Tomato Reference Genome Using Single-Molecule Sequencing, Hi-C Proximity Ligation and Optical Maps.” *bioRxiv*. https://doi.org/](http://paperpile.com/b/mpVFWb/XldE2)[10.1101/767764](http://dx.doi.org/10.1101/767764)[.](http://paperpile.com/b/mpVFWb/XldE2)

[**Hostetler, Ashley N., Lindsay Erndwein, Elahe Ganji, Jonathan W. Reneau, Megan L. Killian, and Erin E. Sparks. 2022**. “Maize Brace Root Mechanics Vary by Whorl, Genotype, and Reproductive Stage.” *Annals of Botany*, March. https://doi.org/](http://paperpile.com/b/mpVFWb/5SiHV)[10.1093/aob/mcac029](http://dx.doi.org/10.1093/aob/mcac029)[.](http://paperpile.com/b/mpVFWb/5SiHV)

**Kassambara, Alboukadel, and Maintainer Alboukadel Kassambara. 2019.** "Package ‘ggcorrplot’." R package version 0.1 3.3

[**Ke, Lanlan, Yangzi Wang, Martin Schäfer, Thomas Städler, Rensen Zeng, Jörg Fabian, Hannier Pulido, Consuelo M. De Moraes, Yuanyuan Song, and Shuqing Xu. 2021.** “Transcriptomic Profiling Reveals Shared Signalling Networks Between Flower Development and Herbivory-Induced Responses in Tomato.” *Frontiers in Plant Science* 12 (September): 722810.](http://paperpile.com/b/mpVFWb/bvAp)

[**Kim, Daehwan, Joseph M. Paggi, Chanhee Park, Christopher Bennett, and Steven L. Salzberg. 2019.** “Graph-Based Genome Alignment and Genotyping with HISAT2 and HISAT-Genotype.” *Nature Biotechnology* 37 (8): 907–15.](http://paperpile.com/b/mpVFWb/k9Ik)

[**Kim, Seungill, Minkyu Park, Seon-In Yeom, Yong-Min Kim, Je Min Lee, Hyun-Ah Lee, Eunyoung Seo, et al. 2014.** “Genome Sequence of the Hot Pepper Provides Insights into the Evolution of Pungency in Capsicum Species.” *Nature Genetics* 46 (3): 270–78.](http://paperpile.com/b/mpVFWb/EsX6)

**Kubota, Chieri, Michael A. McClure, Nancy Kokalis-Burelle, Michael G. Bausher, and Erin N. Rosskopf. 2008**. “Vegetable Grafting: History, Use, and Current Technology Status in North America.” [*HortScience*. https://doi.org/](http://paperpile.com/b/mpVFWb/shndk)[10.21273/hortsci.43.6.1664](http://dx.doi.org/10.21273/hortsci.43.6.1664)[.](http://paperpile.com/b/mpVFWb/shndk)

[**Lionetti, Vincenzo, and Maïté Vicré. 2023.** *Plant Cell Wall in Pathogenesis, Parasitism and Symbiosis, Volume II*. Frontiers Media SA.](http://paperpile.com/b/mpVFWb/43qB)

**Lokhorst, Justin, Bill Venables, Berwin Turlach, and Maintainer Berwin Turlach. 2021.** "Package ‘lasso2’."

[**Love, Michael I., Wolfgang Huber, and Simon Anders. 2014.** “Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2.” *Genome Biology* 15 (12): 550.](http://paperpile.com/b/mpVFWb/7LjNE)

**Mangiafico, Salvatore. 2020**. "rcompanion: Functions to support extension education program evaluation." R package version 2.10.

**Pantano L. (2023).** DEGreport: Report of DEG analysis. R package version 1.38.5, <http://lpantano.github.io/DEGreport/>.

[**Pertea, Mihaela, Geo M. Pertea, Corina M. Antonescu, Tsung-Cheng Chang, Joshua T. Mendell, and Steven L. Salzberg. 2015.** “StringTie Enables Improved Reconstruction of a Transcriptome from RNA-Seq Reads.” *Nature Biotechnology* 33 (3): 290–95.](http://paperpile.com/b/mpVFWb/fmMZB)

**R Core Team. 2023.** R: a language and environment for statistical computing, v.4.3.1. Vienna, Austria: R Foundation for Statistical Computing. [WWW document] URL [http://www.r-project.org](http://www.r-project.org/) [accessed 31 January 2023].

[**Schindelin, Johannes, Ignacio Arganda-Carreras, Erwin Frise, Verena Kaynig, Mark Longair, Tobias Pietzsch, Stephan Preibisch, et al. 2012.** “Fiji: An Open-Source Platform for Biological-Image Analysis.” *Nature Methods* 9 (7): 676–82.](http://paperpile.com/b/mpVFWb/dPvO5)

[**Schmieder, Robert, and Robert Edwards. 2011**. “Quality Control and Preprocessing of Metagenomic Datasets.” *Bioinformatics*  27 (6): 863–64.](http://paperpile.com/b/mpVFWb/opQVz)

[**Thomas, Hannah, Lisa Van den Broeck, Ryan Spurney, Rosangela Sozzani, and Margaret Frank. 2022.** “Gene Regulatory Networks for Compatible versus Incompatible Grafts Identify a Role for SlWOX4 during Junction Formation.” *The Plant Cell* 34 (1): 535–56.](http://paperpile.com/b/mpVFWb/y9EFt)

[**Van Eck, Joyce, Patricia Keen, and Michelle Tjahjadi. 2019**. “Agrobacterium Tumefaciens-Mediated Transformation of Tomato.” *Methods in Molecular Biology*  1864: 225–34.](http://paperpile.com/b/mpVFWb/klb6)

**Wickham H, Averick M, Bryan J, Chang W, McGowan LD, François R, Grolemund G, Hayes A, Henry L, Hester J et al. 2019**. Welcome to the tidyverse. Journal of Open Source Software 4: 1686.

**Wickham H. 2016**. *ggplot2: Elegant Graphics for Data Analysis*. Springer-Verlag New York. ISBN 978-3-319-24277-4, https://ggplot2.tidyverse.org.

**Wickham H, François R, Henry L, Müller K, Vaughan D. 2023**. dplyr: A Grammar of Data Manipulation. R package version 1.1.4, https://github.com/tidyverse/dplyr, [https://dplyr.tidyverse.org](https://dplyr.tidyverse.org/).

[**Zeng, Zhen, Yang Liu, Xing-Yu Feng, Sai-Xi Li, Xing-Mei Jiang, Jian-Qun Chen, and Zhu-Qing Shao. 2023**. “The RNAome Landscape of Tomato during Arbuscular Mycorrhizal Symbiosis Reveals an Evolving RNA Layer Symbiotic Regulatory Network.” *Plant Communications* 4 (1): 100429.](http://paperpile.com/b/mpVFWb/kRol)

How the deposited data were processed for this re-analysis (not part of the article)

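Gene expression was measured by 3' sequencing of RNA from ungrafted stems and from the scions and stocks of self-grafted and heterografted tomato and pepper at 7, 14 and 21 DAG. The authors trimmed and filtered the reads with Trimmomatic and Prinseq, aligned them with STAR to the ITAG4 and CM334 gene models, counted them with StringTie and removed outlying libraries with low read counts. The authors deposited raw counts per gene without normalization, for 34688 tomato genes in 61 libraries and 30242 pepper genes in 64 libraries. The counts of 1998 genes in 49 libraries were checked against Tables S6 and S7, and 0 cells differed.

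Total counts per library ran from 900 to 3136541 in tomato (median 1824947) and from 18243 to 617920 in pepper (median 398868.5). The tomato heterografted stocks of 14 DAG held 900, 912 and 1509 counts, which limits every comparison with that group. Intervals for percentages of gene lists are 95% Wilson intervals. They treat genes as independent and cover counting error only. Where every ungrafted library had 3 counts or fewer on a gene, the passages give fold changes as lower bounds against a floor of 3 counts. The text on how results change under the alternatives prints the log2 fold changes as fitted.

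Libraries were grouped by species, time point, graft type and position as their labels give them, and each was used in the comparisons of its species and time point. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Genes with fewer than 10 counts on average, or with 0 counts in 75% or more of the libraries of the species, were left out, as the authors' methods describe, which left 12176 tomato and 4506 pepper genes. For each species and time point, all 5 groups were fitted together with edgeR's quasi-likelihood model on TMM-scaled counts, and each grafted group was compared with ungrafted stems. P-values were adjusted by Benjamini-Hochberg over the genes tested. The standard errors printed were computed as the absolute log2 fold change over the square root of the F statistic. They are approximate and can part from the p-values, which come from the test itself. A gene was called at an adjusted p-value under 0.05 and a log2 fold change above 1.5 in either direction. Genes specific to heterografts were found by an F test over ungrafted stems, self-grafts and heterografts of one position, followed by a rule on the distances between the fitted means, since DEGreport was not used here. The ratio of heterograft to self-graft calls sums the calls over scion and stock and over both species.

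The named genes are those the paper's text names by identifier or that label Fig. S14, and in each species up to 5 genes upregulated in both heterografted tissues at all 3 time points and in no self-graft. This rule was fixed before the data were examined. Of 46 tomato and 22 pepper genes named by the paper, 37 and 12 passed the filter. Their p-values were adjusted over all genes and, beside that, over the list alone. The test was tested on simulated data with 100 genes made higher and 100 made lower. The changed genes were drawn from those above the median in ungrafted stems, and were changed by more than the fold change threshold.

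The alternatives were DESeq2's size factors, DESeq2 in place of edgeR, no filter, edgeR's filterByExpr, thinned counts (seed 1), the replicate number as a block, only the groups compared in the fit, no threshold on the fold change, an unadjusted p-value, a pair of comparisons in place of the distance rule, several ways of forming the ratio, and each library left out in turn. DESeq2 on all genes with 0 counts in at most 75% of the libraries (17209 tomato and 11914 pepper genes) and the ratio without the tomato stocks were chosen after the data were seen. The libraries were also regrouped in up to 100 other splits. GO terms, NLR genes, orthogroups, alignment rates and the datasets of other stresses were not analysed here, since they need tables or samples that were not used here.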

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

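All tests reported here were chosen only after the result was seen. In groups of 4 or 5 libraries, 141 combinations of a group and a measure were tested for a single library far from the others, and 17 had one, where chance gives about 1 in 20. The totals, detected genes, leading gene's share and counts of the named genes were tested, and several of these fall on the same library.

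In pepper, one self-grafted stock library of 14 DAG lay apart from the other 3 in 3 measures: it held 18243 counts on 1938 genes, and 34.3% of its counts fell on the leading gene. A low number of detected genes goes with a low total, so these are not independent. Among the pepper heterografted stocks, the library with the fewest detected genes lay apart at 14 DAG, with 6248 genes, and at 21 DAG, with 4459. The totals of those groups, from 396153 to 527111 and from 382654 to 493202 counts, show no low library, so a low total does not account for either. The highest library also lay apart in the pepper self-grafted scions, by a total of 617920 counts at 14 DAG and by 10719 detected genes at 7 DAG. No biological explanation was tested for these libraries, since libraries of one group share their condition.

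In tomato, one heterografted scion library of 14 DAG had 4.31% of its counts on the leading gene, and one ungrafted library of 21 DAG had counts on 12319 genes, fewer than the other 3. Neither was tested further.

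Single libraries also lay apart in the TMM-scaled CPM of named genes. The highest library had 3.60 for SlERF114 in ungrafted tomato at 7 DAG, where the other 3 had 0, and 28.9 for BARD1 in the tomato heterografted stock at 7 DAG. It had 48.6 for the WRKY70 ortholog in self-grafted tomato scions at 7 DAG, 78.8 for the same gene in ungrafted tomato at 21 DAG, and 101.1 for HSR4 in self-grafted tomato stocks at 14 DAG. For BRCA1 homolog 2, the lowest self-grafted tomato scion of 7 DAG had 0. For CaERF114, one library had 4.81 in self-grafted pepper stocks at 14 DAG and one had 6.32 at 21 DAG. The SlERF114 and CaERF114 values come from 6 counts or fewer. For none of these genes was sampling of counts tested against other explanations.

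Of 18 comparisons of heterografted scion and stock for the named genes, over both species and the 3 time points, 4 differed, all of them in tomato at 21 DAG. The log2 fold change of scion over stock was 6.92 for HSR4 (edgeR adjusted p = 0.0333), 9.66 for the WRKY70 ortholog (adjusted p = 1.56e-05), 6.99 for BARD1 (adjusted p = 0.0107) and 6.41 for BRCA1 homolog 2 (adjusted p = 9.28e-04). All 4 scion libraries had counts on each gene and the 3 stock libraries had 0. The scion and stock libraries also differ in depth, with 32731 to 267066 counts in the stocks. When self-grafted stocks were thinned to those totals, 9 genes were called downregulated against ungrafted stems, where the heterografted stocks had 6689, so depth alone does not give that many calls. That test was not run on the 4 genes themselves. RNA degradation, which the paper describes in these stocks, and reads from the graft partner were not tested here, so a biological explanation cannot be told apart from them.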

How the results depend on the processing

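The alternatives were set before the data were examined, apart from DESeq2 on the larger set of genes and the ratio without the tomato stocks, which were chosen after seeing the data. A recomputed count or ratio was taken as moved when it differed from the first value by more than 1.5 times. A percentage was taken as moved when it left the Wilson interval of the first percentage. That interval covers counting error only, and not the spread between replicates. Of 1209 recomputed counts, ratios and percentages, 914 stayed within these limits, and 295 moved beyond them. Of the latter, 108 came from fits that left out one library. The cause of a change was not tested, unless a value is given for it. The ratio stayed above 1 under every alternative run.

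With DESeq2 in place of edgeR, in tomato, 431 genes were differentially expressed in the self-grafted scion at 7 DAG, 365 in the self-grafted stock at 7 DAG, 768 in the heterografted stock at 14 DAG, 43 in the self-grafted scion at 21 DAG and 153 in the self-grafted stock at 21 DAG. In pepper, 259 genes were differentially expressed in the self-grafted scion at 7 DAG, 126 in the self-grafted stock at 7 DAG, 493 in the heterografted scion at 7 DAG, 426 in the heterografted stock at 7 DAG, 116 in the self-grafted scion at 14 DAG, 77 in the self-grafted stock at 14 DAG, 203 in the self-grafted scion at 21 DAG and 269 in the self-grafted stock at 21 DAG. In tomato, 716 genes were specific to the heterograft and upregulated in the scion at 7 DAG and 245 in the stock at 14 DAG. In pepper, 73 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 51 in the stock at 7 DAG, 355 in the scion at 14 DAG, 418 in the stock at 14 DAG, 453 in the scion at 21 DAG and 255 in the stock at 21 DAG. The ratio was 4.04 at 7 DAG and 16 at 21 DAG. In tomato, 3.36% of the scion genes were also in the stock list at 14 DAG. In pepper, 32.1% of the scion genes were also in the stock list at 14 DAG. In tomato, 28.1% of the scion genes were found at more than 1 time point and 8.13% of the stock genes. In pepper, 27.2% of the scion genes were found at more than 1 time point.

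With DESeq2 on all genes with 0 counts in at most 75% of the libraries, in tomato, 500 genes were differentially expressed in the self-grafted scion at 7 DAG, 417 in the self-grafted stock at 7 DAG, 1527 in the heterografted scion at 7 DAG, 2017 in the heterografted scion at 14 DAG, 44 in the self-grafted scion at 21 DAG and 164 in the self-grafted stock at 21 DAG. In pepper, 282 genes were differentially expressed in the self-grafted scion at 7 DAG, 128 in the self-grafted stock at 7 DAG, 561 in the heterografted scion at 7 DAG, 452 in the heterografted stock at 7 DAG, 169 in the self-grafted scion at 14 DAG, 95 in the self-grafted stock at 14 DAG, 674 in the heterografted scion at 14 DAG, 1045 in the heterografted stock at 14 DAG, 277 in the self-grafted scion at 21 DAG, 334 in the self-grafted stock at 21 DAG, 1660 in the heterografted scion at 21 DAG and 994 in the heterografted stock at 21 DAG. In tomato, 788 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 1414 in the stock at 7 DAG, 1142 in the scion at 14 DAG, 660 in the stock at 14 DAG and 930 in the stock at 21 DAG. In pepper, 95 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 57 in the stock at 7 DAG, 435 in the scion at 14 DAG, 585 in the stock at 14 DAG, 640 in the scion at 21 DAG and 348 in the stock at 21 DAG. The ratio was 4.43 at 7 DAG and 15.4 at 21 DAG. In tomato, 4.38% of the scion genes were also in the stock list at 14 DAG. In pepper, 10% of the scion genes were also in the stock list at 21 DAG. In tomato, 7.97% of the stock genes were found at more than 1 time point.

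With DESeq2's size factors in place of TMM, in tomato, 480 genes were differentially expressed in the heterografted stock at 14 DAG. In pepper, 1 gene was specific to the heterograft and upregulated in the stock at 7 DAG. The share of upregulated genes among the calls moved by more than 10 percentage points in 3 groups: from 53.1% to 78.7% in the tomato heterografted scion at 14 DAG, from 89.5% to 76.5% in the self-grafted scion at 21 DAG and from 72.7% to 58.3% in the self-grafted stock at 21 DAG. The size factors of tomato at 14 DAG were computed with the low-depth heterografted stocks included. The median log2 fold change of all genes moved by 0.472 in the tomato heterografted scion at 14 DAG, by 0.11 in the stock at 14 DAG and by 0.113 in the pepper heterografted stock at 7 DAG. In tomato at 21 DAG it moved by -0.158 in the self-grafted scion, -0.242 in the self-grafted stock, -0.101 in the heterografted scion and -0.22 in the heterografted stock. Single-gene changes in these groups are to be read against those shifts. In the tomato heterografted stock at 21 DAG, the TMM median of all genes tested was itself -3.74.

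Without a filter on low counts, in pepper, 24 genes were differentially expressed in the self-grafted scion at 7 DAG, 99 in the heterografted scion at 7 DAG, 94 in the heterografted stock at 7 DAG, 30 in the self-grafted scion at 14 DAG, 17 in the self-grafted stock at 14 DAG, 28 in the self-grafted scion at 21 DAG, 27 in the self-grafted stock at 21 DAG and 316 in the heterografted stock at 21 DAG. In tomato, 866 genes were specific to the heterograft and upregulated in the stock at 21 DAG. In pepper, 43 genes were specific to the heterograft and upregulated in the stock at 7 DAG. The ratio was 123 at 21 DAG. In tomato, 14.4% of the scion genes were also in the stock list at 7 DAG, 0% at 14 DAG and 9.82% at 21 DAG. In pepper, 5.78% of the scion genes were also in the stock list at 21 DAG. In tomato, 2.48% of the stock genes were found at more than 1 time point. In pepper, 15% of the scion genes were found at more than 1 time point.

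With edgeR's filterByExpr, in tomato, 11.8% of the scion genes were also in the stock list at 21 DAG. In pepper, 9.01% of the scion genes were also in the stock list at 21 DAG.

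With the counts thinned to the smallest library total of a fit, in tomato, 0 (73 at an unadjusted p) genes were differentially expressed in the self-grafted scion at 14 DAG, 0 (81 at an unadjusted p) in the self-grafted stock at 14 DAG, 0 (82 at an unadjusted p) in the heterografted scion at 14 DAG, 0 (263 at an unadjusted p) in the heterografted stock at 14 DAG, 3 in the self-grafted scion at 21 DAG, 5 in the self-grafted stock at 21 DAG, 148 in the heterografted scion at 21 DAG and 2639 in the heterografted stock at 21 DAG. In pepper, 8 genes were differentially expressed in the self-grafted stock at 7 DAG, 32 in the self-grafted scion at 14 DAG, 164 in the heterografted scion at 14 DAG and 232 in the heterografted stock at 14 DAG. In tomato, 0 (17 at an unadjusted p) genes were specific to the heterograft and upregulated in the stock at 14 DAG. In pepper, 13 genes were specific to the heterograft and upregulated in the stock at 7 DAG and 90 in the stock at 14 DAG. The ratio was 27.9 at 21 DAG. In tomato, 0% of the scion genes were also in the stock list at 14 DAG and 11.7% at 21 DAG.

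With only the groups compared in the fit, in tomato, 80 genes were differentially expressed in the self-grafted scion at 7 DAG, 33 in the self-grafted stock at 7 DAG, 113 in the self-grafted stock at 14 DAG, 3 in the self-grafted scion at 21 DAG and 1 in the self-grafted stock at 21 DAG. In pepper, 144 genes were differentially expressed in the self-grafted scion at 7 DAG, 0 (163 at an unadjusted p) in the self-grafted stock at 7 DAG, 0 (416 at an unadjusted p) in the heterografted stock at 7 DAG, 5 in the self-grafted stock at 14 DAG, 322 in the heterografted stock at 14 DAG, 131 in the self-grafted scion at 21 DAG, 116 in the self-grafted stock at 21 DAG, 478 in the heterografted scion at 21 DAG and 117 in the heterografted stock at 21 DAG. The ratio was 28.1 at 21 DAG.

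Without a threshold on the fold change, in tomato, 402 genes were differentially expressed in the self-grafted scion at 7 DAG, 252 in the self-grafted stock at 7 DAG, 2127 in the heterografted scion at 7 DAG, 4409 in the heterografted stock at 7 DAG, 1621 in the self-grafted scion at 14 DAG, 697 in the self-grafted stock at 14 DAG, 3267 in the heterografted scion at 14 DAG and 1703 in the heterografted scion at 21 DAG. The ratio was 2.53 at 14 DAG.

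With an unadjusted p-value in the 3-group test, in tomato, 807 genes were specific to the heterograft and upregulated in the scion at 7 DAG and 11 in the stock at 14 DAG. In pepper, 72 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 93 in the stock at 7 DAG, 365 in the scion at 14 DAG, 363 in the stock at 14 DAG and 297 in the stock at 21 DAG. In pepper, 19.5% of the scion genes were also in the stock list at 21 DAG. In tomato, 28.9% of the scion genes were found at more than 1 time point and 5.5% of the stock genes. In pepper, 25.6% of the scion genes were found at more than 1 time point.

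With a pair of comparisons in place of the distance rule, in tomato, 236 genes were specific to the heterograft and upregulated in the scion at 7 DAG and 1 in the stock at 14 DAG. In pepper, 7 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 98 in the stock at 14 DAG and 100 in the stock at 21 DAG. In tomato, 15.7% of the scion genes were also in the stock list at 7 DAG and 0% at 14 DAG. In pepper, 17.1% of the scion genes were also in the stock list at 14 DAG and 7.8% at 21 DAG.

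With the replicate number as a block, in tomato, 154 genes were differentially expressed in the self-grafted scion at 7 DAG, 90 in the self-grafted stock at 7 DAG, 9 in the self-grafted scion at 21 DAG and 0 (294 at an unadjusted p) in the self-grafted stock at 21 DAG. In pepper, 12 genes were differentially expressed in the self-grafted scion at 7 DAG, 11 in the self-grafted stock at 7 DAG, 117 in the heterografted scion at 7 DAG, 61 in the heterografted stock at 7 DAG, 35 in the self-grafted scion at 14 DAG, 18 in the self-grafted stock at 14 DAG, 35 in the self-grafted scion at 21 DAG and 39 in the self-grafted stock at 21 DAG. In tomato, 286 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 409 in the scion at 14 DAG, 2 in the stock at 14 DAG, 498 in the scion at 21 DAG and 257 in the stock at 21 DAG. In pepper, 1 gene was specific to the heterograft and upregulated in the scion at 7 DAG, 122 in the scion at 14 DAG, 4 in the stock at 14 DAG, 137 in the scion at 21 DAG and 78 in the stock at 21 DAG. The ratio was 107 at 21 DAG. In tomato, 15.7% of the scion genes were also in the stock list at 7 DAG, 0% at 14 DAG and 5.42% at 21 DAG. In pepper, 0.82% of the scion genes were also in the stock list at 14 DAG and 2.92% at 21 DAG. In tomato, 20% of the scion genes were found at more than 1 time point and 1.58% of the stock genes. In pepper, 5.13% of the stock genes were found at more than 1 time point and 17.1% of the scion genes, the reverse of the order without the block. After removing group means, the mean correlation of libraries with the same replicate number ran from -0.0114 in pepper at 21 DAG to 0.0188 in tomato at 7 DAG. That of libraries with other numbers was 0.00328 and -0.00406 in these sets. Between self-grafted scions and stocks alone, it ran from -0.0765 in pepper at 7 DAG to 0.13 in tomato at 14 DAG for the same number, against 0.0206 and -0.0312 for other numbers. In pepper at 21 DAG it was 0.0974 against -0.0242.

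With each group reduced to its 3 lowest-numbered replicates, the ratio was 31.8 at 7 DAG, 9.12 at 14 DAG and 491 at 21 DAG. With upregulated genes only, the ratio was 5 at 7 DAG, 2.22 at 14 DAG and 19.8 at 21 DAG. In pepper alone, the ratio was 10 at 14 DAG and 10.2 at 21 DAG. In tomato alone, the ratio was 275 at 21 DAG. With the tomato stocks left out, the ratio was 4.54 at 7 DAG and 14.9 at 21 DAG. With distinct genes over scion and stock, no ratio moved by more than the limit.

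Over the fits that each left out one library, in tomato, 127 to 304 genes were differentially expressed in the self-grafted scion at 7 DAG, 38 to 248 in the self-grafted stock at 7 DAG, 124 to 210 in the self-grafted stock at 14 DAG, 813 to 1678 in the heterografted stock at 14 DAG, 8 to 47 in the self-grafted scion at 21 DAG and 7 to 97 in the self-grafted stock at 21 DAG. In pepper, 20 to 390 genes were differentially expressed in the self-grafted scion at 7 DAG, 16 to 271 in the self-grafted stock at 7 DAG, 137 to 529 in the heterografted scion at 7 DAG, 111 to 404 in the heterografted stock at 7 DAG, 31 to 62 in the self-grafted scion at 14 DAG, 16 to 32 in the self-grafted stock at 14 DAG, 31 to 168 in the self-grafted scion at 21 DAG and 43 to 274 in the self-grafted stock at 21 DAG. In tomato, 1 to 6 genes were specific to the heterograft and upregulated in the stock at 14 DAG, 646 to 1345 in the scion at 21 DAG and 422 to 928 in the stock at 21 DAG. In pepper, 8 to 52 genes were specific to the heterograft and upregulated in the scion at 7 DAG, 0 to 5 in the stock at 7 DAG, 83 to 238 in the stock at 14 DAG and 106 to 275 in the stock at 21 DAG. The ratio was 4.13 to 11.2 at 7 DAG and 20.6 to 83.5 at 21 DAG. In tomato, 15.7 to 24.1% of the scion genes were also in the stock list at 7 DAG, 0 to 0.171% at 14 DAG and 9.79 to 19.1% at 21 DAG. In pepper, 15 to 26.8% of the scion genes were also in the stock list at 14 DAG and 7.09 to 17.4% at 21 DAG. In tomato, 23.2 to 26.7% of the scion genes were found at more than 1 time point. In pepper, 16.2 to 22.8% of the scion genes were found at more than 1 time point and 27.5 to 37.9% of the stock genes. The results not named here did not move beyond the limit in these fits.

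Among single genes, DESeq2 left 96 results on the same side of the threshold, with 9 weaker and 4 stronger. The larger set of genes left 93, with 12 weaker and 4 stronger. Thinning left 67, with 44 weaker. In the fits that left out one library, 789 of 919 stayed, with 126 weaker and 3 stronger. The direction reversed for 5 genes of the tomato heterografted stock at 14 DAG under DESeq2, all with 0 counts in its 3 libraries. Under DESeq2 and under DESeq2 on the larger set, the log2 fold change was 2.043 and 2.038 for BARD1, 2.417 and 2.408 for BRCA1 homolog 2, 0.1189 and 0.1187 for HSR4, 5.667 and 5.664 for SlERF114, and 1.49 and 1.49 for the WRKY70 ortholog. With 0 counts these are values of the fitted model, and for SlERF114, with at most 3 counts in any ungrafted library, no lower bound can be given. With thinned counts, CAT reversed in the tomato heterografted stock at 14 DAG, to 0.415, and SlNCED5 in the heterografted scion at 21 DAG, to -0.02607. For BARD1 in the heterografted scion at 21 DAG, the log2 fold change ran from -0.6443 to 0.09742 over the fits that each left out one library, and it reversed in 1 of them. The cause was not tested for these last 3.

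The NLR genes were not run, since no table used here describes the gene identifiers. Depth limits the tomato heterografted stock at 14 DAG, where the libraries held 900 to 1509 counts: in simulated data of that depth, 0 of 100 genes made higher and 9 of 100 made lower were recovered, and 445 others were called. At the depth of the other 4 groups simulated, 80 to 92 of 100 genes made higher and 63 to 88 of 100 made lower were recovered. These genes had counts above the median in ungrafted stems and were changed by more than the fold change threshold. Recovery of genes with fewer counts, or of changes near the threshold, was not simulated.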

Differences from the paper's values

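The ratio of heterograft to self-graft calls was 8.36 at 7 DAG against the paper's 4.5, and 58.6 at 21 DAG against the paper's 15. Of the alternatives set before the data were examined, DESeq2 (4.04 and 16), pepper alone (5.61 and 10.2) and upregulated genes only (5 and 19.8) came within 1.5 times the paper's values at both time points, and the others did not. DESeq2 on the larger set of genes gave 4.43 and 15.4, and leaving out the tomato stocks gave 4.54 and 14.9. Both settings were chosen after seeing the values.

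The tomato scion at 7 DAG had 439 specifically upregulated genes against the paper's 1530, and the stock 909 against the paper's 2380. The shared genes numbered 87 against the paper's 576, or 19.8% of the scion list against the paper's 38%. None of the alternatives set before the data were examined closed these gaps. DESeq2 on the larger set of genes, chosen after seeing the values, gave 788, 1414 and 150 genes and 19%.

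At 14 DAG, 0.14% of the tomato scion list was shared with the stock against the paper's 2%. No alternative set before the data were examined came within 1.5 times that value, and DESeq2, at 3.36%, overshot it. In pepper at 7 DAG, 0% was shared against the paper's 6%, where the stock list held 0 genes, or 93 at an unadjusted p. DESeq2 (5.48%), thinned counts (5.88%) and an unadjusted p-value (5.56%) closed this gap, and the other alternatives set before the data were examined did not. Chosen after seeing the values, DESeq2 on the larger set gave 5.26%.

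In the heterografted scions at 7 DAG, 619 tomato genes were upregulated against the paper's 1074, and 141 pepper genes against the paper's 428. For tomato, DESeq2 (819), no filter (732), filterByExpr (789) and no threshold on the fold change (1047) came within 1.5 times the paper's value, and the others did not. For pepper, DESeq2 (372) did and the others did not. DESeq2 on the larger set, chosen after seeing the values, gave 1074 and 428.

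Table S8 lists the paper's calls in tomato, and 1698 of its 17209 genes are in the part used here. Among these, the paper's upregulated genes at 7 DAG number 37 in the self-grafted scion, 35 in the self-grafted stock and 83 in the heterografted scion, against 24, 18 and 51 here. At 14 DAG they number 118 in the heterografted scion and 157 in the heterografted stock, against 51 and 0 here. At 21 DAG the paper's numbers are 4 and 18 in the self-grafted scion and stock and 62 and 159 in the heterografted scion and stock, against 2, 1, 41 and 98 here. DESeq2 closed the gap in the groups of 7 DAG (31, 33 and 65), in the heterografted scion at 14 DAG (86), and in the self-grafted stock (17) and heterografted scion (47) at 21 DAG. With filterByExpr it closed in the self-grafted scion (26) and heterografted scion (61) at 7 DAG, and in the heterografted scion (48) and stock (150) at 21 DAG. Without a threshold on the fold change it closed in the self-grafted scion (30) and heterografted scion (91) at 7 DAG, the heterografted scion at 14 DAG (146), and the heterografted scion (80) and stock (130) at 21 DAG. Without a filter it closed in the heterografted scion (44) and stock (142) at 21 DAG, with DESeq2's size factors in the heterografted scion at 14 DAG (94), and with only the groups compared in the heterografted scion at 21 DAG (49). Thinned counts and the replicate block closed none of them. No alternative set before the data were examined closed the gap in the heterografted stock at 14 DAG or the self-grafted scion at 21 DAG. The paper's number was reached by DESeq2 on the larger set, chosen after seeing the values, in each of these groups. In the heterografted stock at 14 DAG, its 157 upregulated genes were the same as the paper's. In each tomato group its calls in both directions were the paper's genes, with log2 fold changes within 7.11e-05, over the 1698 genes given. Among the same genes, the paper's downregulated calls at 14 DAG number 41 in the heterografted scion, against 66 here. In the heterografted stock they number 42, against 155 here. At 21 DAG they number 11 in the self-grafted stock and 54 in the heterografted scion, against 2 and 33 here. DESeq2 on the larger set reached these numbers too.

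The paper states that PR1 rose in the incompatible scions of both species at 21 DAG. In tomato, SlPR1 fell in these scions, with a log2 fold change of -2.52, and it fell under every alternative run. The paper states that scions shared more genes across time points than stocks. In pepper, 20% of the scion genes and 34.4% of the stock genes were found at more than 1 time point. The replicate block reversed that order (17.1% and 5.13%), and no other alternative did.

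The paper describes ERF114 as upregulated in incompatible grafts at the 3 time points. In the tomato heterografted stock at 14 DAG, SlERF114 had 0 counts and was not called, while DESeq2 on the larger set called it upregulated. No log2 fold change of that setting is printed below where every ungrafted library had 3 counts or fewer on the gene. The paper describes both BRCA1 homologs and BARD1 as uniquely upregulated in incompatible grafts. Solyc12g041980 was not called here, and Solyc09g066080 was not tested. They were called by DESeq2 on the larger set in the heterografted stock at 7 DAG (2.12 for the former). It also called Solyc09g066080 in the heterografted scion (3.88) and stock (5.58, with 0 counts) at 14 DAG, and BARD1 in the heterografted scion at 14 DAG (1.70). HSR4, which the paper lists among the upregulated genes, was not called, and that setting called it in the heterografted stock at 7 DAG (1.51). It called the WRKY70 ortholog in the same group (2.84).

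Among the RBOHs, the paper names SlRBOH1 and SlRBOHF as the ones upregulated in incompatible tissue. SlRBOHB was upregulated in the heterografted stock at 7 DAG (3.05), and SlRBOHF was not tested. DESeq2 on the larger set called SlRBOHF in the heterografted scion at 14 DAG (3.28) and 21 DAG, in the heterografted stock at 14 DAG (4.47, with 0 counts) and in the self-grafted scion at 14 DAG (3.52), and SlRBOH1 in the heterografted scion at 14 DAG (1.95). The paper states, after a sentence on tomato RBOHs, that none of the antioxidant enzymes known to rise alongside RBOHs was significantly upregulated in incompatible grafts. No tomato antioxidant gene of Fig. S14d was. In pepper, whose genes that statement may not include, CaAPX-2 rose in the heterografted scion (4.87) and stock (4.67) at 21 DAG, the latter call being lost in 4 of the 9 fits that each left out one library, and CaDHAR in the scion (3.06). That setting also called CaDHAR in the heterografted stock at 21 DAG (2.18) and in both self-grafted tissues (2.74 and 2.79), and CaAPX in the heterografted scion and stock at 14 DAG and the stock at 21 DAG.

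The paper describes the hormone genes as upregulated in every grafted tissue at 7 DAG and mainly in incompatible scions later. In pepper, none was called here at 7 DAG. At 7 DAG, DESeq2 on the larger set called CaPR1 in the heterografted stock, CaACO4 in the heterografted scion (2.65) and CaAOC1 in the self-grafted scion. In tomato at 7 DAG it called SlACO4 in the self-grafted scion (2.44) and stock (2.64), SlLOX1-8 in the self-grafted stock, SlNPR1 (2.35) and SlACS-1 in the heterografted scion, and SlACS-1 and SlAOS in the heterografted stock. SlPR1-2 was called at 7 DAG in the self-grafted scion and stock and the heterografted stock, and at 14 DAG in the heterografted scion and, on 1 count, the stock. At 14 DAG it called SlSARD1 and SlACS-1 in the heterografted scion and SlPR1 in the stock (3.26, on 8 counts). At 21 DAG it called SlERF114 in both self-grafted tissues (3.09 and 2.64) and CaPR1-3 in the pepper heterografted stock.

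Of the other genes of Fig. S14, that setting called SlABF4 in the tomato heterografted scion at 7 DAG (1.50), and CaABF4 in the pepper heterografted scion at 7 DAG (1.97) and 21 DAG (1.61). It called CaNCED5 in the pepper heterografted scion at 21 DAG (1.81), CaPYL8 in all 4 grafted pepper groups at 21 DAG, and CaAPX in the self-grafted scion at 14 DAG.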

Other observations

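All tests reported here were chosen only after the result was seen. The other splits of the libraries were part of the design set before the data were examined.

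In the tomato heterografted stock at 14 DAG, DESeq2 on the larger set of genes, chosen after seeing the data, called 1454 genes upregulated, of which 1340 had 0 counts in the 3 libraries. A candidate explanation is the library totals. When self-grafted stock libraries were thinned to 900, 912 and 1509 counts, the same test called 8924 genes upregulated, 8344 of them with 0 counts, where the full self-grafted libraries gave 238. Another is the smallest fitted mean that DESeq2 allows. With that bound lowered from 0.5 to 1e-06, 28 genes were upregulated and 0 of them lacked counts. Of the 1340 calls on genes without counts, 0 remained with the lower bound, so those calls rest on the bound and not on counts. Thinning alone gave such calls as well. Whether these genes rose cannot be told at this depth.

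The 1672 genes that edgeR called downregulated in that stock are also open to an effect of the totals. Self-grafted stocks thinned to the same totals gave 338 downregulated genes, fewer than the heterografted stock but not few, so the totals may account for part of the calls, and the rest cannot be told apart from other causes at this depth.

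In the tomato heterografted stock at 21 DAG, 6689 genes were downregulated. Self-grafted stocks thinned to the same totals gave 9, and with the 18 genes with most counts left out of the heterografted comparison, 6229 were downregulated. Library totals and a few dominant genes therefore do not account for most of these calls. The thinned self-grafted library with the fewest detected genes had counts on 6940, against 2538 in the heterografted stock of the same total, so the small number of detected genes is not given by the total alone. RNA degradation and reads from the graft partner were not tested, and the condition cannot be told apart from them.

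The ratio of heterograft to self-graft calls at 21 DAG, 58.6, depends on the tomato heterografted stock. Without the tomato stocks it was 14.9, so heterografts had more calls without these libraries too.

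Few genes were called in pepper at 7 DAG, where a pair of the 3 ungrafted libraries held 55202 and 60148 counts. To test the totals, 3 ungrafted libraries of 14 DAG were used with and without thinning to those of 7 DAG. The 4 grafted groups together had 757 calls without thinning and 686 with it. The totals of the ungrafted stems therefore moved the number of calls by less than the difference between the time points.

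For each comparison with ungrafted stems, the libraries of both groups were regrouped and fitted again without the other groups, over the splits that part the same-numbered libraries as the real one does. With 4 to 16 such splits, a share under 0.05 could not be reached. In tomato, the real split alone gave as many calls, 1 of 8 splits, for the self-grafted scion and heterografted stock at 7 DAG, the heterografted stock at 14 DAG, and the self-grafted scion, heterografted scion and heterografted stock at 21 DAG. It was 1 of 16 for the heterografted scion at 7 DAG, the self-grafted scion, self-grafted stock and heterografted scion at 14 DAG, and the self-grafted stock at 21 DAG. For the self-grafted stock at 7 DAG, 2 of 8 splits gave as many. In pepper it was 1 of 8 for the self-grafted and heterografted scions at 7 DAG, and 1 of 16 for the self-grafted scion, heterografted scion and heterografted stock at 14 DAG and the 4 groups of 21 DAG. For the pepper self-grafted stock at 14 DAG, 2 of 16 gave as many. For the pepper stocks at 7 DAG, the fit on these libraries alone called 0 genes, with 163 at an unadjusted p in the self-grafted and 416 in the heterografted stock, so 6 of 6 and 4 of 4 splits gave as many.

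Splits of any kind, whatever the numbers of the libraries, allow a smaller share. In tomato at 7 DAG, the real split alone gave as many calls among 35 for the self-grafted scion and the heterografted stock and among 100 for the heterografted scion, and 2 of 35 did for the self-grafted stock. At 14 DAG it was 1 of 100 for the self-grafted scion, self-grafted stock and heterografted scion and 1 of 56 for the heterografted stock. At 21 DAG it was 1 of 35 for the self-grafted scion, heterografted scion and heterografted stock, and 10 of 100 for the self-grafted stock, where the real split called 1 gene. In pepper it was 1 of 56 for the self-grafted scion and 1 of 35 for the heterografted scion at 7 DAG, and 10 of 10 for both stocks. It was 1 of 100 for each group of 14 and 21 DAG except the self-grafted stock at 14 DAG, with 4 of 100.

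For the 3-group comparison, 60 splits were drawn in tomato and 100 in pepper among those that part the same-numbered libraries. The real split alone gave as many specifically upregulated genes, 1 of 60, in the tomato scion and stock at each time point. The next largest number among the others was 29 and 7 at 7 DAG, 644 and 3 at 14 DAG, and 938 and 525 at 21 DAG. In pepper it was 1 of 100 for the scion at each time point and for the stock at 14 and 21 DAG, and the next largest numbers were 2, 143 and 222 in scions and 140 and 97 in stocks. For the pepper stock at 7 DAG, which had 0 such genes and 93 at an unadjusted p, 100 of 100 splits gave as many. These splits could keep the heterografts together and exchange only ungrafted and self-grafted libraries. The next largest numbers above therefore need not come from regrouped heterografts. Over splits of any kind, 2 of 60 gave as many as the 5 genes of the tomato stock at 14 DAG. The largest other numbers there, in tomato scion and stock, were 1 and 0 at 7 DAG, 8 and 10 at 14 DAG, and 0 and 4 at 21 DAG. In pepper they were 0 and 0 at 7 and 14 DAG, and 10 and 2 at 21 DAG.

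The pepper genes upregulated in both heterografted tissues at all 3 time points numbered 9, of which 4 were upregulated in no self-graft.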
